# Feeders facilitate telomere maintenance and chromosomal stability of embryonic stem cells

**DOI:** 10.1038/s41467-018-05038-2

**Published:** 2018-07-05

**Authors:** Renpeng Guo, Xiaoying Ye, Jiao Yang, Zhongcheng Zhou, Chenglei Tian, Hua Wang, Haiying Wang, Haifeng Fu, Chun Liu, Ming Zeng, Jun Yang, Lin Liu

## Abstract

Feeder cells like mouse embryonic fibroblasts (MEFs) have been widely applied for culture of pluripotent stem cells, but their roles remain elusive. Noticeably, ESCs cultured on the feeders display transcriptional heterogeneity. We investigated roles of feeder cells by examining the telomere maintenance. Here we show that telomere is longer in mESCs cultured with than without the feeders. mESC cultures without MEF feeders exhibit telomere loss, chromosomal fusion, and aneuploidy with increasing passages. Notably, feeders facilitate heterogeneous transcription of 2-cell genes including *Zscan4* and telomere elongation. Moreover, feeders produce Fstl1 that together with BMP4 periodically activate *Zscan4*. Interestingly, *Zscan4* is repressed in mESCs cultured in 2i (inhibitors of Mek and Gsk3β signaling) media, associated with shorter telomeres and increased chromosome instability. These data suggest the important role of feeders in maintaining telomeres for long-term stable self-renewal and developmental pluripotency of mESCs.

## Abstract (web summary)

Feeder cells are widely used for the culture of embryonic stem cells (ESCs), but their specific effects are not well known. Here, the authors demonstrate that mouse ESCs exhibit telomere loss and chromosomal aberrations associated with reduced Zscan4 with increasing passages in the absence of feeders

## Introduction

Pluripotent mouse embryonic stem cells (ESCs) were originally derived and stably maintained on feeder cells such as inactivated mouse embryo fibroblasts^1^, and can generate complete ESC-pups by tetraploid embryo complementation (TEC), the most stringent functional test of naive pluripotency^2–4^. Feeders also have been widely used in maintenance of pluripotent stem cells in other species, including human and monkey^5,6^. Yet, mouse ESC cultures on feeders exhibit heterogeneity in transcription of pluripotency genes^7–9^, and notably intermittently (~1–5% of cell population) express 2-cell embryo-like (2C) genes including endogenous retroviruses, and *Zscan4* that is known to effectively elongate telomeres by recombination^10,11^. In addition, serum-based culture conditions also contribute to global transcription heterogeneity in mouse ESCs^12,13^.

Telomeres are repetitive nucleotide sequences at the end of chromosomes that protect chromosomes from deterioration or fusion, and the telomere length primarily is maintained by telomerase^14,15^. Indeed, telomerase is important for telomere elongation of ESCs and induced pluripotent stem cells (iPSCs). Haploinsuficiency or loss of telomerase limits telomere elongation of ESCs/iPSCs^16–20^. On prolonged growth, mTert-deficient ESCs exhibit genomic instability, aneuploidy and telomeric fusions^18^. Also, recombination-based alternative lengthening of telomere (ALT)-like pathways are activated to elongate telomeres to sufficient lengths required for unlimited self-renewal, genomic stability, and pluripotency of mouse ESCs/iPSCs (review^21^).

Feeder-free cultures also have been explored to sustain self-renewal of ESCs^22^. Remarkably, 2i (inhibitors of Mek and Gsk3β signaling) medium with LIF in the absence of feeders was developed to achieve ground state of mouse ESCs^23^, and also has been successfully used for derivation of germline competent ESCs in other species such as rat^24^. Notably, 2i culture gives rise to transcriptional profiles and epigenetic landscapes quite distinct from serum-based ESCs^25^, and represses or reduces the heterogeneity of expression of pluripotency genes^9,26^. Also, signaling pathways and transcriptional regulation of conventional ESCs originally derived in the presence of irradiated fibroblasts and serum differ from those of ground-state ESCs maintained in 2i media^27^.

We revisit the function and potential signaling of feeders in maintenance of telomeres and unlimited self-renewal capacity of mESCs. We find that heterogeneity in the expression of pluripotency genes and 2C-genes in ESC cultured with feeders is linked to telomere maintenance and chromosomal stability and developmental pluripotency. Feeders provide signaling such as BMP4 and Fstl1 that can enhance sporadic *Zscan4* expression that is associated with telomere maintenance and long-term self-renewal of mESCs. ESCs cultured without feeders exhibit reduced *Zscan4* expression and increased telomere signal-free ends, indicative of shortest telomere, and even chromosome fusion after extended passages. 2i condition suppresses *Dnmt3a/b* and *Zscan4* and impairs telomere maintenance and chromosomal stability of ESCs after long-term culture.

## Results

### Feeders maintain telomeres and genomic stability of ESCs

To determine the roles of feeders on telomere maintenance, mouse ESCs were cultured on inactivated MEFs served as feeder layers (+F,) or on gelatin-coated plates without feeders (−F). LIF was added under all conditions to prevent differentiation. By telomere quantitative fluorescent in situ hybridization (Q-FISH) analysis, telomeres were longer in ESCs cultured on feeders than those without feeders in four independent ESC lines tested (Fig. 1a, b; Supplementary Fig. 1a, b; Supplementary Fig. 2a). Shorter telomeres of ESCs cultured in the absence of feeders were also revealed by Southern blot analysis, which measures telomere terminal restriction fragment (TRF) (Fig. 1c). Telomere lengths differed more in ESCs with increasing passages in culture. Moreover, frequency of telomere signal-free ends, indicative of shortest telomeres, and chromosome fusion increased in the absence of feeders (Fig. 1d, e). Further, ESCs cultured on the feeders had normal karyotypes (2*n* = 40) in the majority of spread (71.8%), in contrast to reduced (39.4%) normal karyotypes and more spread with 41 chromosomes (35.2%) in ESCs cultured without feeders after 8–10 passages (Fig. 1f). These data show that aneuploidy is increased in ESCs cultured without feeders. Telomere dysfunction-induced foci (TIFs), shown as co-localized foci of Trf1 and γH2AX^28^, were reduced in cultures with feeders (Fig. 1g, h). These data suggest that feeders play a role in maintaining telomere and genomic integrity of mouse ESCs.

**Fig. 1:**
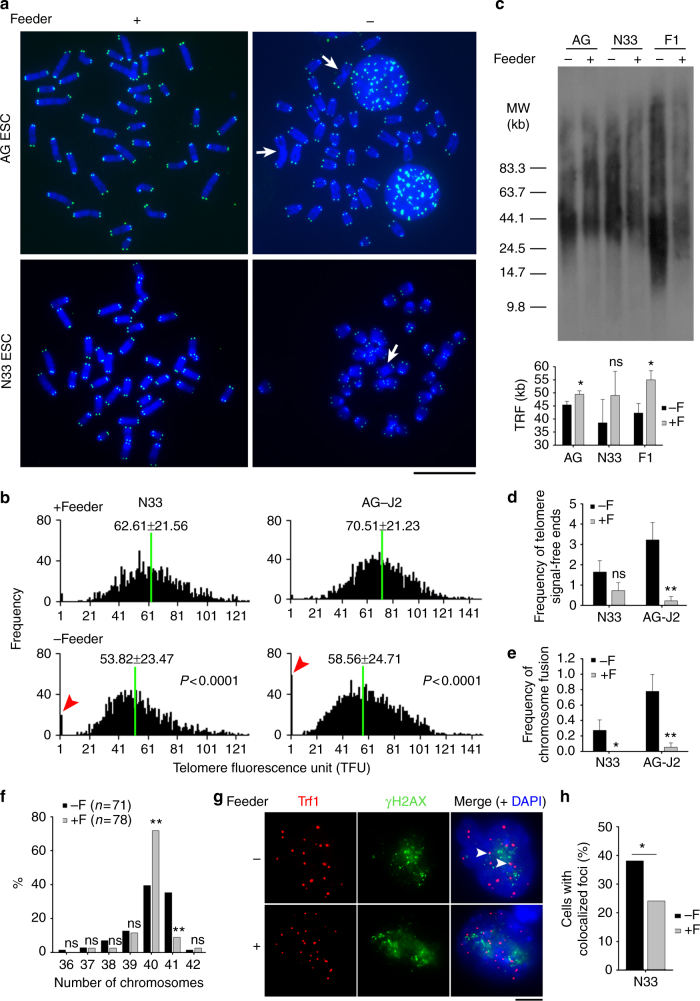
Feeders maintain telomeres of ESCs. **a** Representative telomere Q-FISH images of N33 and AG-J2 ESCs cultured on gelatin or feeder. blue, chromosomes stained by DAPI; green dots, telomeres; white arrows indicate chromosome fusion. Scale bar, 10 μm. **b** Histogram shows distribution of relative telomere length displayed as TFU by Q-FISH analysis. Green line indicates medium telomere length. Mean ± s.d. of telomere length is shown above each panel. Heavy black bars on *Y*-axis show the frequency of telomere signal-free ends. Telomere length was measured at passage 8 for N33 ESCs and passage 20 for AG-J2 ESCs under feeder or feeder-free conditions. P values were calculated by Wilcoxon–Mann–Whitney rank sum test. **c** Telomere length distribution shown as TRF by Southern blot analysis of N33 ESCs at passage 10, F1 ESCs at passage 21 and AG ESCs at passage 5 cultured with or without feeders. **d** Frequency of telomere signal-free ends indicative of shortest telomere per metaphase. **e** Frequency of chromosome fusion per metaphase. Mean ± s.e.m. **f** Distribution of chromosome numbers in ESCs cultured with or without feeders for 8–10 passages. *n* = number of spread analyzed. **g** Immunofluorescence images of Trf1 (red) and γH2AX (green). Colocalized foci are indicated by arrowheads. Scale bar, 5 μm. **h** Percentage of ESCs with colocalized foci of Trf1 and γH2AX. *n* = 100 nuclei counted from the images captured in **g**. *P < 0.05, **P < 0.01, ns not significant (*P* > 0.05). Student’s *t*-test for **c**–**e**, and *χ*^2^ test for **f** and **h**

However, expression levels of important pluripotent marker genes, including *Oct4*, *Sox2*, *Nanog*, *Utf1* measured by quantitative real-time PCR (qPCR) and Oct4, Nanog, SSEA1 determined by immunofluorescence microscopy, did not differ between ESCs cultured with and without feeders (Fig. 2a, b; Supplementary Fig. 3a–c), except for slightly increased expression of *Nanog* in F1 ESCs cultured with feeders (Fig. 2b). E-cad-Fc as feeder-free culture condition reportedly maintains pluripotent ESCs without colony formation^29^. ESCs cultured on E-cad-Fc expressed pluripotent genes at levels similar to those of feeder-free with gelatin only or feeder conditions (Supplementary Fig. 3a, b). These data indicate that telomere shortening in ESCs cultured under feeder-free conditions is not likely caused by cell differentiation.

**Fig. 2:**
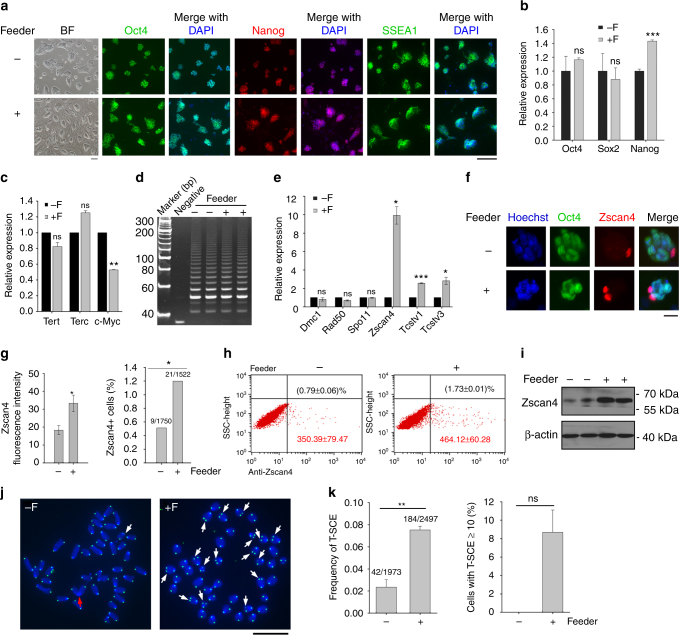
Feeders increase *Zscan4* expression and T-SCE in ESCs. **a** Morphology of F1 ESCs cultured in feeder or feeder-free conditions under bright field (BF) with phase-contrast optics and immunofluorescence of pluripotency-associated markers Oct4, Nanog, and SSEA1. Scale bar, 100 μm. **b** Expression by qPCR analysis of *Oct4*, *Sox2*, and *Nanog* in F1 ESCs cultured without (−F) or with feeders (+F). **c** Expression of telomerase-related genes *Tert*, *Terc*, and *c-Myc* in −F and +F ESCs. **d** Telomerase activity measured by TRAP assay. Lysis buffer served as negative control. **e** Expression by qPCR of genes for telomere recombination, *Dmc1*, *Rad50*, *Spo11*, and 2C genes, *Zscan4*, *Tcstv1*, and *Tcstv3*. **f** Immunofluorescence co-staining of Oct4 and Zscan4 shows Zscan4-positive cells mutually exclusive of Oct4. Scale bar, 20 μm. **g** Relative Zscan4 fluorescence intensity estimated by ImageJ and percentage of Zscan4^+^ cells (number of ESCs counted). **h** Flow cytometry quadrantal diagram indicates percentage and mean fluorescence intensity of Zscan4^+^ cells in ESCs. **i** Western blot analysis of Zscan4 in −F and +F ESCs. **j** Representative CO-FISH images showing T-SCE (indicated by white arrows) in −F and +F ESCs. Red arrow, chromosome fusion. Scale bar, 10 μm. **k** Frequency of T-SCE (total T-SCE/total chromosomes) and percentage of ESCs with T-SCE foci ≥10 in −F and +F ESCs. **c**–**k** N33 ESCs. Mean ± s.e.m. from three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, ns not significant (*P* > 0.05). *χ*^2^ test for **g** (right) and **k**, and Student’s *t*-test for **b**, **c**, **e**, **g** (left). −F without feeders, +F with feeders

To test the developmental pluripotency, we injected ESCs into four- to eight-cell embryos to evaluate their competence in generating chimeric mice (see Methods). ESCs cultured in the presence of feeders produced chimeras at high efficiency (75%), in contrast to those without feeders (12.5%) that had no all black pups (Supplementary Fig. 1c; Supplementary Table 1). Contributions of ESCs to various tissues and germline of the chimeras were confirmed by microsatellite genotyping (Supplementary Fig. 1d, e). Collectively, ESCs cultured with feeders exhibit naive developmental pluripotency as evidenced by high germline competency, whereas feeder-free ESCs show reduced developmental pluripotency.

### Feeders facilitate *Zscan4* expression and T-SCE

To investigate the mechanisms underlying telomere dysfunction in ESCs culture under feeder-free condition, we analyzed expression of key telomerase genes *Tert*, *Terc*, and *Tert* positive regulator *c-Myc*. Relative expression levels of *Tert* and *Terc* were similar between ESCs cultured with and without feeders (Fig. 2c; Supplementary Fig. 2b). c-Myc expression was reduced in N33 ESCs without feeders, but not in feeder-free J1 ESCs (Fig. 2c; Supplementary Fig. 2b). Telomerase activity did not differ between ESCs with and without feeders (Fig. 2d; Supplementary Fig. 2c). Telomerase extends the telomeres at a slow pace of about 50–100 nucleotides per cell cycle^30^. But telomeres elongate more efficiently (>5 kb) within only 5–8 passages in ESCs cultured with feeders (Fig. 1a–c), suggesting that mechanisms other than telomerase also are involved in telomere elongation of ESCs cultured with feeders.

*Zscan4* is responsible for rapid telomere elongation by recombination-based mechanism^11^. We tested whether feeders can activate *Zscan4*^*+*^/2C-like state of ESCs. Levels of *Zscan4* increased ~6–10-fold in two independent ESC lines cultured on feeders compared with those without feeders (Fig. 2e; Supplementary Fig. 2d). Levels of *Tcstv1* and *Tcstv3* were also increased in ESCs cultured with feeders, while expression levels of other three genes associated with telomere recombination, *Dmc1*, *Spo11, Rad50*^11^, did not differ between ESC cultures with and without feeders (Fig. 2e; Supplementary Fig. 2d). By immunofluorescence, Zscan4 was sporadically expressed and incompatible with Oct4 expression (Fig. 2f). Relative Zscan4 fluorescence and the proportion of Zscan4^+^ cells were elevated in ESCs cultured on feeders (Fig. 2g, h; Supplementary Fig. 2e). Protein levels of Zscan4 also were increased in ESCs cultured on feeders (Fig. 2i; Supplementary Fig. 2f). Of the naive genes *Klf4*, *Stella*, *Rex1*, and *Tbx3, Klf4* and *Tbx3* with heterogeneous expression pattern were upregulated in ESCs cultured on the feeder (Supplementary Fig. 2g–i).

We assessed telomere-sister chromatid exchange (T-SCE) in ESCs by telomere chromosome orientation FISH (CO-FISH) analysis. Frequency of T-SCE was elevated in ESCs cultured on the feeders (Fig. 2j, k). Notably, high frequency of T-SCE (T-SCE ≥ 10 foci/cell) was exclusively emerged in ESCs cultured with feeders (Fig. 2j, k), presumably representative of undergoing telomere elongation mediated by Zscan4. Taken together, feeders increase the population of ESCs that enter *Zscan4*^+^/2C-like state and promote T-SCE.

To examine the effect of *Zscan4* on telomere maintenance, we depleted *Zscan4* by shRNA in ESCs cultured on the feeders (Fig. 3a, b). Telomeres shortened in ESCs depleted of *Zscan4* (Fig. 3c–e). On the contrary, forced expression of *Zscan4* in ESCs cultures without feeders elongated telomeres compared with controls (Fig. 3f–h). These data suggest that Zscan4 can regulate telomere length in ESCs cultured on the feeders.

**Fig. 3:**
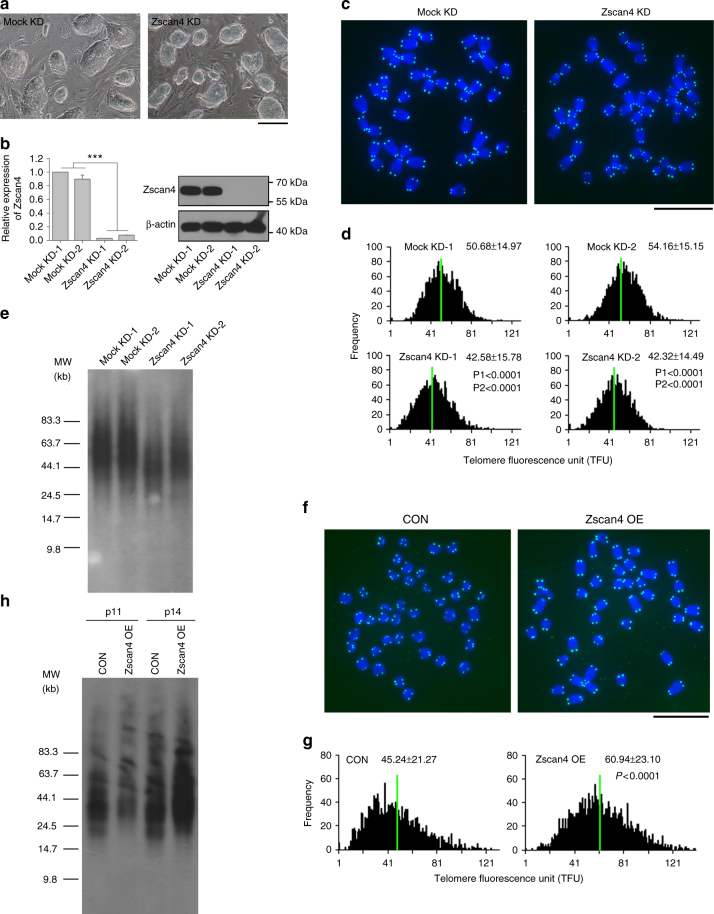
Knockdown of *Zscan4* leads to telomere shortening and overexpression of *Zscan4* elongates telomeres. **a** Colony morphology of control and *Zscan4* knockdown (KD) J1 ESCs cultured on feeders, Scale bar, 50 μm. **b** Depletion of *Zscan4* validated by qPCR and western blot after stable *Zscan4* KD for 12 passages. Mean ± s.e.m. ***P < 0.001. Student’s *t*-test. **c** Representative telomere Q-FISH images of control and *Zscan4* KD ESCs. Blue, chromosomes stained by DAPI; green dots, telomeres. Scale bar, 10 μm. **d** Histogram shows distribution of relative telomere length displayed as TFU by Q-FISH analysis. Green line indicates medium telomere length. Mean ± s.d. of telomere length is shown above each panel. P1, compared with Mock KD-1, P2, compared with Mock KD-2. Wilcoxon–Mann–Whitney rank sum test. **e** Telomere length distribution shown as TRF by Southern blot analysis. **f** Representative telomere Q-FISH images of control and *Zscan4* overexpression (OE) J1 ESCs cultured without feeders. Scale bar, 10 μm. **g** Histogram shows distribution of relative telomere length displayed as TFU by Q-FISH analysis. Wilcoxon–Mann–Whitney rank sum test. **h** Telomere length distribution shown as TRF by Southern blot analysis of control and *Zscan4* OE ESCs at two indicated passages (P11 and P14)

### Transcriptome profile and signaling pathways by feeders

To understand signal pathways and mechanisms underlying *Zscan4* expression in ESCs cultured on feeders, we performed RNA-seq analysis of the transcriptome of ESCs cultured with or without feeders. 

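N33 is a mouse ESC line from C57BL/6 embryos, and RNA was sequenced from 2 replicates grown on feeders (F, shown as +F in Fig. 4) and 2 grown on gelatin without feeders (−F). Feeders are mouse embryonic fibroblasts whose division was stopped with mitomycin C. According to the protocol in the sample labels, ESCs on feeders were separated from them by differing adherence, a step the paper's RNA-seq Methods do not mention. Both groups received LIF at 1000 U/ml and 20% fetal bovine serum, so that feeders were the stated difference between them. Poly-A RNA was read as single ends of 50 bases on a BGISEQ-500, and the authors mapped the reads to mm10 with Bowtie2 and assigned them to genes with RSEM. Their files give each gene an expected count, which RSEM estimates and which need not be whole, and an FPKM. Expected counts summed to 20434574 and 20442552 in the −F replicates and to 20260784 and 20549394 in the F replicates. Counts of the replicates differed by more than sampling noise, with a chi-square of 3.546 per degree of freedom in −F and 2.301 in F. Each sample was therefore counted as a separate replicate, as in the paper, which calls them biological. The chi-square cannot tell separate cultures from separate libraries of one culture. Expected counts were rounded and tested with edgeR's quasi-likelihood method after TMM normalization, in one fit of all 8 samples of the 4 culture conditions. The fit covered the 15287 genes with at least 10 counts in at least 2 samples, of 20278 in the files, and p-values were adjusted by the Benjamini-Hochberg method. The biological coefficient of variation was 3.254%, a small spread that makes small changes pass the test with 2 replicates. An exact permutation test of 2 samples against 2 cannot give a p under 0.3333, so adjusted p-values rest on the model. The labels number the replicates 1 and 2 in every group, and a fit with the replicate number as a block was run beside the main fit. Deviations of samples sharing a number had a mean correlation of −0.0035 over 6 pairs of groups (range −0.0455 to 0.0538, across 12707 genes), so no pairing was seen. FPKM is given as mean ± SD (n = 2) in the authors' values, genes carry their Entrez IDs from the files, and coordinates are those of mm10 in the GENCODE annotation.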

Compared with those of feeder-free ESCs, 621 genes were upregulated and only 104 genes downregulated in ESCs cultured with feeders (Fig. 4a, *P*adj < 0.05, fold change ≥ 2), suggesting higher transcriptional activity in ESCs cultured with feeders. 

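Of 15287 genes tested, 855 were higher and 252 lower with feeders at an adjusted p under 0.05 and a fold change of at least 2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block the counts were 847 and 245. With each of the 4 samples left out in turn, 762 to 813 genes were higher and 190 to 238 lower. DESeq2, the tool of the paper, gave 685 higher and 141 lower, and limma on log2(FPKM + 1), which moved the number of higher genes most, gave 280 and 29. Among genes with a mean of at least 1 FPKM in the higher group, the largest rise was that of Vcam1 (Entrez ID 22329), on chromosome 3 from 116109949 to 116129688, at 1.84 ± 0.17 FPKM with feeders and 0 FPKM in both replicates without, a log2 fold change of 9.99 (standard error 0.55, adjusted p = 1.8e-11). Sdpr (Entrez ID 20324), on chromosome 1 from 51289126 to 51302960, had 9.27. Gm13040 and Gm13057, neighbours on chromosome 4 from 143535954 to 143558234, both had 9.80 with identical values, which RSEM can give when reads are shared between copies, so each is uncertain. The largest fall was that of Pla2g4b (Entrez ID 211429), on chromosome 2 from 120033417 to 120043030, from 2.63 ± 0.67 FPKM to 0 FPKM in both replicates (log2 fold change −10.67, standard error 0.85, adjusted p = 3.2e-09). Next came Gm3317 (Entrez ID 666329), on chromosome 14 from 5164535 to 5169233, with −8.34, and Hdhd1a (Entrez ID 67365), on chromosome 18 from 50563877 to 50601419, with −2.64. They were followed by Plac1 (Entrez ID 56096), on chromosome X from 53069995 to 53240111, with −2.55, and Frs3os (Entrez ID 100126242), on chromosome 17 from 47699971 to 47701996, with −2.35. In the fits with a sample left out that gave a value, Plac1 ran from −4.43 to −1.76. From the larger number of upregulated than downregulated genes, the paper infers a higher transcriptional activity of ESCs on feeders.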

Consistent with qPCR data shown above, expression levels of pluripotency genes *Oct4*, *Sox2*, and *Rex1* were similar between ESCs cultured with and without feeders, but *Nanog*, *Klf4, Esrrb,* and *Tbx3* were upregulated in ESC culture with feeder (Fig. 4b). 

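Fold changes of the 7 pluripotency genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pou5f1 (Oct4, Entrez ID 18999), on chromosome 17 from 35506018 to 35510772, was at 589.1 ± 8.5 FPKM with feeders and 587.6 ± 26 FPKM without, a log2 fold change of 0.025 (standard error 0.043, adjusted p = 0.68). The level of Sox2 (Entrez ID 20674), on chromosome 3 from 34650405 to 34652461, went from 260.8 ± 6.4 FPKM without feeders to 238.3 ± 10 FPKM with feeders (log2 fold change −0.11, standard error 0.043, adjusted p = 0.049). Zfp42 (Rex1, Entrez ID 22702) lies on chromosome 8 from 43295063 to 43306980 and was measured at 39.7 ± 0.34 FPKM with feeders against 39.7 ± 0.27 FPKM without (log2 fold change 0.021, standard error 0.050, adjusted p = 0.77). For Nanog (Entrez ID 71950), on chromosome 6 from 122707489 to 122714633, the means were 203.6 ± 6.9 FPKM without and 270.2 ± 1.3 FPKM with feeders, giving a log2 fold change of 0.45 (standard error 0.041, adjusted p = 1.5e-08). Esrrb (Entrez ID 26380), on chromosome 12 from 86361117 to 86521628, was at 183.8 ± 1.9 FPKM with feeders and 126.0 ± 2.0 FPKM without, a log2 fold change of 0.57 (standard error 0.040, adjusted p = 2.3e-10). Klf4 (Entrez ID 16600) lies on chromosome 4 from 55527143 to 55532466 and was measured at 199.8 ± 0.64 FPKM with feeders against 54.5 ± 0.34 FPKM without (log2 fold change 1.9, standard error 0.042, adjusted p = 2.4e-19). The level of Tbx3 (Entrez ID 21386), on chromosome 5 from 119670669 to 119684724, went from 6.96 ± 0.37 FPKM without feeders to 26.9 ± 0.53 FPKM with feeders (log2 fold change 1.97, standard error 0.053, adjusted p = 1.1e-17). Pou5f1 and Zfp42 thus changed by less than the spread the model fitted to the replicates, whereas the small fall of Sox2 passed the test at its margin. Klf4 and Tbx3 passed a 2-fold change, and Nanog and Esrrb rose by less than 2-fold. The setting that moved these values most was limma on log2(FPKM + 1), which gave Tbx3 1.81. The paper groups Oct4, Sox2 and Rex1 as similar and the other 4 genes as upregulated with feeders, and places this beside its qPCR data.

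**Figure D1:**
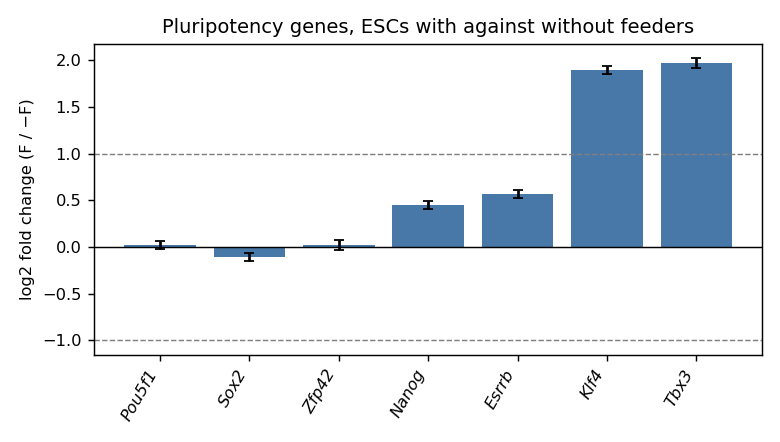
Log2 fold change of 7 pluripotency genes in ESCs with feeders (F) against ESCs without feeders (−F), from 2 replicates per group. Bars are edgeR estimates, error bars their standard errors, and dashed lines mark a 2-fold change either way. Klf4 at 1.9 and Tbx3 at 1.97 lie past the upper line, and Pou5f1, Sox2 and Zfp42 lie near 0.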

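The 16 lineage markers of Fig. 4b had a median of their mean FPKMs of 0.832 in −F and 1.43 in F. In each group 8 of the 16 stayed under 1 FPKM. The highest was Gbx2 (Entrez ID 14472), on chromosome 1 from 89927956 to 89931179, at 13.0 ± 0.014 FPKM (SD, n = 2) in −F and 13.0 ± 0.67 FPKM in F. Otx2 reached 12.9 ± 0.60 FPKM and Tead4 8.2 ± 1.1 FPKM in −F, and Tead4 10.4 ± 0.64 FPKM in F. Afp and Elf5 were too low to be tested. The 7 pluripotency genes had medians of 126.0 and 199.8 FPKM, with Pou5f1 the highest at 587.6 ± 26 FPKM and 589.1 ± 8.5 FPKM. The lowest of them, Tbx3, stood at 6.96 ± 0.37 FPKM in −F, below Gbx2, Otx2 and Tead4, and at 26.9 ± 0.53 FPKM in F, above every lineage marker. These are the authors' FPKMs as deposited, without a filter or a test, so that no processing choice made here enters them. The paper reads these low FPKMs against those of the pluripotency genes.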

Representative lineage marker genes expressed at quite low levels overall (based on low FPKMs) in ESCs cultured with or without feeders, compared with those of pluripotency genes. Endoderm marker genes *Gata4* and *Gata6* were increased in ESCs with feeders, while *Hand1* in mesoderm and also in trophectoderm lineage and *Otx2* in the ectoderm upregulated in ESCs without feeders (Fig. 4b).

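By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Gata6 and Gata4 were higher and Hand1 and Otx2 lower with feeders. Gata6 (Entrez ID 14465), on chromosome 18 from 11052064 to 11085635, was at 1.91 ± 0.11 FPKM with feeders and 0.6 ± 0.14 FPKM without, a log2 fold change of 1.68 (standard error 0.19, adjusted p = 2.8e-07). For Gata4 (Entrez ID 14463), on chromosome 14 from 63198922 to 63271692, the means were 1.71 ± 0.57 FPKM without and 3.24 ± 0.30 FPKM with feeders, giving a log2 fold change of 0.94 (standard error 0.15, adjusted p = 3.9e-05). The level of Hand1 (Entrez ID 15110), on chromosome 11 from 57828705 to 57832818, went from 5.62 ± 0.64 FPKM without feeders to 3.13 ± 0.16 FPKM with feeders (log2 fold change −0.82, standard error 0.14, adjusted p = 6.2e-05). Otx2 (Entrez ID 18424) lies on chromosome 14 from 48657677 to 48673819 and was measured at 5.73 ± 0.18 FPKM with feeders against 12.9 ± 0.60 FPKM without (log2 fold change −1.14, standard error 0.081, adjusted p = 2.2e-10). Gata6 and Otx2 passed a 2-fold change, while Gata4 and Hand1 did not. Gata4 differed widely between the −F replicates, and with each sample left out in turn its log2 fold change ran from 0.64 to 1.32. On log2(FPKM + 1) with limma, the alternative with the largest effect, Gata6 came to 0.86, since adding 1 shrinks the change of a gene near 1 FPKM. Of the other lineage markers tested, the endoderm marker Sox17 had 1.02 (standard error 0.40, adjusted p = 0.0496). Sox1 among the ectoderm markers and Tead4 among the trophoblast markers were higher with feeders, by 0.46 (standard error 0.14, adjusted p = 0.015) and 0.37 (standard error 0.085, adjusted p = 0.0015). Mixl1 had −1.39 (standard error 0.57, adjusted p = 0.058), and Eomes, T, Gbx2, Fgf5, Gata3 and Cdx2 did not differ by the test. The paper names Gata4 and Gata6 as increased with feeders, and Hand1 and Otx2 as upregulated without.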

**Fig. 4:**
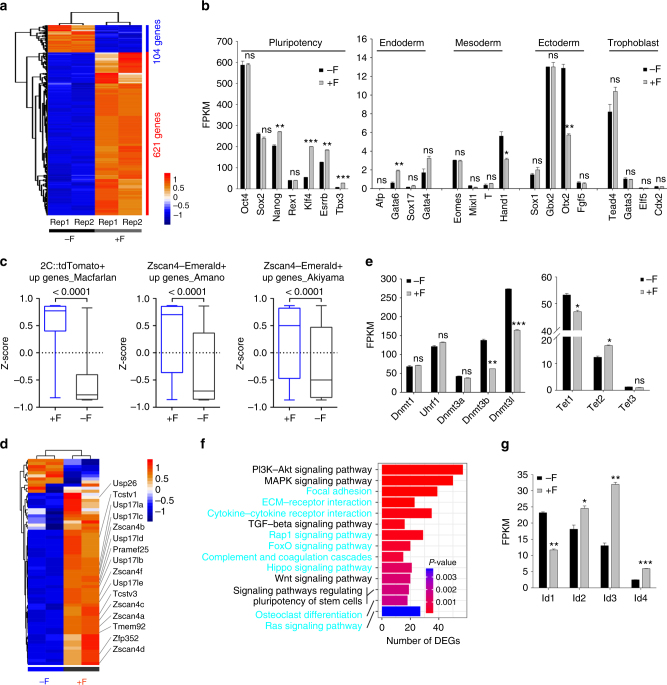
Transcriptome and signal pathways by RNA-seq analysis. **a** Heatmap illustrating differentially expressed genes (DEGs) between N33 ESCs cultured without (−F) and with feeders (+F). Two biological replicates were analyzed per group. Genes with ≥2-fold expression changes, *P*adj < 0.05 were chosen for heatmap. **b** Expression levels (FPKMs) of pluripotency and lineage marker genes in −F and +F ESCs. **c** *Z*-scores of several gene lists: upregulated genes in 2C::tdTomato^+^ ESCs from Macfarlan et al.^10^, Zscan4-Emerald + ESCs from Amano et al.^31^, or in Zscan4-Emerald + ESCs from Akiyama et al.^32^. **d** Heatmap shows expression of representative 2C genes in −F and +F ESCs. **e** Expression levels (FPKMs) of multiple genes involved in DNA (de)methylation. **f** The enriched KEGG pathways of DEGs between −F and +F ESCs. **g** Expression levels (FPKMs) of BMP-Smad targeting Id genes. *P < 0.05, **P < 0.01, ***P < 0.001, ns not significant (*P* > 0.05). Student’s *t*-test

We took advantages of previously reported lists of up-regulated genes in two-cell (2C)-like Zscan4^+^ ESCs compared to Zscan4^−^ ESCs to evaluate expression of 2C genes in ESCs cultured with or without feeders^10,31,32^. Consistently, ESCs cultured on feeders showed significantly higher Z-scores than those without feeders in three independent gene lists (Fig. 4c). 

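The 3 gene lists come from other studies and are not in the files analysed here, so the 16 2C genes shown in Fig. 4d were scored in their place. For each gene, log2(FPKM + 1) was turned into a Z-score over the 4 samples, and the scores were averaged over the 16 genes in each sample. The mean Z-score was 0.85 ± 0.017 (SD, n = 2) with feeders and −0.85 ± 0.040 (SD, n = 2) without. Both F samples scored above both −F samples. A Z-score over 4 samples split 2 against 2 has a ceiling, so the gap gives the direction of the difference and not its size. The paper shows these 16 genes as enriched with feeders, so they are not an independent test of its lists. With 2 samples against 2 no exact permutation test can give a p under 0.3333, and none was run. Summing the Zscan4, Usp17l and Tcstv families to 1 value each changed the F mean most, to 0.8402. The paper reports significantly higher Z-scores with feeders in each of its 3 gene lists.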

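Of the 16 2C genes in Fig. 4d, all were higher with feeders and 15 passed a 2-fold change at an adjusted p under 0.05, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their log2 fold changes had a median of 4.29 and ran from 0.34 to 7.28. Zscan4f (Entrez ID 665902), on chromosome 7 from 11397915 to 11402318, was at 13.4 ± 0.78 FPKM with feeders and 0.54 ± 0.014 FPKM without, a log2 fold change of 4.66 (standard error 0.14, adjusted p = 1.7e-16). The level of Tcstv1 (Entrez ID 54382), on chromosome 13 from 119893388 to 119894785, went from 0.14 ± 0.071 FPKM without feeders to 1.28 ± 0.16 FPKM with feeders (log2 fold change 3.10, standard error 0.51, adjusted p = 5.0e-05). Tcstv3 (Entrez ID 236219) lies on chromosome 13 from 120316878 to 120318178 and was measured at 1.69 ± 0.27 FPKM with feeders against 0.085 ± 0.035 FPKM without (log2 fold change 4.21, standard error 0.54, adjusted p = 2.6e-06). For Usp17le (Entrez ID 625530), on chromosome 7 from 104768049 to 104777470, the means were 0.07 ± 0.057 FPKM without and 2.10 ± 0.15 FPKM with feeders, giving a log2 fold change of 4.96 (standard error 0.37, adjusted p = 1.1e-09). Pramef25 (Entrez ID 329984), on chromosome 4 from 143948580 to 143951016, was at 2.00 ± 0.021 FPKM with feeders and 0.08 ± 0 FPKM without, a log2 fold change of 4.79 (standard error 0.34, adjusted p = 4.3e-10). The level of Tmem92 (Entrez ID 544806), on chromosome 11 from 94777217 to 94782703, went from 0.085 ± 0.021 FPKM without feeders to 1.66 ± 0.11 FPKM with feeders (log2 fold change 4.38, standard error 0.32, adjusted p = 6.8e-10). Usp26, the gene under 2-fold, had 0.34 (standard error 0.13, adjusted p = 0.042). Usp17ld and Zfp352 had no counts without feeders, so their fold changes, 7.28 and 6.46, depend on the small count edgeR adds. Members of the Zscan4, Usp17l and Tcstv families are near-identical and can share reads of 50 bases, so RSEM's division of reads among them is uncertain. Limma on log2(FPKM + 1) moved the values most, with Usp17ld at 0.66, because many of the genes lie near or below 1 FPKM. The paper describes these genes as enriched in ESCs on feeders.

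**Figure D2:**
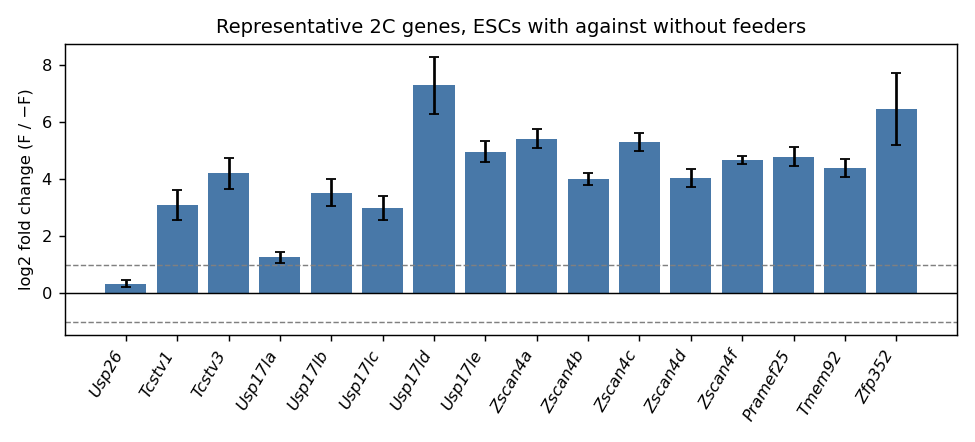
Log2 fold change of the 16 representative 2C genes in ESCs with feeders (F) against ESCs without feeders (−F), from 2 replicates per group. Bars are edgeR estimates, error bars their standard errors, and dashed lines mark a 2-fold change either way. All bars but that of Usp26, at 0.34, exceed the upper line, and the widest error bars belong to Usp17ld and Zfp352.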

Representative 2C genes, e.g., *Zscan4*, *Tcstv1/3*, *Usp17l*, *Pramef25*, *Tmem92*, were enriched in ESCs cultured with feeders (Fig. 4d). 

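Counts of near-identical 2C genes were also summed, since the sum does not depend on how RSEM divided shared reads among the members. The 5 Zscan4 genes (Zscan4a, b, c, d and f), all on chromosome 7, had 1154 and 1208 expected counts in the F replicates and 55 and 44 in the −F replicates. This is a log2 fold change of 4.60 (standard error 0.10, adjusted p = 2.7e-19) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 5 Usp17l genes had 276.3 and 267.6 counts with feeders and 56.3 and 49.7 without, with 2.38 (standard error 0.13, adjusted p = 4.1e-12) in the same test. For Tcstv1 and Tcstv3 the sums were 50.1 and 53.4 against 4.5 and 3.5, with 3.86 (standard error 0.38, adjusted p = 4.4e-08). In each family the lowest F replicate was far above the highest −F replicate. The largest shift among the alternatives was that of the Tcstv family, to 1.7 under limma on log2(FPKM + 1). Together with the Z-scores, the paper takes the rise of these genes as evidence of an activated Zscan4+/2C-like state in ESCs with feeders.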

These data together indicate notably activated *Zscan4*^+^/2C-like state in ESCs with feeders. 

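Dnmt3b (Entrez ID 13436), on chromosome 2 from 153649450 to 153687730, was at 62.3 ± 0.13 FPKM with feeders and 137.5 ± 4.0 FPKM without, a log2 fold change of −1.12 (standard error 0.040, adjusted p = 1.5e-15). The level of Dnmt3l (Entrez ID 54427), on chromosome 10 from 78041947 to 78063622, went from 273.2 ± 1.2 FPKM without feeders to 164.0 ± 2.7 FPKM with feeders (log2 fold change −0.71, standard error 0.039, adjusted p = 3.6e-12). Both adjusted p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Dnmt3b fell past a 2-fold change and Dnmt3l fell by less, each by far more than its replicates differed. For Dnmt3a (Entrez ID 13435), on chromosome 12 from 3806007 to 3914443, the means were 37.5 ± 1.3 FPKM without and 42.3 ± 1.2 FPKM with feeders, giving a log2 fold change of 0.20 (standard error 0.041, adjusted p = 6.5e-04). For the maintenance genes, Dnmt1 had 0.095 (standard error 0.046, adjusted p = 0.10) and Uhrf1 0.15 (standard error 0.043, adjusted p = 0.0071). With each sample left out in turn, the log2 fold change ran from −1.16 to −1.10 for Dnmt3b and from −0.73 to −0.70 for Dnmt3l. Dnmt1 moved most among the alternatives, to 0.031 without −F replicate 1. On these values the paper places Dnmt3b and Dnmt3l among the genes downregulated with feeders.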

Genes involved in de novo DNA methylation, *Dnmt3b* and *Dnmt3l*, were downregulated in ESCs with feeders (Fig. 4e). 

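For Tet1 (Entrez ID 52463), on chromosome 10 from 62804570 to 62908996, the means were 53.2 ± 0.81 FPKM without and 47.0 ± 0.76 FPKM with feeders, giving a log2 fold change of −0.16 (standard error 0.046, adjusted p = 0.0089). The level of Tet2 (Entrez ID 214133), on chromosome 3 from 133463679 to 133545139, went from 12.4 ± 0.59 FPKM without feeders to 16.7 ± 0.30 FPKM with feeders (log2 fold change 0.46, standard error 0.049, adjusted p = 1.6e-07). Tet3 (Entrez ID 194388), on chromosome 6 from 83362373 to 83459084, was at 1.00 ± 0.11 FPKM with feeders and 1.26 ± 0.071 FPKM without, a log2 fold change of −0.31 (standard error 0.098, adjusted p = 0.016). The adjusted p-values, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, place the fall of Tet1 and the rise of Tet2 beyond the fitted spread, though neither reached a 2-fold change. The values of Tet3, low in both groups, depended most on the setting, with −0.18 on log2(FPKM + 1) in limma, where the gene no longer passed the test. Of the average levels of Tet1 and Tet2, the paper says that they seemed not to differ between the cultures.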

Expression levels of *Tets* varied but the average levels of *Tet1* and *Tet2* seemed not to differ between ESCs cultured with and without feeders (Fig. 4e).

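KEGG is not in the files analysed here. Genes of families that the paper names, or that stand for its matrix, adhesion and cytokine terms, were therefore counted instead, with no enrichment test. Past a 2-fold change at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 18 of 36 collagens tested were higher with feeders, and none was lower. The same held for 2 of 10 laminins, 3 of 23 genes with integrin symbols, 7 of 15 growth factors and 5 of 24 interleukin receptors, again with none lower. The list of integrin symbols also holds integrin-binding genes such as Itgb1bp1. In other families, 2 of 12 Wnts rose and 2 fell, 3 of 14 FGFs rose and 1 fell, and 2 of 4 Notch ligands rose and none fell. Of 16 BMP, BMP receptor and Smad genes, 1 rose and 1 fell. Over all 15287 genes tested, 5.59% rose and 1.65% fell past the threshold. The number of genes behind these shares depends on the filter, and 306 genes rose when at least 10 counts were required in every sample. RNA of feeder cells may have stayed in the F samples, where 19 of 20 fibroblast markers of a fixed list were higher past the same threshold. Rises in these families, here and in the values given below, therefore cannot be assigned to the ESCs alone. The paper names the pathways from its own test of its differentially expressed genes against KEGG.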

Differentially expressed genes (DEGs) were enriched in pathways including LIF-Stat3, PI3K-Akt, MAPK, TGF-beta, Notch and Wnt signaling (Fig. 4f). 

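For genes of the extracellular matrix, 18 of 36 collagens passed a 2-fold rise with feeders by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Col15a1 (Entrez ID 12819), on chromosome 4 from 47208161 to 47313167, was at 0.87 ± 0.042 FPKM with feeders and 0 FPKM in both replicates without, a log2 fold change of 9.57 (standard error 0.65, adjusted p = 2.2e-10). The level of Col6a3 (Entrez ID 12835), on chromosome 1 from 90765923 to 90843971, went from 0.02 ± 0.014 FPKM without feeders to 4.87 ± 0.18 FPKM with feeders (log2 fold change 7.86, standard error 0.17, adjusted p = 2.3e-19). Col3a1 (Entrez ID 12825) lies on chromosome 1 from 45311538 to 45349706 and was measured at 13.7 ± 0.64 FPKM with feeders against 0.075 ± 0.035 FPKM without (log2 fold change 7.53, standard error 0.14, adjusted p = 1.2e-20). Col5a2 and Col12a1 followed with log2 fold changes of 6.50 and 6.15. Among laminins, Lama2 rose by 3.54 and Lama4 by 3.28 on the log2 scale, and the rest stayed within 2-fold. For Itga11 (Entrez ID 319480), on chromosome 9 from 62677826 to 62783982, the means were 0.125 ± 0.035 FPKM without and 1.64 ± 0.25 FPKM with feeders, giving a log2 fold change of 3.69 (standard error 0.22, adjusted p = 1.6e-11). The integrins Itga8 and Itga1 rose by 1.68 and 1.02. The level of Cxcl1 (Entrez ID 14825), on chromosome 5 from 90891241 to 90893115, went from 0 FPKM in both replicates without feeders to 2.23 ± 0.49 FPKM with feeders (log2 fold change 8.42, standard error 0.88, adjusted p = 2.8e-07). The chemokines Ccl2 and Ccl7 rose by 8.28 and 7.75, with no counts in either −F replicate, and Ccl28 changed by −1.23 (adjusted p = 0.0089). Col15a1 moved most between settings, to 0.90 in limma on log2(FPKM + 1), since it had no counts in −F and less than 1 FPKM in F. Col3a1 and Col5a2 are also on the fixed list of fibroblast markers, so RNA of feeder cells is a candidate source of these rises. The paper proposes from such upregulated genes that interactions between cells are more active with feeders.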

A number of genes associated with focal adhesion, ECM–receptor interaction and cytokine–cytokine receptor interaction were upregulated in ESCs with feeders, suggesting more active intercellular interactions. Some cytokines (e.g., ILs and IFNs) and receptors (e.g., ILRs) involved in LIF pathway were up-regulated in feeder + ESCs compared with feeder-free ESCs, while most of LIF targeting genes were unchanged (Supplementary Fig. 4a). 

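Of 23 interleukin genes in the files, 9 had counts enough for edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1 passed a 2-fold rise with feeders. Il6 (Entrez ID 16193), on chromosome 5 from 30013114 to 30019981, was at 1.21 ± 0.47 FPKM with feeders and 0 FPKM in both replicates without, a log2 fold change of 7.78 (standard error 0.98, adjusted p = 3.1e-06). Of 24 interleukin receptor genes tested, 5 rose past 2-fold and none fell. Il1r1 (Entrez ID 16177) lies on chromosome 1 from 40225080 to 40317257 and was measured at 0.735 ± 0.021 FPKM with feeders against 0.105 ± 0.035 FPKM without (log2 fold change 2.8, standard error 0.27, adjusted p = 3.8e-08). The level of Il4ra (Entrez ID 16190), on chromosome 7 from 125552120 to 125579474, went from 0.48 ± 0.028 FPKM without feeders to 2.29 ± 0.021 FPKM with feeders (log2 fold change 2.27, standard error 0.15, adjusted p = 4.6e-11). Il1rl2, Il1rl1 and Il20rb rose by 2.59, 2.31 and 1.17 on the log2 scale. The 5 interferon genes in the files had too few counts to be tested, so that a change in them was not detectable at this depth. Under limma on log2(FPKM + 1), the setting that changed these values most, Il6 stood at 1.12. The LIF target genes of Supplementary Fig. 4a are not listed in the files analysed here and were not scored. The paper reads the raised cytokines and receptors beside the unchanged LIF targets of that figure.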

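Of 15 growth factor genes tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 rose past 2-fold with feeders and none fell. Hgf (Entrez ID 15234), on chromosome 5 from 16553495 to 16620152, was at 0.235 ± 0.0071 FPKM with feeders and 0 FPKM in both replicates without, a log2 fold change of 6.70 (standard error 1.2, adjusted p = 1.5e-04). Csf1 (Entrez ID 12977) lies on chromosome 3 from 107741048 to 107760469 and was measured at 8.07 ± 0.20 FPKM with feeders against 2.24 ± 0.18 FPKM without (log2 fold change 1.94, standard error 0.081, adjusted p = 2.8e-14). Igf1 rose by 1.95 and Pdgfd by 1.42 on the log2 scale. Hgf had no counts in either −F replicate, and the size of its change depends on the small count edgeR adds. Of 16 receptor genes, 4 rose past 2-fold and 1 fell. For Pdgfrb (Entrez ID 18596), on chromosome 18 from 61045150 to 61085061, the means were 0.175 ± 0.0071 FPKM without and 1.80 ± 0.021 FPKM with feeders, giving a log2 fold change of 3.38 (standard error 0.17, adjusted p = 1.2e-12). Pdgfra (Entrez ID 18595), on chromosome 5 from 75152292 to 75198215, was at 1.30 ± 0.11 FPKM with feeders and 0.23 ± 0.028 FPKM without, a log2 fold change of 2.53 (standard error 0.18, adjusted p = 2.0e-10). Kdr and Flt1 rose by 1.24 and 1.11, and Csf1r changed by −1.24 (adjusted p = 0.0083). Pdgfrb was at 1.25 under limma on log2(FPKM + 1), the largest move among these genes. It is also a listed fibroblast marker, so RNA of feeder cells is a candidate source of its rise. From these and the matrix genes, the paper describes factors and receptors upstream of PI3K-Akt as activated with feeders.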

Cytokines, ECMs, some growth factors and their corresponding receptors upstream PI3K-Akt were activated in ESCs with feeders (Supplementary Fig. 4b). 

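Of 12 Wnt genes tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 rose and 2 fell past 2-fold with feeders. Wnt5a (Entrez ID 22418), on chromosome 14 from 28504750 to 28527448, was at 1.80 ± 0.13 FPKM with feeders and 0.535 ± 0.035 FPKM without, a log2 fold change of 1.83 (standard error 0.17, adjusted p = 1.4e-08). The level of Wnt8a (Entrez ID 20890), on chromosome 18 from 34542313 to 34548273, went from 0.37 ± 0.11 FPKM without feeders to 1.10 ± 0.13 FPKM with feeders (log2 fold change 1.58, standard error 0.36, adjusted p = 0.0012). Wnt7a (Entrez ID 22421) lies on chromosome 6 from 91363981 to 91411363 and was measured at 0.11 ± 0 FPKM with feeders against 0.435 ± 0.078 FPKM without (log2 fold change −1.98, standard error 0.42, adjusted p = 7.1e-04). Wnt3 changed in the direction of Wnt7a, by −1.17 (standard error 0.31, adjusted p = 0.0051). For Serpinf1 (PEDF, Entrez ID 20317), on chromosome 11 from 75409769 to 75422701, the means were 4.20 ± 0.16 FPKM without and 18.0 ± 0.62 FPKM with feeders, giving a log2 fold change of 2.12 (standard error 0.088, adjusted p = 2.4e-14). The level of Dkk2 (Entrez ID 56811), on chromosome 3 from 132085292 to 132180304, went from 0.075 ± 0.035 FPKM without feeders to 1.10 ± 0.13 FPKM with feeders (log2 fold change 3.92, standard error 0.30, adjusted p = 1.7e-09). Dkk3 and Dkk1 rose by 1.20 and 1.10 (adjusted p = 3.9e-08 and 0.034). Of these genes Dkk2 responded most to the processing, with 0.96 under limma on log2(FPKM + 1). The paper groups activating and inactivating factors of the Wnt pathway as raised together with feeders.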

In Wnt pathway, both activating factors (e.g., Wnts) and inactivating ones (e.g., PEDF and Dkk) were upregulated in feeder + ESCs compared with feeder-free ESCs (Supplementary Fig. 4c). 

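Of 4 Notch ligand genes tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 rose past 2-fold with feeders. Dll1 (Entrez ID 13388), on chromosome 17 from 15367354 to 15376872, was at 9.09 ± 0.23 FPKM with feeders and 1.30 ± 0.12 FPKM without, a log2 fold change of 2.83 (standard error 0.099, adjusted p = 1.1e-15), and it encodes a Delta ligand. The level of Jag1 (Entrez ID 16449), on chromosome 2 from 137081456 to 137116644, went from 2.50 ± 0.064 FPKM without feeders to 7.55 ± 0.16 FPKM with feeders (log2 fold change 1.62, standard error 0.076, adjusted p = 2.1e-13), and it encodes a homologue of Serrate. The other two were lower with feeders at an adjusted p under 0.05, and the lowest log2 fold change among the ligands was −0.81. Of the 4 Notch receptor genes, 3 were higher and 1 lower at an adjusted p under 0.05, with log2 fold changes from −0.38 to 0.999, all within 2-fold. With limma on log2(FPKM + 1), the alternative that moved the ligands most, Dll1 came to 2.14. By qPCR the paper found Jag1 to be the main Notch ligand of feeders, so feeder RNA is a candidate source of its rise. The paper reports higher levels of some ligands and receptors with feeders.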

Some ligands (Delta, initiating Notch; Serrate, inhibiting Notch) and receptors were expressed at higher levels in feeder + ESCs than in feeder-free ESCS. Notch targeting genes, *Hes1* and *Hes5* were upregulated in feeder + ESCs (Supplementary Fig. 4d). 

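Hes1 (Entrez ID 15205), on chromosome 16 from 30064384 to 30067796, was at 31.9 ± 0.52 FPKM with feeders and 12.3 ± 0.30 FPKM without, a log2 fold change of 1.40 (standard error 0.067, adjusted p = 3.4e-13). The adjusted p comes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Hes5 (Entrez ID 15208), on chromosome 4 from 154960923 to 154962371, was at 0.385 ± 0.11 FPKM with feeders and 0.29 ± 0.085 FPKM without, too few counts to be tested, and its means differed by about the spread between replicates. Hes1 kept 1.31 under limma on log2(FPKM + 1), its largest move under any setting. The paper lists both genes as Notch targets upregulated with feeders.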

In Mek-Erk pathway, growth factors (e.g., EGFs and FGFs) and Ras were upregulated, but several Dual Specificity Phosphatases (DUSP1, DUSP9, DUSP10) or MKPs that dephosphorylate and inactivate ERKs^33^, also were upregulated in ESCs with feeders (Supplementary Fig. 4e). p-Erk1/2 level elevated in ESCs cultured with feeders relative to those without feeders, and comparatively was lower than that of MEFs (Supplementary Fig. 4f). 

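Of 4 EGF family genes and 14 FGF genes tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 EGF family gene and 3 FGF genes rose past 2-fold with feeders, and 1 FGF gene fell. Ereg (Entrez ID 13874), on chromosome 5 from 91074622 to 91093646, was at 0.575 ± 0.16 FPKM with feeders and 0 FPKM in both replicates without, a log2 fold change of 8.60 (standard error 0.82, adjusted p = 7.4e-08). The level of Fgf7 (Entrez ID 14178), on chromosome 2 from 126034658 to 126091185, went from 0.02 ± 0.028 FPKM without feeders to 0.485 ± 0.021 FPKM with feeders (log2 fold change 4.59, standard error 0.68, adjusted p = 1.2e-05). Fgf1 and Fgf10 rose by 1.71 and 1.48 on the log2 scale, and Fgf13 changed by −1.04 (adjusted p = 9.8e-05). Of 6 Ras genes, 1 was higher and 2 were lower with feeders at an adjusted p under 0.05. Mras (Entrez ID 17532) lies on chromosome 9 from 99385420 to 99437381 and was measured at 3.32 ± 0.13 FPKM with feeders against 1.32 ± 0.064 FPKM without (log2 fold change 1.36, standard error 0.10, adjusted p = 7.5e-10). For Dusp1 (Entrez ID 19252), on chromosome 17 from 26505590 to 26562128, the means were 42.1 ± 1.7 FPKM without and 108.9 ± 3.7 FPKM with feeders, giving a log2 fold change of 1.39 (standard error 0.047, adjusted p = 4.5e-16). The level of Dusp10 (Entrez ID 63953), on chromosome 1 from 184013302 to 184075636, went from 0.665 ± 0.049 FPKM without feeders to 2.05 ± 0.099 FPKM with feeders (log2 fold change 1.65, standard error 0.18, adjusted p = 2.3e-07). Dusp9 (Entrez ID 75590), on chromosome X from 73639419 to 73643514, was at 82.0 ± 2.9 FPKM with feeders and 87.7 ± 0.37 FPKM without, a log2 fold change of −0.074 (standard error 0.050, adjusted p = 0.26). Dusp9 thus did not differ between the groups in this test. Of 21 Dusp genes in all, 6 rose past 2-fold and none fell. The choice of setting changed Fgf7 most, to 0.54 under limma on log2(FPKM + 1), since its mean stayed under 1 FPKM. With each sample left out in turn, Fgf7 ran from 3.67 to 7.72. The paper sets the raised growth factors and Ras against the raised phosphatases that inactivate ERKs, and turns to p-Erk1/2 protein, which the files do not cover.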

Appropriate levels of p-Erk coincided with the high proliferation of ESCs cultured on the feeders. 

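By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Id2, Id3 and Id4 were higher and Id1 lower with feeders. Id2 (Entrez ID 15902), on chromosome 12 from 25093799 to 25097140, was at 24.5 ± 1.1 FPKM with feeders and 18.1 ± 1.8 FPKM without, a log2 fold change of 0.46 (standard error 0.075, adjusted p = 3.9e-05). The level of Id3 (Entrez ID 15903), on chromosome 4 from 136143497 to 136145755, went from 13.0 ± 1.2 FPKM without feeders to 32.0 ± 0.86 FPKM with feeders (log2 fold change 1.32, standard error 0.084, adjusted p = 3.5e-11). Id4 (Entrez ID 15904) lies on chromosome 13 from 48261228 to 48266026 and was measured at 5.93 ± 0.099 FPKM with feeders against 2.51 ± 0.021 FPKM without (log2 fold change 1.27, standard error 0.12, adjusted p = 4.3e-08). For Id1 (Entrez ID 15901), on chromosome 2 from 152736251 to 152737410, the means were 23.2 ± 0.37 FPKM without and 11.7 ± 0.42 FPKM with feeders, giving a log2 fold change of −0.96 (standard error 0.095, adjusted p = 4.9e-08). Id3 and Id4 passed a 2-fold change. Bmp4 (Entrez ID 12159), on chromosome 14 from 46383520 to 46390669, was at 7.87 ± 0.25 FPKM with feeders and 10.1 ± 1.1 FPKM without, a log2 fold change of −0.33 (standard error 0.093, adjusted p = 0.0074). With each sample left out in turn, the change of Bmp4 ran from −0.43 to −0.23. Of 16 BMP, BMP receptor and Smad genes tested, 2 were higher and 6 lower at an adjusted p under 0.05. Past 2-fold, Bmp2 rose by 1.25 (adjusted p = 0.038) and Bmp8b changed by −1.28 (adjusted p = 3.0e-06). Bmp8b varied most with the processing and stood at −0.83 under limma on log2(FPKM + 1). From a rise of the BMP4-Smad pathway and of its targets Id2, Id3 and Id4, the paper proposes that BMP-Smad signaling is more active with feeders.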

Interestingly, BMP4-Smad pathway and known BMP-Smad targeting genes, *Id2*, *Id3*, *Id4*, were upregulated in ESCs with feeders (Fig. 4g; Supplementary Fig. 4g), suggesting that the activity of BMP-Smad pathway was higher in ESCs cultured with than without feeders.

### BMP4 and Fstl1 secreted by feeders increase *Zscan4*

Furthermore, we attempted to understand signal transduction potentially involving *Zscan4* activation regulated by the feeders at post-transcriptional or translational levels. *Zscan4* was increased in trans-well assay or in ESCs cultured in feeder-conditioned medium (Supplementary Fig. 5a–d), implying that secretory factors may partly activate *Zscan4*. Feeders contribute to ESC self-renewal by secretion of LIF^34^. Under feeder-free culture conditions, increasing concentration of mouse LIF from 1000 U/ml (1×), 2000 U/ml (2×) to even 3000 U/ml (3×) failed to increase *Zscan4* expression in ESCs (Supplementary Fig. 5e). PI3K-Akt and Wnt-catenin pathways also were analyzed. Expression levels of both *Nanog* and *Zscan4* were notably decreased after inhibition of PI3K-Akt pathway in ESCs cultured on feeders (Supplementary Fig. 5f), consistent with the finding on role of PI3K-Akt in regulating *Zscan4* expression^35^. Yet, the active forms of Akt, phosphorylated Akt at Thr308 and Ser473, were downregulated in ESCs cultured on feeders (Supplementary Fig. 5g, h). Although expression of Wnt targeting genes, *Cdx1* and *Axin2*, was slightly increased in ESCs with feeders, both global and nuclear levels of β-catenin protein levels did not differ between −F and +F ESCs (Supplementary Fig. 5i–k). GSK3β inhibitor (CHIR99021, CHIR) that stabilizes β-catenin and enhances Wnt signaling^23^, slightly reduced *Zscan4* expression (Supplementary Fig. 5l). These results suggest that feeders activate *Zscan4* unlikely through LIF, PI3K-Akt, or Wnt-catenin pathways.

*Jagged1* in Notch signaling was the predominant ligand expressed by feeders and *Notch4* highly expressed in ESCs (Supplementary Fig. 6a, b). However, Jagged1-activation peptide did not alter expression of *Zscan4* in two ESC lines cultured without feeders (Supplementary Fig. 6c). Moreover, knockdown of *Notch4* upregulated *Zscan4* in most clones (Supplementary Fig. 6d–f), suggesting that Notch signaling may negatively regulate *Zscan4*^*+*^ state.

BMP4, which acts in combination with LIF to sustain self-renewal of ESCs^36^, was produced by both ESCs and feeders (Fig. 5a). Follistatin (Fst) and Follistatin-like 1 (Fstl1) are important components involved in BMP-Smad pathways^37^. Surprisingly, their secretion patterns were complementary in ESCs and MEFs. ESCs secreted Fst at higher levels but Fstl1 at lower levels than did MEFs, whereas MEFs produced Fstl1 at remarkably higher levels and minimal Fst regardless of mitomycin C treatment (Fig. 5b). Overall expression levels of Fst and Fstl1 were consistent with their secreted quantity (Fig. 5c). Addition of BMP4 or Fstl1 enhanced Zscan4 protein levels to some extent, and their combinations resulted in cumulative effects in feeder-free cultures (Fig. 5d). On the contrary, BMP inhibitor LDN-193189^38^, inhibited phosphorylation of Smad1/5/8 at the concentrations of 20 and 100 nM, slightly reduced expression of Zscan4 24 h following treatment, but evidently reduced Zscan4 by 48 h particularly at 100 nM (Fig. 5e). Together, BMP4 and Fstl1 produced by feeders and activation of BMP-Smad pathway can be partly implicated in facilitating *Zscan4* expression in ESCs.

**Fig. 5:**
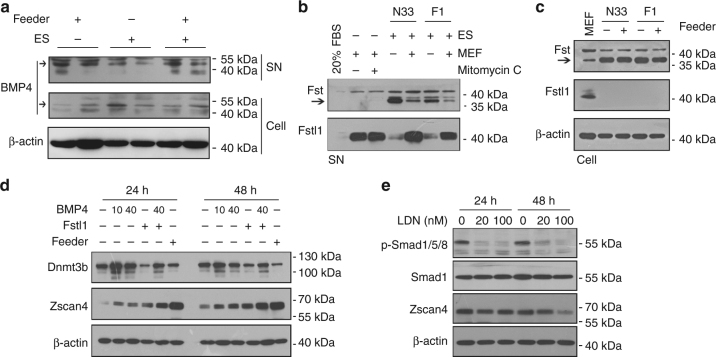
BMP4 and Fstl1 secreted by feeders increase *Zscan4* expression. **a** Western blot analysis of BMP4 in cell extracts (Cell) and in the medium (supernatant, SN) under indicated conditions. **b** Western blot analysis of secreted Fst and Fstl1 by MEF (with or without mitomycin C treatment), ESCs and ESCs + MEF. The band of Fst is indicated by arrow. **c** Western blot analysis of global protein levels of Fst and Fstl1 in MEFs and ESCs. **d** Western blot analysis of Zscan4 and Dnmt3b protein levels after treatment with BMP4 or/and Fstl1. BMP4, 10 ng/ml and 40 ng/ml as indicated; Fstl1, 100 ng/ml. **e** Western blot analysis of pSmad1/5/8 and Zscan4 protein level following treatment with BMP signaling inhibitor LDN-193189 for 24 and 48 h at the indicated concentrations. β-actin served as loading control

### Feeders reduce *Dnmt3b* in ESCs

Given the downregulation of genes involved in de novo DNA methylation in ESCs with feeders (Fig. 4a, e), we also tested whether DNA methylation can influence *Zscan4* expression. qPCR and western blot validated that expression levels of Dnmt3a and particularly Dnmt3b were noticeably decreased in ESCs cultured on feeders compared to those without feeders (Supplementary Fig. 7a–c). By ChIP-qPCR analysis, binding of Dnmt3b to *Zscan4* promoter and subtelomeres of chromosomes 7 and 13 was not significantly changed with or without feeders (Supplementary Fig. 7d). DNA methylation levels did not differ between ESCs cultured with and without feeders either, as analyzed by bisulfite sequencing using primers specific for subtelomeres of chromosomes 7 and 13 (Supplementary Fig. 7e). MeDIP (methylated DNA immunoprecipitation)-qPCR analysis confirmed that 5mC levels did not differ at subtelomeric sites and *Zscan4* promoter in ESCs cultured with and without feeders (Supplementary Fig. 7f). These data suggest that DNA methylation levels at subtelomeres or *Zscan4* promoter region may not regulate Zscan4 expression, despite that the feeders reduce *Dnmt3b*.

To test whether reduction of *Dnmt3b* could activate *Zscan4*, we depleted *Dnmt3b* in mouse ESCs by shRNA using two different sequences (KD-1 and KD-2). Dnmt3b was dramatically downregulated, and yet the mRNA and protein levels of Zscan4 varied and showed slight increase in some lines/clones after stable knockdown of *Dnmt3b* for 9 passages (Supplementary Fig. 7g–i), although short-term reduction of Dnmt3b can upregulate Zscan4 at various levels^39^. These data suggest that increased expression of *Zscan4* might not result from repression of *Dnmt3b* in ESCs cultured on feeders.

To determine whether Zscan4 could downregulate Dnmt3b, we sorted Zscan4^+^ and Zscan4^−^ cells by flow cytometry using a *Zscan4* promoter-EGFP ESC line^39^. As expected, Zscan4^*+*^ ES cells expressed Zscan4 mRNA and protein at high levels (~40-folds higher than those of Zscan4^−^ ES cells, Supplementary Fig. 7j, k). In contrast, Zscan4^+^ ESCs expressed Dnmt3b mRNA and protein at lower levels than did Zscan4^−^ ESCs (Supplementary Fig. 7j, k). Zscan4^*+*^ cells exhibited longer telomeres than did Zscan4^−^ cells (Supplementary Fig. 7l-n). Overexpression of *Zscan4* reduced Dnmt3b protein levels (Supplementary Fig. 7o), in agreement with the recent finding that Zscan4 activation of ESCs drastically reduces Dnmts and particularly Dnmt3b levels and results in transient genome-wide DNA demethylation^40^. Moreover, overexpression of *Zscan4* in ESCs culture without feeders noticeably elongated telomeres (Fig. 3f–h).

### 2i suppress *Zscan4* and SSEA1

Interestingly, ESCs cultured in 2i condition undergo global DNA hypomethylation, and particularly Dnmt3a/3b are suppressed by 2i^41,42^. We validated in our ESC lines cultured on feeders that Dnmt3a and Dnmt3b were indeed repressed after 2i treatment (Supplementary Fig. 8a–h). Moreover, 5mC immunofluorescence was decreased in 2i condition (Supplementary Fig. 8f). Without feeders, 2i also suppressed both Dnmt3a/3b and more evidently Dnmt3a (Supplementary Fig. 8i).

ESCs cultured under either feeder or 2i conditions formed nice tight ESC colonies (Fig. 6a). ESCs cultured in 2i medium without feeders expressed homogeneous Nanog, unlike heterogeneous expression of Nanog in ESCs cultured on feeders (Fig. 6b; Supplementary Fig. 8j, k). SSEA-1 is one of cell surface markers to characterize pluripotent mouse ESCs^43^. Surprisingly, expression of SSEA-1 was reduced in ESCs cultured under 2i condition (Fig. 6b; Supplementary Fig. 8j).

**Fig. 6:**
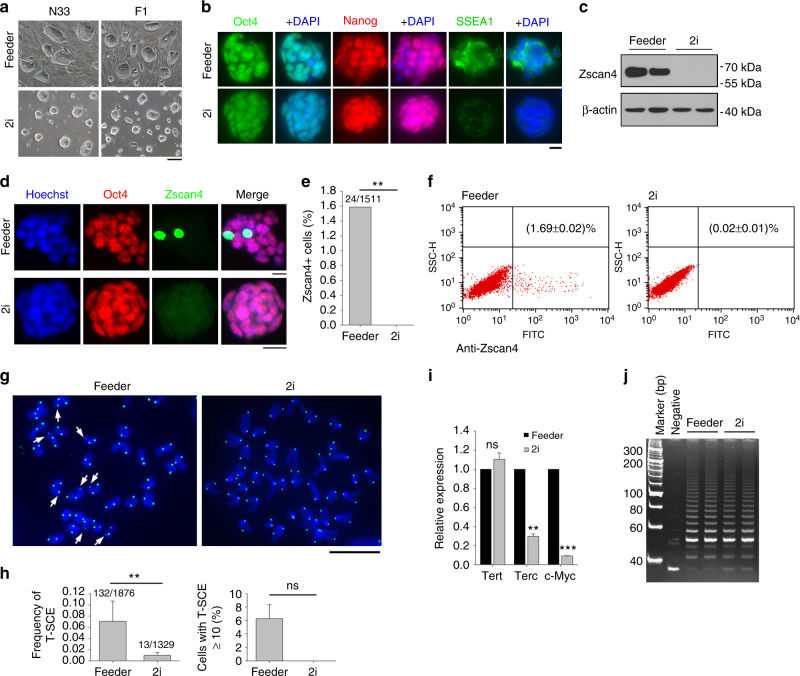
2i repress Zscan4 and SSEA1. **a** Morphology under bright field with phase-contrast optics of N33 and F1 ESCs cultured in serum + feeder + LIF (feeder) or N2B27 + 2i + LIF (2i) conditions. Scale bar, 100 μm. **b** Immunofluorescence of pluripotency-associated markers Oct4, Nanog and SSEA1 in N33 ESCs (five passages). Scale bar, 10 μm. **c** Zscan4 protein levels by western blot (three passages). **d** Immunofluorescence showing co-staining of Oct4 and Zscan4 in N33 ESCs. Scale bar, 10 μm. **e** Percentage of Zscan4^+^ cells in ~1500 ESCs counted. **f** Flow cytometry quadrantal diagram indicating proportion of Zscan4^+^ cells in a ESC population. **g** Representative CO-FISH images showing T-SCE (indicated by white arrows) in feeder- and 2i- ESCs. Scale bar, 10 μm. **h** Frequency of T-SCE (total T-SCE/total chromosomes) and percentage of ESCs with T-SCE foci ≥ 10. **i** Expression of telomerase-related genes *Tert*, *Terc*, and *c-Myc* in feeder- and 2i- ESCs. **j** Telomerase activity measured by TRAP assay. Lysis buffer served as negative control. **P < 0.01, ***P < 0.001, ns not significant (*P* > 0.05). Student’s *t*-test for **i**, and *χ*^2^ test for **e** and **h**

Unlike those of ESCs cultures on feeders, Zscan4 protein levels and proportion of Zscan4^+^ cells were minimal in ESCs cultured under 2i condition without feeders as determined by qPCR (Supplementary Fig. 9a-c), Western blot (Fig. 6c and Supplementary Fig. 9d), fluorescence microscopy (Fig. 6d, e; Supplementary Fig. 8l), and flow cytometry (Fig. 6f and Supplementary Fig. 9e–g). Previous RNA-seq analysis showed that *Zscan4* was not found in 160 genes specifically expressed in ESCs culture under 2i condition (FPKM > 0.5), but in 461 genes expressed only in serum culture^25^. Thus, *Zscan4* is suppressed in ESCs cultured under 2i condition without feeders. However, ESCs cultured on feeders exhibited variable expression levels of Zscan4 after addition of 2i (Supplementary Fig. 8g, h; Supplementary Fig. 9a).

Frequency of T-SCE was reduced in ESCs cultured in 2i medium (Fig. 6g, h). Particularly, ESCs with high T-SCE rate (T-SCE ≥ 10 foci/cell) were exclusively found under feeder culture, in contrast to 2i condition (Fig. 6g, h). Relative expressions levels of *Terc* and *c-Myc* decreased in 2i condition (Fig. 6i), and yet telomerase activity did not differ between ESCs cultured under 2i and feeder conditions (Fig. 6j). Perhaps the template *Terc* levels are sufficient for telomerase activity.

RNA-seq analysis revealed differential global transcription profile of ESCs cultured under three conditions, LIF + serum + feeder (F), LIF + serum + feeder + 2i (F2i) and LIF + N2B27 + 2i (NB2i) (Fig. 7a, *P*adj < 0.05, fold change ≥ 2). 

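The F samples are those grown on feeders in LIF and serum, and F2i and NB2i add 2 replicates each of N33 ESCs. The term 2i stands for the inhibitors CHIR99021, against GSK3, and PD0325901, against MEK. F2i cells grew on feeders in LIF and serum with 2i, and NB2i cells without feeders or serum in N2B27 with LIF and 2i at 3 μM CHIR99021 and 1 μM PD0325901. NB2i thus differs from F2i in serum and medium as well as in feeders. Expected counts summed to 20129641 and 20367882 in F2i and to 20664488 and 20520105 in NB2i, beside 20260784 and 20549394 in F. Counts of the replicates differed by more than sampling noise, with a chi-square of 2.083 per degree of freedom in F2i and 1.837 in NB2i. The fit of all 8 samples to the rounded expected counts served here too, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 15287 genes. Past an adjusted p of 0.05 and a fold change of 2, 1535 genes were higher and 2683 lower in NB2i than in F. Between NB2i and F2i, 918 were higher and 2038 lower in NB2i. In F2i, 985 were higher and 1070 lower than in F. With the replicate number as a block, the counts in this order were 1528 and 2676, 917 and 2026, and 981 and 1063. Samples sharing a replicate number did not deviate together (mean r −0.0035). Leaving out each sample in turn gave 1459 to 1540 higher and 2530 to 2559 lower for NB2i against F. The largest moves came from limma on log2(FPKM + 1), with 783 higher and 1124 lower in NB2i than in F. Among genes of at least 1 FPKM in the higher group, the largest fall from F to NB2i was that of Postn (Entrez ID 50706), on chromosome 3 from 54361109 to 54391037, at 18.2 ± 0.95 FPKM in F and 0 FPKM in both replicates in NB2i, ahead of Zscan4f and Cav1. The largest rise was that of Pla2g4b, with 10.26, ahead of Cd3g with 9.03 and Atp6v1b1 with 8.36 on the log2 scale. The paper takes the pairwise comparisons as showing a different global transcription profile in each condition.

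**Figure D3:**
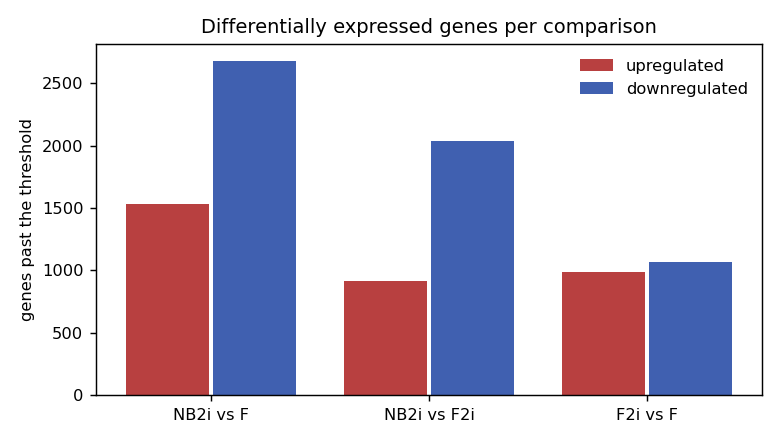
Number of genes past an adjusted p of 0.05 and a fold change of 2 in each comparison, of 15287 genes tested. For each pair the left bar counts genes higher and the right bar genes lower in the condition named first. The tallest bar is the 2683 genes lower in NB2i than in F, and the bars for F2i against F are of similar height.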

By Pearson’s correlation, F2i was more similar to F than to NB2i at the transcriptome level (Fig. 7b). 

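Pearson's r was computed across 19986 genes with an FPKM above 0 in at least 1 sample, on log2(FPKM + 1), and averaged over the 4 pairs of samples between conditions. The mean r was 0.9811 between F2i and F (pairs from 0.9809 to 0.9812) and 0.9701 between F2i and NB2i (0.9698 to 0.9704). F and NB2i were the least alike, at 0.9562 (0.956 to 0.9564). Replicates of one condition had 0.9967 in F, 0.9968 in F2i and 0.9977 in NB2i. The ranges of the 3 pairs of conditions do not overlap. These are correlations across genes, which are not independent replicates, so no p is given. Restricting to genes of at least 1 FPKM lowered the values most, to 0.9644 for F2i and F and 0.9443 for F2i and NB2i, in the same order. On the order of these correlations the paper ranks F2i closer to F than to NB2i.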

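FPKMs of the pluripotency genes (mean ± SD, n = 2) differed between the 3 conditions by more than between replicates for most genes. Tbx3 was at 26.9 ± 0.53 in F, 104.8 ± 1.9 in F2i and 65.5 ± 0.64 FPKM in NB2i, with log2 fold changes of 2.00 (standard error 0.044, adjusted p = 2.3e-19) for F2i against F and 1.33 (standard error 0.044, adjusted p = 5.1e-17) for NB2i against F, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nanog stood at 270.2 ± 1.3 in F, 473.4 ± 12 in F2i and 299.2 ± 6.3 FPKM in NB2i, and its level in F2i was above that in F by 0.85 (standard error 0.040, adjusted p = 1.2e-13) on the log2 scale. Klf4 had 199.8 ± 0.64 in F, 244.6 ± 5.3 in F2i and 145.3 ± 1.3 FPKM in NB2i, lower in NB2i than in F2i by a log2 fold change of −0.74 (standard error 0.040, adjusted p = 4.9e-13). Zfp42 (Rex1) increased in turn, with 39.7 ± 0.34 in F, 59.4 ± 0.85 in F2i and 67.7 ± 3.1 FPKM in NB2i, and 0.81 for NB2i against F (adjusted p = 1.1e-12). The means of Esrrb were 183.8 ± 1.9 in F, 204.3 ± 2.8 in F2i and 212.7 ± 2.3 FPKM in NB2i, and F2i and NB2i did not differ by the test (adjusted p = 0.16). Pou5f1 (Oct4) was at 589.1 ± 8.5 in F, 611.1 ± 13 in F2i and 750.4 ± 21 FPKM in NB2i, higher in NB2i than in F by 0.39 (adjusted p = 4.3e-08). Sox2 changed least, from 238.3 ± 10 FPKM in F to 215.2 ± 0.29 FPKM in NB2i (log2 fold change −0.10, adjusted p = 0.037). Only Tbx3 passed a 2-fold change in any of the 3 comparisons, and in F2i against F it came to 1.92 under limma on log2(FPKM + 1), the largest move among these genes. The paper summarises these levels as varying among the conditions.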

Expression levels of pluripotency genes varied among ESCs cultured in F, F2i, and NB2i condition (Fig. 7c; Supplementary Fig. 10a). 

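The 16 lineage markers had median FPKMs of 1.43 in F, 0.552 in F2i and 0.143 in NB2i. Means under 1 FPKM were found for 8 of them in F and 9 each in F2i and NB2i. The highest marker was Gbx2 in F at 13.0 ± 0.67 FPKM (SD, n = 2), and Tead4 in F2i and NB2i at 16.3 ± 1.0 and 24.5 ± 1.0 FPKM. Otx2 reached 17.2 ± 0.39 FPKM in NB2i. The 7 pluripotency genes had medians of 199.8, 240.1 and 212.7 FPKM in the same order. Of 14 markers with counts enough for edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 were higher and 6 lower in NB2i than in F past 2-fold, and in F2i none was higher and 5 were lower than in F. The fold changes of the lowest markers were the least stable, and that of Mixl1 between NB2i and F2i ran from −0.64 to 1.07 with each sample left out in turn. The paper calls these markers generally repressed under the 3 conditions.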

Representative lineage marker genes generally were repressed under the three culture conditions. While *Gbx2* was expressed at relatively higher level in ESCs cultured with feeder only, *Eomes*, *Otx2*, and *Tead4* expressed at higher levels in NB2i than in F or F2i (Fig. 7c).

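Gbx2 was at 13.0 ± 0.67 in F, 4.91 ± 0.14 in F2i and 2.54 ± 0.15 FPKM in NB2i (mean ± SD, n = 2). Its log2 fold change was −1.37 (standard error 0.081, adjusted p = 4.6e-12) for F2i against F and −2.31 (standard error 0.092, adjusted p = 1.5e-15) for NB2i against F, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Eomes (Entrez ID 13813), on chromosome 9 from 118478212 to 118486132, had 2.95 ± 0.11 in F, 2.66 ± 0 in F2i and 5.68 ± 0.0071 FPKM in NB2i. NB2i exceeded F by 0.98 (standard error 0.082, adjusted p = 4.7e-10) and F2i by 1.10 (standard error 0.083, adjusted p = 1.9e-10) on the log2 scale. Otx2 had 5.73 ± 0.18 in F, 3.70 ± 0.40 in F2i and 17.2 ± 0.39 FPKM in NB2i, with 1.63 (standard error 0.078, adjusted p = 3.2e-14) against F and 2.22 (standard error 0.084, adjusted p = 1.4e-15) against F2i. Tead4 (Entrez ID 21679), on chromosome 6 from 128224288 to 128300823, had 10.4 ± 0.64 in F, 16.3 ± 1.0 in F2i and 24.5 ± 1.0 FPKM in NB2i. Its rise in NB2i was 1.28 (standard error 0.075, adjusted p = 1.2e-12) over F and 0.59 (standard error 0.071, adjusted p = 2.3e-07) over F2i, the latter under 2-fold. Gbx2 shifted most of the 4 in NB2i against F, to −1.99 under limma on log2(FPKM + 1). From these levels the paper sets Gbx2 apart as higher with feeders alone and the other 3 genes as higher in NB2i.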

**Fig. 7:**
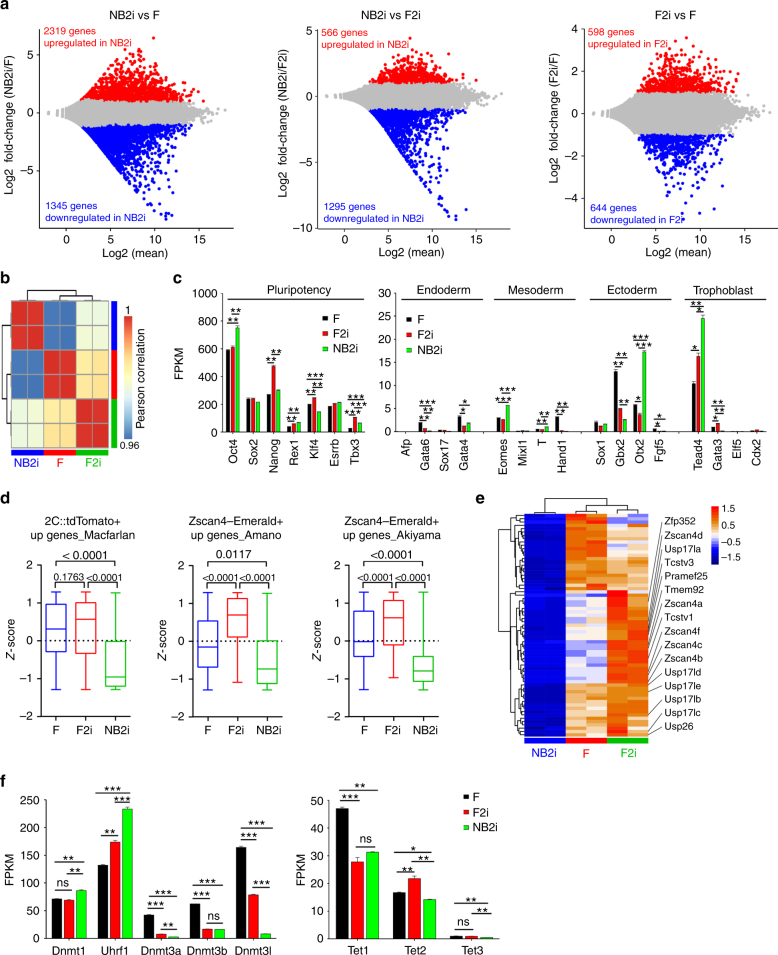
Global gene expression profile in ESCs cultured with feeders and/or 2i. **a** Pairwise comparisons (*P*adj < 0.05, ≥2-fold expression levels) of ESCs cultured in N2B27 + 2i (NB2i) vs serum + feeder (F), NB2i vs serum + feeder (F2i) and F2i vs F to reveal non-redundant, significant changes in gene expression. Red dots represent significantly upregulated genes, blue dots downregulated genes, and gray dots represent genes that are not significantly changed. **b** The Pearson’s correlation coefficient to estimate the relationships between samples at the whole transcriptome level. **c** Expression levels (FPKMs) of pluripotency and lineage marker genes in ESCs under three culture conditions. **d** Z-scores of several lists of 2C genes. Lists used here are based on those of Fig. 4c. **e** Heatmap showing expression of representative 2C genes. **f** Expression levels (FPKMs) of multiple genes involved in DNA (de)methylation in ESCs under three culture conditions. *P < 0.05, **P < 0.01, ***P < 0.001, ns not significant (*P* > 0.05). ANOVA with Fisher’s protected least-significant difference (PLSD) was used for the statistical analysis

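As for Fig. 4c, the gene lists are not in the files analysed here, and the 16 2C genes shown in Fig. 7e were scored instead. Each gene's log2(FPKM + 1) was turned into a Z-score over the 6 samples of F, F2i and NB2i, then averaged over genes. The mean Z-score was −1.22 ± 0.0082 (SD, n = 2) in NB2i, 0.28 ± 0.018 in F and 0.93 ± 0.060 in F2i. The 2 replicates of each condition lay closer to each other than to any sample of another condition, and no test was run on 2 samples per group. Scoring FPKM without log changed the values most, to −1.1078 in NB2i, 0.0503 in F and 1.0575 in F2i, with the order unchanged. By this order the paper has 2C genes increased under the feeder condition and further upregulated under F2i.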

Compared with those of NB2i cultures, 2C genes, as described in Fig. 4c, were consistently increased in ESCs under feeder condition and further upregulated under F2i condition (Fig. 7d). Representative 2C genes were enriched in ESCs with F and F2i (Fig. 7e). 

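The Zscan4 family had 1154 and 1208 expected counts in the F replicates, 2854 and 2851.0 in F2i, and 5 and 1 in NB2i. The log2 fold change of its sum was −8.53 (standard error 0.17, adjusted p = 8.9e-21) for NB2i against F and 1.32 (standard error 0.056, adjusted p = 1.4e-14) for F2i against F, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Usp17l family had 276.3 and 267.6 counts in F, 388.6 and 355.7 in F2i and 29.5 and 38.7 in NB2i, with −2.94 (standard error 0.15, adjusted p = 6.7e-14) for NB2i against F. For Tcstv1 and Tcstv3 together, F had 50.1 and 53.4, F2i 106.5 and 128.2 and NB2i 0 and 1, and F2i exceeded F by 1.24 (standard error 0.19, adjusted p = 7.5e-06). At a total of 20664488 and 20520105 counts, 5 and 1 counts of 5 genes are near the limit of detection. Tmem92 was at 1.66 ± 0.11 FPKM (SD, n = 2) in F, 5.94 ± 0.11 FPKM in F2i and 0 FPKM in both replicates in NB2i. Pramef25 was at 2.00 ± 0.021 FPKM, 3.68 ± 0.48 FPKM and 0 FPKM in both replicates in the same order. The size of the fold changes against NB2i depends on the setting, since few or no counts remained there, and limma on log2(FPKM + 1) gave −1.95 for the Tcstv sum, whose main value was −6.34. The paper states that these genes were enriched in F and F2i.

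**Figure D4:**
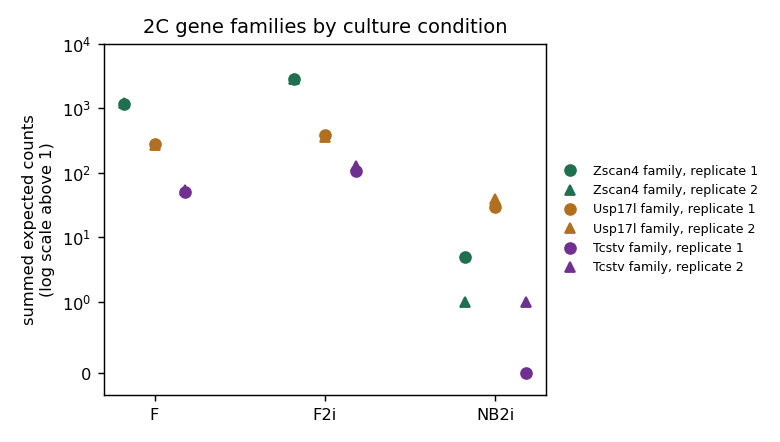
Summed expected counts of the Zscan4, Usp17l and Tcstv gene families in F, F2i and NB2i, with each replicate as a point. The axis is logarithmic above 1 and linear below it. Every family is highest in F2i, lower in F and lowest in NB2i, where the Zscan4 sums are 5 and 1.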

2i robustly repressed *Dnmt3a/3b/3l* regardless of feeders (Fig. 7f). 

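Dnmt3a was at 42.3 ± 1.2 in F, 7.83 ± 0.11 in F2i and 2.93 ± 0.042 FPKM in NB2i (mean ± SD, n = 2). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change was −2.35 (standard error 0.047, adjusted p = 5.9e-20) for F2i against F and −3.72 (standard error 0.053, adjusted p = 2.9e-23) for NB2i against F. Dnmt3b had 62.3 ± 0.13 in F, 17.0 ± 0.24 in F2i and 16.5 ± 0.049 FPKM in NB2i, with −1.85 (standard error 0.045, adjusted p = 1.2e-18) for F2i and −1.89 (standard error 0.045, adjusted p = 2.3e-19) for NB2i against F. Its levels in F2i and NB2i could not be told apart (log2 fold change −0.035, adjusted p = 0.55). Dnmt3l had 164.0 ± 2.7 in F, 78.6 ± 1.4 in F2i and 8.28 ± 0.38 FPKM in NB2i, with −1.02 (standard error 0.042, adjusted p = 8.5e-15) for F2i and −4.27 (standard error 0.056, adjusted p = 8.5e-24) for NB2i against F. Between NB2i and F2i, Dnmt3a and Dnmt3l differed by −1.37 and −3.24. Dnmt3a moved most between settings, to −3.46 in NB2i against F under limma on log2(FPKM + 1). The genes were lower than in F both with 2i on feeders and in NB2i, which also differs from F in feeders, serum and medium. The paper concludes that 2i represses them regardless of feeders.

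**Figure D5:**
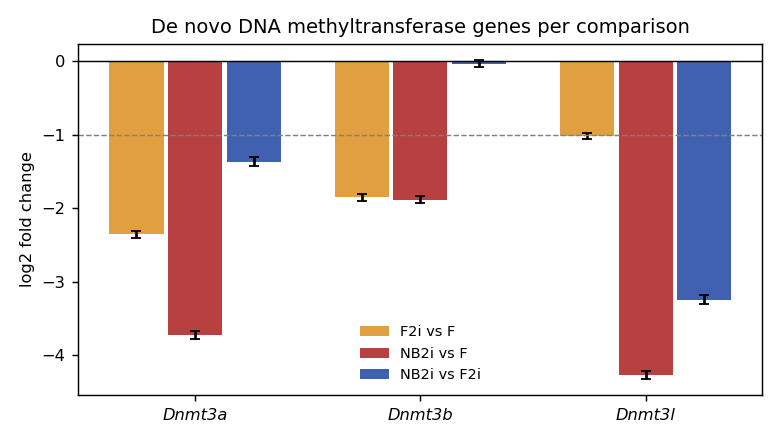
Log2 fold change of Dnmt3a, Dnmt3b and Dnmt3l in the comparisons of F2i with F, NB2i with F and NB2i with F2i, from 2 replicates per condition. Bars are edgeR estimates, error bars their standard errors, and the dashed line marks a 2-fold fall. All genes were lower in F2i and in NB2i than in F, and the bar of Dnmt3b for NB2i against F2i is −0.035.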

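Past an adjusted p of 0.05 and a 2-fold change in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4218 of 15287 genes differed between NB2i and F, 2956 between NB2i and F2i and 2055 between F2i and F. Across genes, r on log2(FPKM + 1) was 0.9562 to 0.9811 between conditions and 0.9967 to 0.9977 between replicates. The chi-square per degree of freedom between single samples was 47.997 for F and F2i, 67.762 for F2i and NB2i and 107.88 for F and NB2i, against 1.837 to 2.301 between their replicates. Counts of genes depended on the tool, and DESeq2 gave 820 higher and 904 lower in F2i than in F. Among genes of at least 1 FPKM in the higher group, the largest changes from F2i to NB2i were falls of Postn (−14.79 on the log2 scale), Lox (−13.57) and Zscan4f (−13.27) and rises of Gm7367 (8.71), Mal (5.64) and Sash3 (5.15). From F to F2i they were rises of Gm4340 (9.52), Cd3g (8.50) and Xlr4a (7.80) and falls of Gm7367 (−8.29), Gna14 (−7.06) and Apoo-ps (−6.65). Gm7367 and Apoo-ps are annotated as processed pseudogenes, so reads may be shared with other copies and their changes are uncertain. Apoo-ps no longer passed the test under limma on log2(FPKM + 1). The paper concludes from these comparisons that each culture condition has a transcriptome of its own.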

Together, the three culture conditions result in distinct transcriptome patterns. 

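All 16 representative 2C genes were lower in NB2i than in F and than in F2i past 2-fold, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their log2 fold changes ran from −11.95 to −1.40 against F and from −13.27 to −1.71 against F2i. With feeders present in both, 2i was accompanied by higher values, and all 16 genes were higher in F2i than in F, 13 of them at an adjusted p under 0.05 and 7 past 2-fold. Zscan4f was at 0.54 ± 0.014 FPKM (SD, n = 2) in −F, 13.4 ± 0.78 FPKM in F, 32.7 ± 0.88 FPKM in F2i and 0 FPKM in both replicates in NB2i. F exceeded −F by 4.66 (standard error 0.14, adjusted p = 1.7e-16) and F2i exceeded F by 1.32 (standard error 0.066, adjusted p = 5.6e-13) on the log2 scale. Zscan4c in NB2i against F2i showed the largest move between settings, from −11.98 to −3.54 under limma on log2(FPKM + 1). NB2i differs from F in feeders, serum and medium as well as in 2i, so its low values cannot be assigned to 2i alone. The paper closes by stating that feeders facilitate 2C genes and that 2i suppress them.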

Feeder cells facilitate and 2i suppress 2C genes.

### Telomere maintenance of mESCs in 2i culture

Shorter telomeres were found in N33 ESCs cultured in 2i medium without feeders, compared with those of ESCs cultured with feeders or feeders added with 2i at early passage (P5) (Supplementary Fig. 10b, c). Meanwhile, chromosome fusion was exclusively observed in ESCs cultured in 2i condition without feeders, despite no statistical differences on average (Supplementary Fig. 10b, d). Telomere lengths were not evidently changed after 2i treatment in serum + feeder condition (Supplementary Fig. 10b, c).

Furthermore, we compared telomere lengths of OG4 mESCs in hybrid background by culture for longer-term with feeders or 2i conditions. The OG4 ESC line was newly established from Oct4-ΔPE-GFP mice (see Methods). Telomere lengths of OG4 ESCs were comparable between serum + feeder and 2i conditions, but shorter in serum + feeder + 2i condition by passage 11 (Fig. 8a, b). Notably, however, ESCs cultured in serum + feeder and serum + feeder + 2i conditions exhibited telomere elongation with increasing passages (to P16), compared with that of passage 11, whereas ESCs cultured in 2i condition without feeders did not undergo telomere elongation during passages (Fig. 8a, b), indicating impaired telomere extension of ESCs cultured in 2i condition without feeders during extended culture. Telomeres of ESCs at P16 were longer in serum + feeder condition than in serum + feeder + 2i or 2i condition. Moreover, chromosome fusion was only observed in ESCs cultured in 2i condition without feeders, despite without statistical differences on average (Fig. 8a, d). Further, ESCs cultured under three conditions maintained relatively normal karyotypes at passage 11, but the number of cells with normal ploidy (40 chromosomes) was reduced in 2i condition compared with feeder and feeder + 2i conditions (57.1% in 2i, 80.0% in feeder and 70.0% in feeder + 2i condition). Feeder and feeder + 2i ESCs sustain normal karyotypes with more than 60%, whereas only 42.3% ESCs cultured in 2i showed normal ploidy at passage 16 (Fig. 8e), indicating that sustained 2i condition may lead to aneuploidy.

**Fig. 8:**
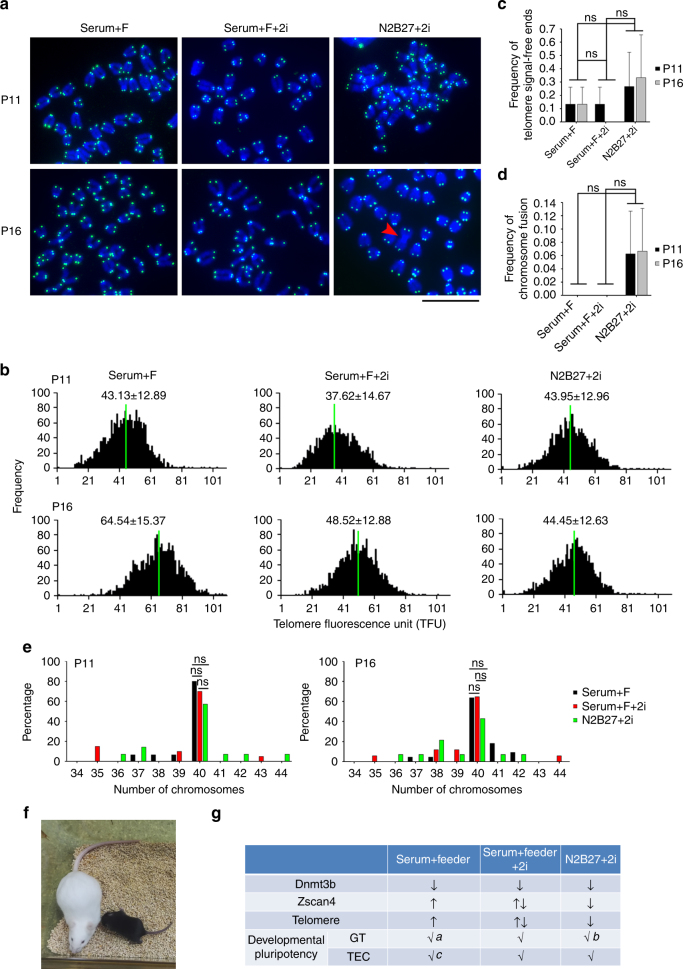
2i fail to maintain telomeres in ESC culture without feeders. **a** Representative telomere Q-FISH images of OG4 ESCs cultured under three culture conditions. Blue, chromosomes stained by DAPI; green dots, telomeres. Red arrowhead indicates chromosome fusion. Scale bar, 10 μm. **b** Histogram displaying distribution of relative telomere length shown as TFU. Green line indicates medium telomere length. Mean ± s.d. of telomere length is shown above each panel. At P16, *P* < 0.0001 (serum + F vs serum + F + 2i; serum + F + 2i vs N2B27 + 2i; serum + F vs N2B27 + 2i). Wilcoxon–Mann–Whitney rank sum test. **c**, **d** Frequency of telomere signal-free ends (**c**) and chromosomal fusion (**d**). ns not significant (*P* > 0.05), ANOVA with PLSD was used for the statistical analysis. **e** Distribution of chromosome numbers in ESCs cultured under three conditions. *n* = 30 spread counted for each group. ns not significant (*P* > 0.05). *χ*^2^ test. **f** Pup (black coat) born from OG4 ESCs cultured in N2B27 + 2i/L condition for four passages by TEC assay. **g** Comparison of expression levels of Dnmt3b and Zscan4, telomere lengths and developmental pluripotency of ESCs cultured under the three culture conditions (all added with LIF). GT germline transmission, TEC tetraploid embryo complementation, ↑ increased, ↓ decreased, ↑↓ vary in different cell lines, √ achieved, a, Huang et al.^19^^,^^61^; b, Ying et al.^23^; c, Chen et al.^60^

To test the developmental pluripotency of ESCs cultured under 2i conditions, we performed TEC assay. OG4 ESCs cultured in 2i medium for additional 4-5 passages (total P9-10) were able to give rise to full-term development shown as complete-ESC pups by TEC assay. The same ESC line also could generate complete-ESC pups after long-term culture (to P15–16) at lower efficiency, but these ESC pups failed to survive to the adulthood (Fig. 8f, Table 1). ESCs at P9-10 maintained in serum + feeder + 2i condition also could generate live-born pups, although the pups could not live to adults, and these ESCs after extended cultures (P15) failed to give rise to live-born pups (Table 1). Hence, 2i culture condition confers developmental pluripotency by TEC assay, but long-term culture under 2i condition could negatively affect survival of the ESC pups.

**Table 1:** Summary of TEC assay

Culture condition	Passage no.	No. of embryos transferred	Pups born (full-term)	Breathing	Adults
Serum + feeder + 2i	P9-10	79	2	2	0
	P15	39	0	0	0
N2B27 + 2i	P9-10	64	8	7	2^a^
	P15-16	69	2	2	0

Full-term, mice were fully developed at the time of birth. Breathing, mice were able to breath on their own after birth. Adults, mice that lived longer than 5 weeks^44^

^a^One died 37 days after birth, the other one, now over 10 months old and appears healthy

## Discussion

We show that telomeres are longer in ESCs cultured with feeders than those without feeders, important for chromosomal stability and unlimited self-renewal of ESCs. ESCs cultured with feeders or without feeders or those in 2i conditions express similarly high telomerase activity. Hence telomerase activity itself may not explain the differential telomere lengths observed in these culture conditions. Nevertheless, feeders increase Zscan4 expression and decrease Dnmt3b, and promote telomere elongation, maintaining normal ploidy. 2i added in feeder culture condition results in consistent repression of Dnmt3a/3b, variable expression of Zscan4, and relatively stable telomere lengths. N2B27 + 2i/L condition suppresses Dnmt3a/3b as well as Zscan4, and can cause shorter telomeres and chromosome fusion in ESCs (Fig. 8g). The defective adult development of complete-ESC pups might be related to telomere defects such as shortest telomeres and chromosome fusion of the ESCs after extended culture. In addition to chromosomal aberrations, irreversible erasure of genomic imprints resulting from downregulation of DNA methyltransferases in prolonged culture of ESCs in 2i/L condition also could contribute to impaired developmental potential and failed survival to adulthood of complete-ESC pups if any^44,45^.

We propose that periodic production and secretion of specific factors by feeders e.g. Fstl1, and others to be identified, and in close cell contact with feeders activate sporadic expression of 2C-genes and critically Zscan4 to lengthen telomeres. Zscan4 is activated in mESCs with longer cell cycle phase when telomeres are short^46^, or activated in response to artificial telomere shortening by depletion of telomerase^19^. Contrary to the expectations, Zscan4^+^ cells are not associated with high developmental potency compared with Zscan4^-^ cells^31^. Too frequent activation of Zscan4, resulting in more Zscan4^+^ cells in culture, actually lower the average potency of ESCs^31^. Our data also validate the highly dynamic nature of Zscan4 expression and degradation in heterogeneous ESCs. Frequency of T-SCE overall is low in a ESC population. However, T-SCEs at high frequency (≥10 foci/cell) exclusively emerge in ESCs cultured with feeders, associated with telomere elongation, in contrast to those without feeders or in 2i culture condition (Fig. 2j, k and 6g, h), linked to shorter telomeres and chromosome fusion with increasing passages.

Interestingly, transcription factor, e.g., Nanog heterogeneity also provides a stochastic advantage in pluripotent stem cells^8^. Suppression of the heterogeneity, e.g., by 2i culture without feeders, not only represses Dnmt3a/3b, leading to hypomethylation, but also reduces Nanog heterogeneity and abolishes transient *Zscan4* expression, which can contribute to telomere shortening following long-term passages of ESCs. Similarly, the proportion of MERVL^+^Zscan4^+^ cells and relative expression levels of Zscan4 are notably reduced upon long-term naive 2i culture of E14 ESCs derived from 129/Ola^40^ or the 2 CːːtdTomato reporter ESC lines^10^. Overexpression of *Zscan4* can reduce Dnmt3a/b levels. Sustained global hypomethylation and inhibition of periodic expression of *Zscan4* resulting from prolonged culture in 2i condition and without feeders could reduce telomere maintenance and chromosomal stability of ESCs.

We have shown a novel mode of action on telomeres of MEF feeders to maintain long-term stable self-renewal of mESCs. We noticed that the average telomere length is only relatively longer in ESCs cultured with feeders than those without feeders. Nevertheless, telomere signal-free ends indicative of shortest telomeres are consistently found in ESC culture without feeders, despite at low frequency, unlike ESCs cultured with feeders. The biological significance of these mild telomere defects warrants further investigation. Presumably, the critically short telomere might contribute to chromosome instability in ESCs. This is supported by the original findings that it is the shortest telomere, not the average telomere length, that drives chromosome instability, affecting cell viability and transformation^47,48^. Moreover, short telomeres themselves, rather than lack of telomerase activity, impair stem cell function^49^. Short telomeres in ESCs lead to unstable differentiation^50^ and decreased developmental pluripotency^19^.

The genetic background may influence the reliance of feeders on telomere maintenance and self-renewal of ESCs. The popular inbred strain of mES cell lines from 129 backgrounds confers high ability to receive the LIF signal to sustain self-renewal and prevent differentiation^51^. The 129-derived ESCs are able to continue self-renewal without feeder cells in serum + LIF culture condition with keeping the high ability to contribute to chimeric embryos at E13.5^52^. In our study, N33, AG-B3, AG-J2 ESCs were derived from C57BL/6J, OG4 from C57BL/6×CBA and F1 from B6C3F1. C57BL/6J-derived ESCs might be less stable in serum + LIF without feeders than 129-derived ESCs. Nevertheless, these various ESC lines showed telomere elongation and sporadically higher Zscan4 expression by culture with feeders than without feeders. The 129-derived ESCs periodically express Zscan4 in both serum + LIF and 2i + LIF culture conditions without feeder cells during short experimental period^46^. Similarly, J1 ESCs originally derived from 129S4/SvJae strain also express Zscan4 without feeders, but display longer telomeres and higher Zscan4 expression by culture with the feeders (Supplementary Fig. 2). The passage number of the J1 ESCs was unknown and presumably could be pretty high. The J1 ESCs without feeders acquired sporadic expression of Zscan4, but the expression level of Zscan4 by immunofluorescence intensity in the Zscan4^+^ cells was lower than that of N33 ESCs cultured on the feeders (Supplementary Fig. 2e; Fig. 2h). In relevance, the J1 ESCs exhibited high incidence of aneuploidy and failed to generate germline chimeras.

Previous study demonstrated that V6.5 ESCs derived from C57BL/6×129/SvF1 retained the ability to produce tetraploid chimeras after prolonged passage (18–19) in serum + LIF without feeders^31^. Using ESC lines in 129×C57 genetic background, we also find that ESCs in the presence of feeders sporadically express Zscan4 at higher levels and exhibit longer telomeres than those without feeders, although telomeres shorten to less extent compared with those of C57 genetic background cultured without feeders (Supplementary Fig. 11). Chromosome fusions are not observed in 129×C57 ESCs cultured without feeders for 11 passages (Supplementary Fig. 11), suggesting that ESCs at 129×C57 background might be less sensitive to feeder-free cultures. However, Amano *et al*. also provided strong evidence that the ability to generate chimeras of the ESCs without feeders is markedly reduced with increasing passages. Furthermore, reduced expression level of *Zscan4* is correlated with impaired developmental pluripotency and forced expression of *Zscan4* indeed can maintain telomere length and normal karyotypes and enhance developmental pluripotency^31^. Notably, no normal chromosome karyotypes are found in V6.5 ESCs at P30, in contrast to V6.5 ESCs with forced expression of *Zscan4*, showing normal ploidy. It remains unclear whether the TEC embryos and newborn can survive to adulthood. Our data shows that TEC pups also could be produced from ESCs cultured in 2i/L condition for more than 10 passages (Fig. 8), but they hardly survived to adulthood, coincident with the recent findings^44^. Together, sufficient telomere maintenance and chromosomal stability by either forced expression of *Zscan4* or by feeders-facilitated periodic expression of *Zscan4* are important for developmental pluripotency and long-term stable self-renewal of mESCs, and survival to adulthood of ESC pups.

Aneuploidy and genomic instability have been found to accumulate during prolonged culture of human pluripotent stem cells^53,54^, but it remains to be determined whether feeder-free cultures lead to increased incidence of chromosomal abnormality. Moreover, feeder cells also have been used in achieving human naive-like pluripotent stem cells^55–58^, and extended pluripotent stem (EPS) cells in both mice and humans^59^. Our data highlight a critical role of feeders in telomere maintenance of naive mouse ESCs and warrant careful scrutiny of telomeres and genomic stability of ESCs cultured for long-term under feeder-free conditions. On the other hand, human telomere length, typically 5–15 kb^30^, is much shorter than mouse telomeres. Human ESCs also have much shorter telomeres than do mouse ESCs, and are more sensitive to telomere shortening^20^. Further understanding of the role and mechanisms of feeder cells in maintaining telomeres may have relevance to potential clinical application of human ESCs.

## Methods

### Mice and ES Cell culture

Mice were housed and cared in the College Animal Facility and the use of mice for the research approved by Institutional Animal Care and Use Committee at Nankai University. All the animal experiments were performed following the ethical guidelines approved by Tianjin Animal Management Committee. Following mouse ES cell lines were used in this study. N33 ESC line was derived from C57BL/6J mice^19^, F1 ESC line from B6C3F1 mice^60^, and NF2 ESC cell line from Nanog-EGFP transgenic mice^61^. J1 ESCs cultured without feeders were 129S4/SvJae origin. AG-B3 and AG-J2 ESC lines were derived in our laboratory from actin-GFP mice in C57BL/6J origin, and exhibited germline competence in the resultant chimeras. OG4 ESC line expressing distal Oct4-GFP was recently established from Oct4-GFP mice in C57BL/6J×CBA origin and characterized based on the method described^61^, but with addition of 2i in the medium. Oct4-GFP (OG) mice that carry Oct4 distal promoter-driven GFP were purchased from Model Animal Research Center of Nanjing University. The transgenic GFP expression of the reporter is under the control of Oct4 promoter and distal enhancer, but the proximal enhancer region is deleted, so the Oct4-ΔPE-GFP transgenic mice have been used for establishing naive mouse ESCs^62–64^. The OG4 ESC lines passed the germline chimera test.

New ESC lines from 129×C57/B6 genetic background also were derived as previously described^19,60^. Briefly, intact blastocysts from 129S6 (♂) × C57/B6 (♀) mice were seeded on feeder layers of mitomycin C-treated MEF cells, prepared on 0.1% gelatin-treated four-well culture dish, in ESC medium consisting of knockout DMEM (GIBCO, Gaithersburg, MD), 20% knockout serum replacement (KSR, Invitrogen), supplemented with 1000 U/ml mouse ESGRO leukemia inhibitory factor (LIF; Chemicon International Inc., Temecula, CA, USA), 1 μM PD0325901, 0.1 mM NEAA, 1 mM l-glutamine, 0.1 mM β-mercaptoethanol, 50 IU/ml penicillin, and 50 IU/ml streptomycin. Half of the medium was changed daily, beginning on the second day after blastocysts were seeded. Approximately 7 days after seeding, ICM outgrowths were mechanically removed and digested with 0.25% trypsin-ETDA (GIBCO) into small clumps, digestion stopped with trypsin inhibitor (Sigma, T6414), and cell suspensions reseeded on fresh feeders. Except for NF2 ESC line which is XX, all other ESC lines are XY.

For routine feeder culture condition, ESCs were cultured under 5% CO_2_ at 37 °C on mitomycin C-treated MEF feeder in ES cell culture medium consisting of knockout DMEM supplemented with 20% fetal bovine serum (FBS, ES quality, Hyclone), 1000 U/ml leukemia inhibitory factor (LIF) (ESGRO, Chemicon), 0.1 mM non-essential amino acids, 0.1 mM β-mercaptoethanol, 1 mM l-glutamine, and penicillin (100 U/ml) and streptomycin (100 µg/ml)^19,65^. For feeder-free culture (serum condition), plates were pre-coated with gelatin or E-cad-fc^29^. ESCs were cultured in ES cell culture medium as above. Chemically defined serum and feeder-free culture conditions (N2B27 + 2i) were based on previous reports^23^. ESCs were cultured on poly-l-ornithine and laminin-coated plates using N2B27 medium (DMEM/F12 and Neurobasal medium mixed at a ratio of 1:1, 1xN2 supplement, 1xB27 supplement, 2 mM l-glutamine, 0.1 mM β-mercaptoethanol, 0.1 mM nonessential amino acids, 100 units/ml penicillin, 100 μg/ml streptomycin) supplemented with Gsk3β inhibitor (CHIR99021, 3 μM) and Mek inhibitor (PD0325901, 1 μM) and 1,000 U/ml LIF.

### Chimera and tetraploid embryo complementation assay

ESCs were injected into four- or eight-cell embryos as hosts from mice with different genetic background using a Piezo injector^19,61^. Injected embryos were cultured overnight in KSOM_AA_ medium. Blastocysts were transferred into uterine horns of 2.5 dpc pseudo-pregnant Albino Kunming mice. Chimeras were identified initially by coat color. The contribution of ESCs to various tissues in chimeras was confirmed by standard DNA microsatellite genotyping analysis using D12Mit136 primers: 5’-TTT AAT TTT GAG TGG GTT TGG C-3’ and 5’-TTG CTA CAT GTA CAC TGA TCT CCA-3’. Chimeras were mated with albino strain ICR mice to further examine their germline transmission competence.

For tetraploid embryo complementation (TEC) assay, tetraploid (4 N) embryos were produced by the electrofusion of 2-cell embryos collected from Balb/c mice. About 10–15 ESCs were injected into one tetraploid blastocyst and the injected blastocysts transferred into surrogate Kunming females.

### Telomere quantitative fluorescence in situ hybridization

Telomere length and function (telomere integrity and chromosome stability) were estimated by telomere Q-FISH^19^. Cells were incubated with 0.3 μg/ml nocodazole for 3 h to enrich cells at metaphases. Metaphase-enriched cells were exposed to hypotonic treatment with 75 mM KCl solution, fixed with methanol: glacial acetic acid (3:1), and spread onto clean slides. Telomeres were denatured at 80 °C and hybridized with FITC-labeled (CCCTAA)_3_ peptide nucleic acid (PNA) telomere probe (0.5 μg/ml) (Panagene, Korea). Chromosomes were stained with 0.5 μg/ml DAPI. Fluorescence from chromosomes and telomeres was digitally imaged on a Zeiss Axio Imager Z2 with FITC/DAPI filters, using AxioCam and AxioVision software 4.6. Telomere length shown as telomere fluorescence intensity was integrated using the TFL-TELO program (a gift kindly provided by P. Lansdorp).

### Chromosome orientation fluorescence in situ hybridization

CO-FISH assay was performed based on the method described^66^, with minor modification. Subconfluent ES cells were incubated with BrdU (10 μM) for 10-12 h. Nocodazole was added to enrich metaphase 2 h prior to cell harvest, and metaphase spreads were prepared as described above for telomere QFISH. Chromosome slides were treated with RNaseA, fixed with 4% formaldehyde, then stained with Hoechst 33258 (0.5 mg/ml) for 15 min and exposed to 365 nm UV light for 40 min. The BrdU-substituted DNA was digested with Exonuclease III (Takara). The slides were then dehydrated through ethanol series and air-dried. PNA-FISH was performed with FITC-OO-(CCCTAA)_3_ (Panagene, F1009). Slides were hybridized, washed, dehydrated, and counterstained with VectaShield antifade medium (Vector), containing 1.25 μg/ml DAPI. Digital images were captured using a CCD camera on a Zeiss Axio-Imager Z1 microscope.

### Telomere restriction fragment analysis

TRF analysis was performed using a commercial kit (TeloTAGGG Telomere Length Assay, catalog no. 12209136001, Roche Life Science). Cells were pretreated with RNaseA and Proteinase K (PCR Grade, 03115879001, Roche Life Science), followed by extraction using phenol: chloroform: isoamyl alcohol, digested with *MboI* (R0147, NEB) at 37 °C overnight and electrophoresed through 1% agarose gels in 0.5 × TBE at 14 °C using a CHEF Mapper pulsed field electrophoresis system (Bio-rad). Auto algorithm was used to separate DNA samples with a size range from 5 to 150 kb. The gel was blotted and probed using reagents in the kit.

### Quantitative real-time PCR

ESCs cultured with feeders were removed off feeders twice based on their differences in the adherence to the bottom of dish. Total RNA was extracted with RNeasy Mini Kit (Qiagen), according to manufacturer’s instructions. Two micrograms of RNA were reversely transcribed into cDNA using MMLV reverse transcriptase (Invitrogen). Real-time quantitative PCR reactions were set up in duplicate with the Faststart Universal SYBR Green Master Mix (Roche) and run on the iQ2 and MyiQ™ Real-Time PCR Detection System (Bio-Rad). GAPDH was set as the internal control. The primers are listed in Supplementary Table 2.

### Telomerase activity by TRAP assay

Telomerase activity was measured by the Stretch PCR method according to the manufacturer’s instruction using TeloChaser Telomerase assay kit (T0001, MD Biotechnology). Briefly, about 2.5 × 10^4^ cells from each sample were lysed. Lysis buffer served as negative controls. PCR products of cell lysates were separated on non-denaturing TBE-based 12% polyacrylamide gel electrophoresis and visualized by ethidium bromide staining.

### Immunofluorescence microscopy

ESCs were grown on gelatin-treated coverslips and fixed with freshly prepared 3.7% paraformaldehyde in PBS, permeabilized in 0.1% Triton X-100 in blocking solution (3% goat serum and 0.1% BSA in PBS) for 30 min, washed three times, and left in blocking solution for 1 h. Samples were incubated overnight at 4 °C with primary antibodies (for antibody details, see Supplementary Table 3), washed three times, and incubated for 2 h with secondary antibodies, Goat Anti-Mouse IgG (H + L) FITC or Goat Anti-Rabbit IgG (H + L) Alexa Fluor 594 (Jackson). Samples were washed and counterstained with 0.5 μg/ml Hoechst 33342 or DAPI in Vectashield mounting medium. Fluorescence was detected and imaged using a Zeiss Imager Z1 microscope or Confocal Laser Scanning Microscope (Zeiss LSM710).

### Immunofluorescence-telomere FISH

ESCs were subject to immunostaining using Zscan4 antibody as described in Immunofluorescence microscopy section. Excessive secondary antibody was washed with PBS, cells were fixed in 4% formaldehyde for 2 min, dehydrated with ethanol, and incubated with Cy3-labeled telomeric PNA probe as described in Q-FISH section. Fluorescence was imaged using Zeiss Imager Z1 fluorescence microscope.

### Flow cytometry analysis

For analysis of endogenous Zscan4 expression profile (percentage of Zscan4^+^ cells and fluorescence intensity), ESCs were collected and washed with cold PBS, then fixed in cold 70% ethanol, permeabilized in 0.1% Triton X-100 in blocking solution (3% goat serum and 0.1% BSA in PBS) for 30 min, washed three times, and left in blocking solution for 1 h. ESCs were incubated overnight at 4 °C with primary antibody against Zscan4 (1:200), washed three times, and incubated for 2 h with secondary antibodies, FITC Goat Anti-Rabbit IgG (554020, BD). Samples were washed three times with PBS and FACS analysis was performed using a FACScan Flow Cytometer (BD Biosciences). FACS analysis of *Zscan4*-EGFP ESCs was carried out as described^39^.

### ChIP-qPCR

ChIP-qPCR analysis was performed based on the method described^67^. Briefly, ESCs were collected after removing off feeders, and fixed with 1% paraformaldehyde, lysed, and sonicated to achieve the majority of DNA fragments with 100-1000 bp. DNA fragments were enriched by immunoprecipitation with 5 μg Dnmt3b antibody and dynabeads M280 (Life Technologies). The immunoprecipitated material was eluted from the beads by heating for 30 min at 68 °C. To reverse the crosslinks, samples were incubated with Proteinase K at 42 °C for 2 h followed by 67 °C for 6 h. The samples were then extracted with phenol: chloroform: isoamyl alcohol (25: 24: 1, pH > 7.8) followed by chloroform, ethanol precipitated in the presence of glycogen, and re-suspended in TE buffer. ChIP enriched DNA was analyzed by qPCR and β-actin locus served as control. Primers for *Zscan4* loci and sub-telomeres are listed in Supplementary Table 4.

### MeDIP-qPCR

MeDIP-qPCR assay was carried out^68^, with minor modifications. Genomic DNA was extracted by overnight Proteinase K treatment, phenol: chloroform: isoamylalcohol extraction and RNaseA digestion. Prior to carrying out MeDIP, genomic DNA was sonicated to fragments ranging from 100 to 1,000 bp. Four microgram of fragmented DNA was used for each assay. DNA were denatured for 10 min at 99 °C and immunoprecipitated for 2 h at 4 °C with 1 μg antibody against 5-methylcytidine (Active Motif, #39649) in a final volume of 500 μl IP buffer (10 mM sodium phosphate (pH 7.0), 140 mM NaCl, 0.05% Triton X-100). Dynabeads with M-280 sheep antibody to mouse were used to perform IP. The beads were treated with Proteinase K for 3 h at 50 °C and DNA recovered by phenol: chloroform: isoamylalcohol extraction.

### DNA methylation analysis

DNA methylation analysis of subtelomeric regions was performed by bisulphite sequencing using EpiTect Bisulfite Kit (QIAGEN). Automatic sequencing of 12 colonies for each sequence was carried out to obtain the methylation status of all subtelomeric CpG islands. Bisulfite genomic-sequencing primers were designed for subtelomeric regions in chromosomes 7 and 13, according to the criteria that they were the first CpG islands found from the ends of the corresponding chromosome, with one subtelomeric region for each chromosome. Primers for bisulfite sequencing are listed in Supplementary Table 5.

### TCA protein precipitation

Secreted proteins were precipitated using trichloroacetic acid (TCA, T6399, Sigma). Cells were washed three times with PBS and transferred to serum-free media for 24 h, and supernatants collected. The supernatants were centrifuged twice and filtered with 0.45 μm Millex-GV Syringe Filter Unit (Millipore) to remove cells completely. One-tenth volume of TCA was added to supernatants, incubated, centrifuged and washed twice with cold acetone. The pellets were dried, dissolved using 1 × SDS buffer, loaded onto SDS-PAGE and analyzed by western blot.

### Western blot

The cells were collected and resuspended in cell lysis buffer containing 50 mM Tris (pH 7.4), 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1 mM NaF, 1 mM Na_3_VO_4_, 1% Triton X-100, 10% glycerol, 0.25% deoxycholate, and 0.1% SDS. Lysates were electrophoresed using SDS–PAGE and blotted onto polyvinylidene difluoride (PVDF) membrane. Membranes were blocked with 5% nonfat milk or 5% BSA solution for 2 h. Samples were probed with primary antibodies overnight at 4 °C (for antibody details, see Supplementary Table 3). Secondary antibodies HRP conjugated donkey anti-Rabbit IgG (GE Healthcare NA934V) or goat anti-mouse IgG (H + L) (ZB2305) were diluted at 1:5000. Protein band was visualized using Supersignal West Pico Chemiluminescent Substrate (Millipore). Uncropped scans can be found in Supplementary Fig. 12.

### Knockdown of *Dnmt3b* and *Notch4* by shRNA

*Dnmt3b* shRNA sequences were synthesized and cloned into pSIREN-RetroQ^39^, according to manufacturer’s instructions. Knockdown (KD) was achieved using two different sequences specifically targeting to mRNA of *Dnmt3b*. The mock KD shRNA without sequence homology to mouse genes served as negative control. pSIREN-RetroQ control and KD plasmid (2 μg) were introduced into J1 ESCs using lipofectamine^TM^ transfection reagent (Invitrogen), according to the manufacturer’s recommendation. ESCs were selected with 500 µg/ml G418 for about 1 week, and the stable knockdown clones picked. The *Dnmt3b* KD sequences are listed in Supplementary Table 6. For stable knockdown of *Notch4*, shRNA sequences were synthesized and cloned into pSIREN-RetroQ, according to manufacturer’s instructions. A packaging cell line—Plat-E (5 × 10^5^) were transfected with 2 μg plasmid using lipofectamine^TM^2000. After 48 h, the supernatant of recombinant retrovirus was collected and used to transfected ESCs (2 × 10^5^). The clones were selected by 10 μg/ml puromycin, and survival ones were picked. The *Notch4* KD sequences are listed in Supplementary Table 6.

### Generation of *pZscan4*-EGFP ESCs

p*Zscan4*-EGFP vector was constructed as previously reported^39,65^. Briefly, a putative *Zscan4* promoter containing the 2570 bp upstream sequences from the *Zscan4c* start codon^11^, was amplified from mouse F1 ES cell genomic DNA with TransStar Fastpfu polymerase (Transgen) using the following primers: forward: AGAGATGCTTCTGCATCTGT; reverse: TGTGGTGACAATGGTGTGAAAG. The PCR product was inserted into pEGFP-1 vector at SalI/KpnI sites. The resultant vector was linearized by XhoI digestion. ESCs were transfected with 2 µg linearized vector using Lipofectamine ^TM^2000 (Invitrogen) and selected with 500 µg/ml G418 (Invitrogen) for about 1 week, and clones with bright green fluorescence were picked and expanded for further experiments.

### Generation of *Zscan4* overexpression and knockdown ESCs

The full length *Zscan4c* CDS were cloned into expression vector pCMV-Tag2B. J1 ESCs were transfected with 2 μg linearized pCMV-*Zscan4c* vector or empty vector served as control using Lipofectamine ^TM^2000 (Invitrogen) and then selected with 500 µg/ml G418 for about 1 week. The resistant clones were picked to achieve stable *Zscan4* overexpression or control ESC lines, which were cultured without feeders for further experiments. ESCs were also transfected with pBase-*Zscan4c* for 48 h to confirm reduced Dnmt3b protein levels after *Zscan4* overexpression.

Control and two different shRNA sequences against *Zscan4c* mRNA were used for *Zscan4* knockdown experiments. The sequences were cloned into pSIREN-RetroQ (Clontech) and the resultant vectors and control vectors were introduced into ESCs using Lipofectamine ^TM^2000 (Invitrogen). ESCs were selected with 2 µg/ml puromycin for about 1 week, and the stable knockdown clones were picked and maintained on feeders to perform further analysis. The 19 nuclotide sequences of *Zscan4* shRNA are listed in Supplementary Table 6.

### RNA sequencing and bioinformatics analysis

ESCs were harvested and total RNA extracted using Qiagen RNeasy Mini kit, according to the manufacturers’ instruction, including a DNAse digestion. Quality control of extracted RNA, construction of an RNA-sequencing library and sequencing on BGISEQ-500 was performed at Beijing Genomics Institute (BGI). Briefly, the poly-A containing mRNA molecules were purified using poly-T oligo-attached magnetic beads. The selected RNA was fragmented and copied into first strand cDNA, which was followed by second strand cDNA synthesis. The cDNA fragments were added by a single “A” base and subsequently ligated with the adapter. The products were then purified and enriched with PCR amplification. PCR yield was quantified and samples were pooled together to make a single-strand DNA circle (ssDNA circle), generating the final library. DNA nanoballs (DNBs) were generated with the ssDNA circle by rolling circle replication (RCR) to enlarge the fluorescent signals at the sequencing process. The DNBs were loaded into the patterned nanoarrays and single-end read of 50 bp were read through on the BGISEQ-500 platform for further data analysis.

For bioinformatics analysis, the clean reads were mapped to the *Mus musculus* mm10 reference genome using *Bowtie2*. Reads were assigned and counted to genes using the *RSEM*. The resulting matrix of read counts was then loaded into *RStudio* (*R* version 3.4.2), and *DESeq2* were used to identify differentially expressed genes. Functional enrichment (GO annotation, KEGG) of gene sets with different expression patterns was performed using *clusterProfiler*. The heat maps were drawn by the function “pheatmap” of R packages “*pheatmap*“ and correlation coefficients were calculation by the function “cor” in *R*. Scatter plots were generated using the “*ggplot2*“ package to graphically reveal genes that differ significantly between two samples.

### Statistical analysis

Data were analyzed by ANOVA with Fisher’s protected least-significant difference (PLSD) using the StatView software from SAS Institute Inc. (Cary, NC), two-tailed Student’s *t*-test, *χ*^2^ test or Wilcoxon–Mann–Whitney rank sum test dependent on specific experiments, and the *P* value was calculated. Statistically significance was defined as *P* < 0.05, *P* < 0.01 or *P* < 0.001.

### Data availability

RNA-Seq data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo) under the GEO Series accession number GSE 109418.

## Electronic supplementary material

Supplementary Information

## References

[1] Evans MJ, Kaufman MH (1981). Establishment in culture of pluripotential cells from mouse embryos. Nature.

[2] Eggan K (2002). Male and female mice derived from the same embryonic stem cell clone by tetraploid embryo complementation. Nat. Biotechnol..

[3] Nagy A, Rossant J, Nagy R, Abramow-Newerly W, Roder JC (1993). Derivation of completely cell culture-derived mice from early-passage embryonic stem cells. Proc. Natl Acad. Sci. USA.

[4] Jaenisch R, Young R (2008). Stem cells, the molecular circuitry of pluripotency and nuclear reprogramming. Cell.

[5] Thomson JA (1998). Embryonic stem cell lines derived from human blastocysts. Science.

[6] Fang R (2014). Generation of naive induced pluripotent stem cells from rhesus monkey fibroblasts. Cell Stem Cell.

[7] Hayashi K, Lopes SM, Tang F, Surani MA (2008). Dynamic equilibrium and heterogeneity of mouse pluripotent stem cells with distinct functional and epigenetic states. Cell Stem Cell.

[8] Torres-Padilla ME, Chambers I (2014). Transcription factor heterogeneity in pluripotent stem cells: a stochastic advantage. Development.

[9] Kumar RM (2014). Deconstructing transcriptional heterogeneity in pluripotent stem cells. Nature.

[10] Macfarlan TS (2012). Embryonic stem cell potency fluctuates with endogenous retrovirus activity. Nature.

[11] Zalzman M (2010). Zscan4 regulates telomere elongation and genomic stability in ES cells. Nature.

[12] Guo G (2016). Serum-based culture conditions provoke gene expression variability in mouse embryonic stem cells as revealed by single-cell analysis. Cell Rep..

[13] Kolodziejczyk AA (2015). Single cell RNA-sequencing of pluripotent states unlocks modular transcriptional variation. Cell Stem Cell.

[14] Palm W, de Lange T (2008). How shelterin protects mammalian telomeres. Annu. Rev. Genet.

[15] Blackburn EH, Epel ES, Lin J (2015). Human telomere biology: a contributory and interactive factor in aging, disease risks, and protection. Science.

[16] Marion RM (2009). Telomeres acquire embryonic stem cell characteristics in induced pluripotent stem cells. Cell Stem Cell.

[17] Wang F (2012). Molecular insights into the heterogeneity of telomere reprogramming in induced pluripotent stem cells. Cell Res..

[18] Liu Y (2000). The telomerase reverse transcriptase is limiting and necessary for telomerase function in vivo. Curr. Biol..

[19] Huang J (2011). Association of telomere length with authentic pluripotency of ES/iPS cells. Cell Res..

[20] Yang C (2008). A key role for telomerase reverse transcriptase unit in modulating human embryonic stem cell proliferation, cell cycle dynamics, and in vitro differentiation. Stem Cells.

[21] Liu L (2017). Linking telomere regulation to stem cell pluripotency. Trends Genet..

[22] Xu C (2001). Feeder-free growth of undifferentiated human embryonic stem cells. Nat. Biotechnol..

[23] Ying QL (2008). The ground state of embryonic stem cell self-renewal. Nature.

[24] Buehr M (2008). Capture of authentic embryonic stem cells from rat blastocysts. Cell.

[25] Marks H (2012). The transcriptional and epigenomic foundations of ground state pluripotency. Cell.

[26] Singer ZS (2014). Dynamic heterogeneity and DNA methylation in embryonic stem cells. Mol. Cell.

[27] Li M, Belmonte JC (2017). Ground rules of the pluripotency gene regulatory network. Nat. Rev. Genet..

[28] Takai H, Smogorzewska A, de Lange T (2003). DNA damage foci at dysfunctional telomeres. Curr. Biol..

[29] Nagaoka M (2006). E-cadherin-coated plates maintain pluripotent ES cells without colony formation. PLoS ONE.

[30] Zhao Y (2009). Telomere extension occurs at most chromosome ends and is uncoupled from fill-in in human cancer cells. Cell.

[31] Amano T (2013). Zscan4 restores the developmental potency of embryonic stem cells. Nat. Commun..

[32] Akiyama T (2015). Transient bursts of Zscan4 expression are accompanied by the rapid derepression of heterochromatin in mouse embryonic stem cells. DNA Res..

[33] Owens DM, Keyse SM (2007). Differential regulation of MAP kinase signalling by dual-specificity protein phosphatases. Oncogene.

[34] Smith AG (1988). Inhibition of pluripotential embryonic stem cell differentiation by purified polypeptides. Nature.

[35] Storm MP (2014). Zscan4 is regulated by PI3-kinase and DNA-damaging agents and directly interacts with the transcriptional repressors LSD1 and CtBP2 in mouse embryonic stem cells. PLoS ONE.

[36] Ying QL, Nichols J, Chambers I, Smith A (2003). BMP induction of Id proteins suppresses differentiation and sustains embryonic stem cell self-renewal in collaboration with STAT3. Cell.

[37] Sylva M, Moorman AF, van den Hoff MJ (2013). Follistatin-like 1 in vertebrate development. Birth Defects Res C. Embryo Today.

[38] Cuny GD (2008). Structure-activity relationship study of bone morphogenetic protein (BMP) signaling inhibitors. Bioorg. Med Chem. Lett..

[39] Dan J (2013). Roles for Tbx3 in regulation of two-cell state and telomere elongation in mouse ES cells. Sci. Rep..

[40] Eckersley-Maslin MA (2016). MERVL/Zscan4 network activation results in transient genome-wide DNA demethylation of mESCs. Cell Rep..

[41] Leitch HG (2013). Naive pluripotency is associated with global DNA hypomethylation. Nat. Struct. Mol. Biol..

[42] Ficz G (2013). FGF signaling inhibition in ESCs drives rapid genome-wide demethylation to the epigenetic ground state of pluripotency. Cell Stem Cell.

[43] Stadtfeld M, Maherali N, Breault DT, Hochedlinger K (2008). Defining molecular cornerstones during fibroblast to iPS cell reprogramming in mouse. Cell Stem Cell.

[44] Choi J (2017). Prolonged Mek1/2 suppression impairs the developmental potential of embryonic stem cells. Nature.

[45] Yagi M (2017). Derivation of ground-state female ES cells maintaining gamete-derived DNA methylation. Nature.

[46] Nakai-Futatsugi Y, Niwa H (2016). Zscan4 is activated after telomere shortening in mouse embryonic stem cells. Stem Cell Rep..

[47] Hemann MT, Strong MA, Hao LY, Greider CW (2001). The shortest telomere, not average telomere length, is critical for cell viability and chromosome stability. Cell.

[48] der-Sarkissian H, Bacchetti S, Cazes L, Londono-Vallejo JA (2004). The shortest telomeres drive karyotype evolution in transformed cells. Oncogene.

[49] Hao LY (2005). Short telomeres, even in the presence of telomerase, limit tissue renewal capacity. Cell.

[50] Pucci F, Gardano L, Harrington L (2013). Short telomeres in ESCs lead to unstable differentiation. Cell Stem Cell.

[51] Ohtsuka S, Niwa H (2015). The differential activation of intracellular signaling pathways confers the permissiveness of embryonic stem cell derivation from different mouse strains. Development.

[52] Ohtsuka S, Nishikawa-Torikai S, Niwa H (2012). E-cadherin promotes incorporation of mouse epiblast stem cells into normal development. PLoS ONE.

[53] Ben-David U (2014). Aneuploidy induces profound changes in gene expression, proliferation and tumorigenicity of human pluripotent stem cells. Nat. Commun..

[54] Baker DE (2007). Adaptation to culture of human embryonic stem cells and oncogenesis in vivo. Nat. Biotechnol..

[55] Chan YS (2013). Induction of a human pluripotent state with distinct regulatory circuitry that resembles preimplantation epiblast. Cell Stem Cell.

[56] Gafni O (2013). Derivation of novel human ground state naive pluripotent stem cells. Nature.

[57] Theunissen TW (2016). Molecular criteria for defining the naive human pluripotent state. Cell Stem Cell.

[58] Gu W (2016). Glycolytic metabolism plays a functional role in regulating human pluripotent stem cell state. Cell Stem Cell.

[59] Yang Y (2017). Derivation of pluripotent stem cells with in vivo embryonic and extraembryonic potency. Cell.

[60] Chen Z (2009). Birth of parthenote mice directly from parthenogenetic embryonic stem cells. Stem Cells.

[61] Huang J (2008). Efficient production of mice from embryonic stem cells injected into four- or eight-cell embryos by piezo micromanipulation. Stem Cells.

[62] Bao S (2009). Epigenetic reversion of post-implantation epiblast to pluripotent embryonic stem cells. Nature.

[63] Yeom YI (1996). Germline regulatory element of Oct-4 specific for the totipotent cycle of embryonal cells. Development.

[64] Tang F (2010). Tracing the derivation of embryonic stem cells from the inner cell mass by single-cell RNA-Seq analysis. Cell Stem Cell.

[65] Dan J (2014). Rif1 maintains telomere length homeostasis of ESCs by mediating heterochromatin silencing. Dev. Cell.

[66] Williams, E. S. & Bailey, S. M. Chromosome orientation fluorescence in situ hybridization (CO-FISH). *Cold Spring Harb. Protoc.***2009**, pdb prot5269 (2009).10.1101/pdb.prot526920147245

[67] Yang BX (2015). Systematic identification of factors for provirus silencing in embryonic stem cells. Cell.

[68] Weber M (2005). Chromosome-wide and promoter-specific analyses identify sites of differential DNA methylation in normal and transformed human cells. Nat. Genet..

# Supplementary material for: Feeders facilitate telomere maintenance and chromosomal stability of embryonic stem cells
**Source:** Nat Commun. 2018 Jul 5;9:2620. doi: 10.1038/s41467-018-05038-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Feeders facilitate telomere maintenance and chromosomal stability of embryonic stem cells**

Guo *et al.*

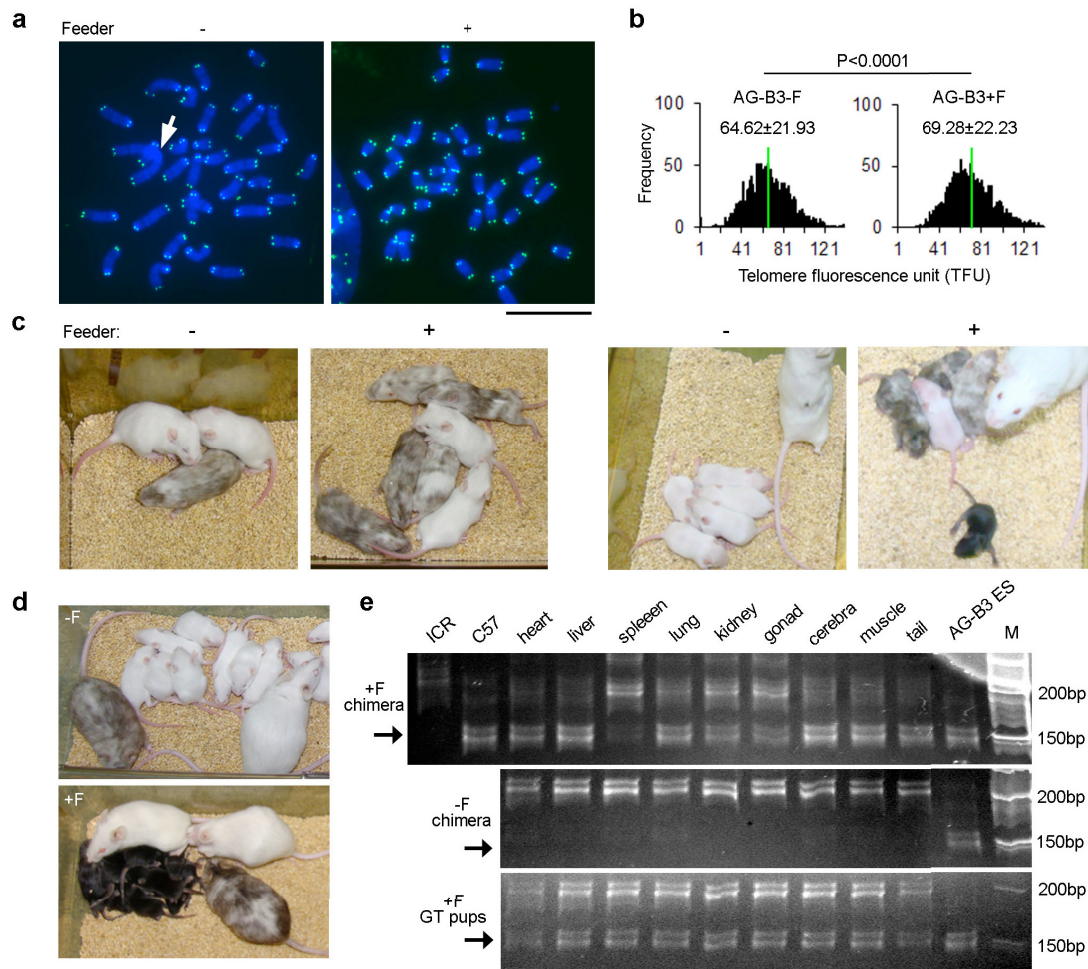

**Supplementary Figure 1 Feeder supports developmental pluripotency of mouse ESCs.** **a**, Telomere Q-FISH images of AG-B3 ESCs cultured on gelatin or feeder. Blue, chromosomes stained by DAPI; Green dots, telomeres. White arrow indicates chromosome fusion. Scale bar, 10  $\mu$ m. **b**, Histogram shows distribution of relative telomere length displayed as TFU by Q-FISH analysis. Green line indicates medium telomere length. Mean  $\pm$  s.d. of telomere length is shown above each panel. Telomere length was measured in AG-B3 ESC at passage 5 cultured with or without feeders. P value was calculated by Wilcoxon-Mann-Whitney rank sum test. **c**, Chimeric mice and all-black pups produced by injection of AG-B3 ESCs into four- or eight-cell albino ICR embryos. Representative photos from two independent experiments are shown. **d**, Chimeric mice and germline transmission (GT) pups from ESCs cultured with feeders (+F). **e**, Contributions of ESCs to various tissues of the chimera and GT pups by microsatellite genotyping analysis. DNA from ICR mice, C57 mice and AG-B3 ESC served as controls. -F, without feeders; +F, with feeders.

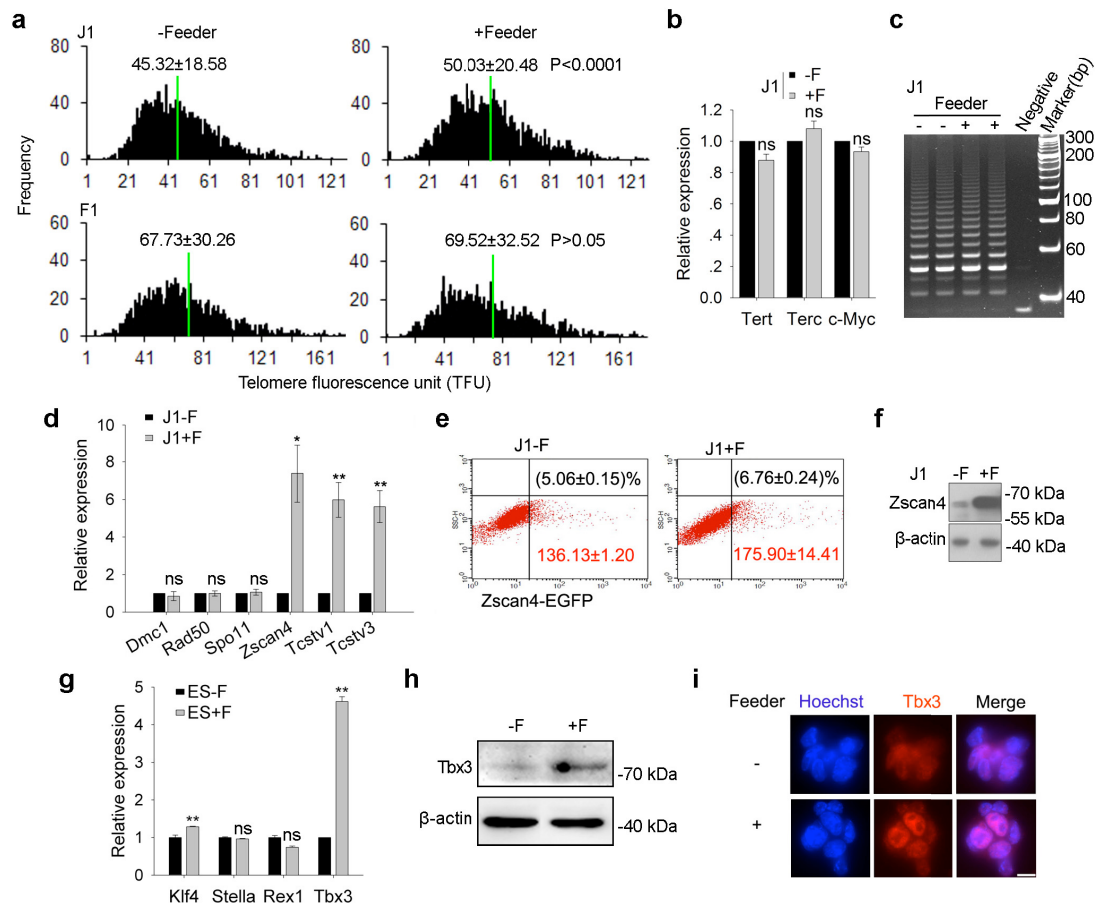

**Supplementary Figure 2 Elevated expression of Zscan4 and Tbx3 in ESCs cultured with feeders.** **a**, Histogram shows distribution of relative telomere length displayed as TFU by Q-FISH analysis of J1 and F1 ESCs. Green line indicates medium telomere length. Mean  $\pm$  s.d. of telomere length is shown above each panel. Telomere length was measured in ESCs at passage 5 cultured under feeder or feeder-free conditions. Wilcoxon-Mann-Whitney rank sum test. **b**, Relative expression levels of *Tert*, *Terc* and *c-Myc* in -F and +F J1 ESCs by qPCR. **c**, Telomerase activity measured by TRAP assay. Lysis buffer served as negative control. **d**, Relative gene expression levels in -F and +F J1 ESCs. **e**, Flow cytometry quadrantal diagram indicates percentage and mean fluorescence intensity of Zscan4<sup>+</sup> cells. **f**, Western blot analysis of Zscan4 protein levels.  $\beta$ -actin served as loading control. **g**, Expression of naive genes in -F and +F N33 ESCs. **h**, Western blot analysis of Tbx3. **i**, Immunofluorescence staining of Tbx3 in -F and +F ESCs. Scale bar, 10  $\mu$ m. Mean  $\pm$  s.e.m. from three independent experiments. \* $p < 0.05$ , \*\* $p < 0.01$ , ns, not significant ( $p > 0.05$ ). Student's t-test. -F, without feeders; +F, with feeders.

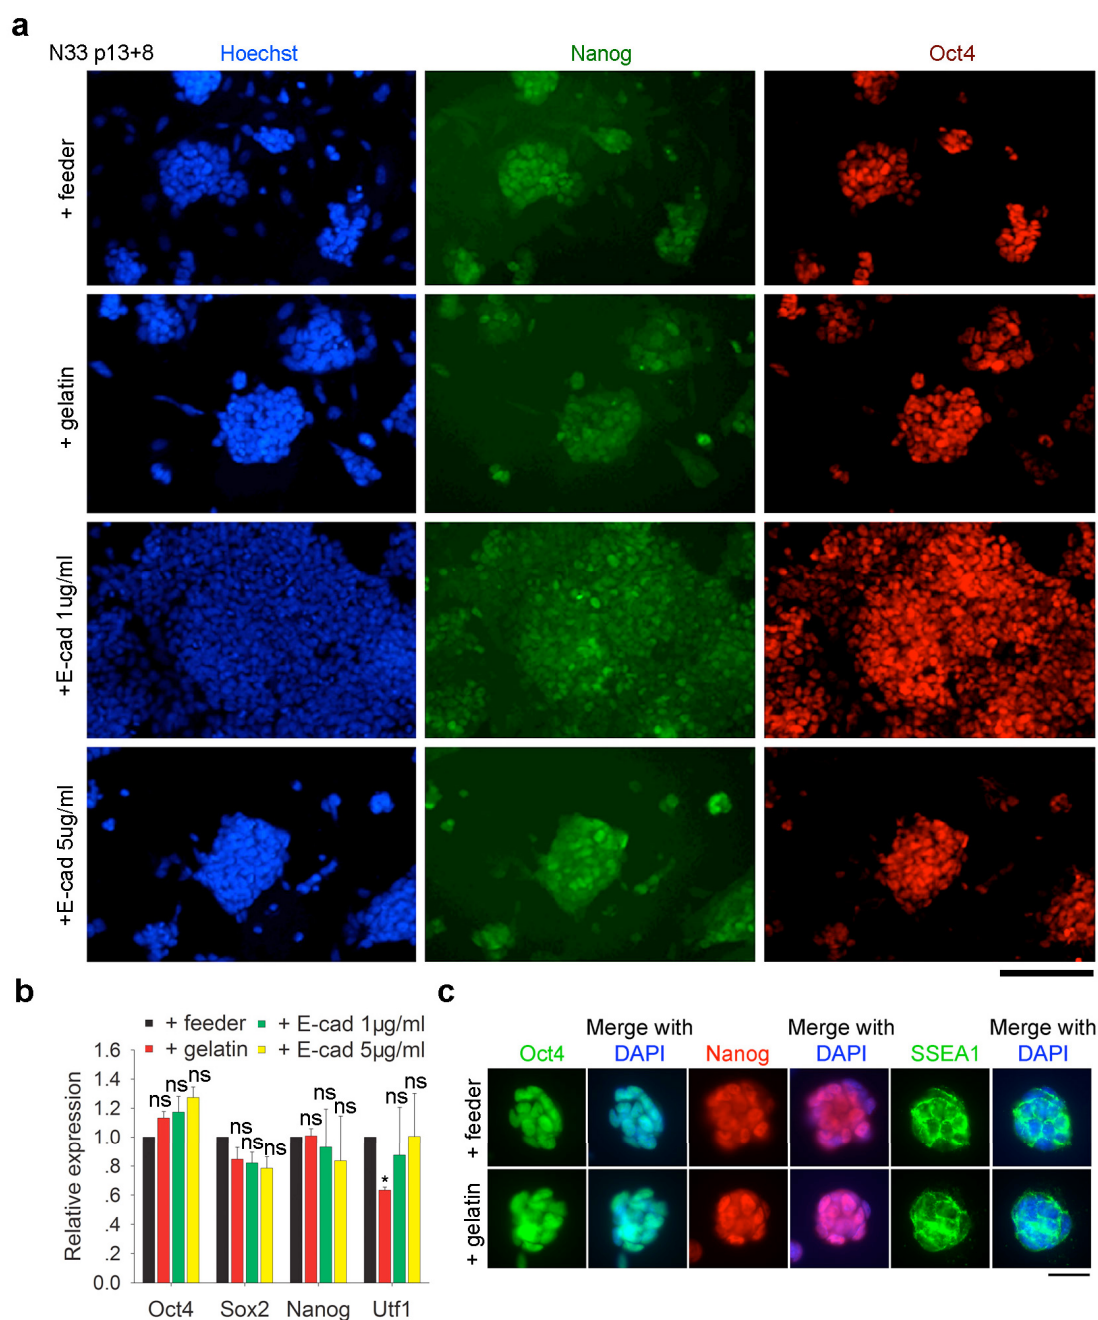

**Supplementary Figure 3 Expression of pluripotency marker genes in ESCs cultured with or without feeders.** **a**, Immunofluorescence staining of pluripotency-associated markers Nanog and Oct4. N33 ESCs were cultured on feeders or feeder-free gelatin-coated, or E-cad-fc-coated plates for 8 passages. Scale bar, 100  $\mu$ m. **b**, Expression of *Oct4*, *Sox2*, *Nanog* and *Utf1* of N33 ESCs by qPCR. \* $p < 0.05$ ; ns, not significant ( $p > 0.05$ ), compared with ESCs cultured on feeders. ANOVA with Fisher's protected least-significant difference (PLSD) analysis. **c**, Immunofluorescence of Oct4, Nanog and SSEA1 under higher magnification. Scale bar, 20  $\mu$ m.

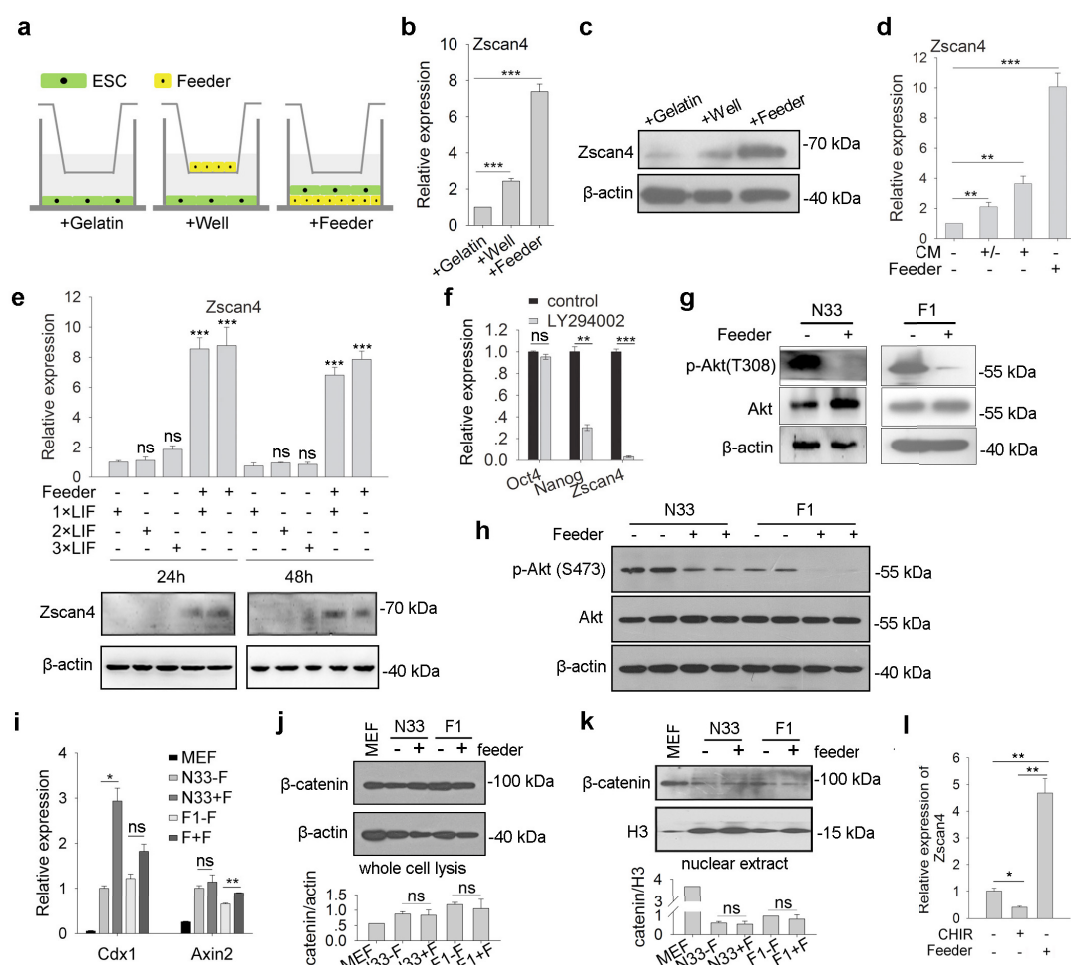

**Supplementary Figure 5 Signal transduction in ESCs cultured without (-F) or with feeders (+F).** **a**, Schematic diagram of trans-well assay. **b**, Expression of *Zscan4* by qPCR. **c**, Western blot analysis of *Zscan4* protein levels. **d**, Expression level of *Zscan4* is increased in feeder-conditioned medium (CM). +/-, CM was diluted with same volume of ESC medium. **e**, mRNA and protein levels (bottom panel) of *Zscan4* in ESCs treated with LIF from 1000 U/ml (1 $\times$ ), 2000 U/ml (2 $\times$ ) to 3000 U/ml (3 $\times$ ) for 24 h and 48 h. **f**, LY294002 (10  $\mu$ M) inhibits expression of *Nanog* and *Zscan4*, but not *Oct4*. **g,h**, Decreased phosphorylation levels of Akt at Thr308 (g) and Ser473 (h) in +F ESCs. **i**, Expression of Wnt targeting genes, *Cdx1* and *Axin2*. **j,k**, Protein levels of total (j) and nuclear (k)  $\beta$ -catenin in -F and +F ESCs by Western blot analysis. Bottom panel, Quantity using ImageJ software of  $\beta$ -catenin protein levels relative to  $\beta$ -actin or H3 served as internal control. **l**, Relative expression level of *Zscan4* by qPCR analysis following treatment of N33 ESCs with CHIR99021 (CHIR, 3  $\mu$ M) for three passages. Data represent mean  $\pm$  s.e.m. from three independent experiments. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001, ns, not significant ( $p$ >0.05). ANOVA with PLSD for b,d,e,l, and Student's t-test for i-k.

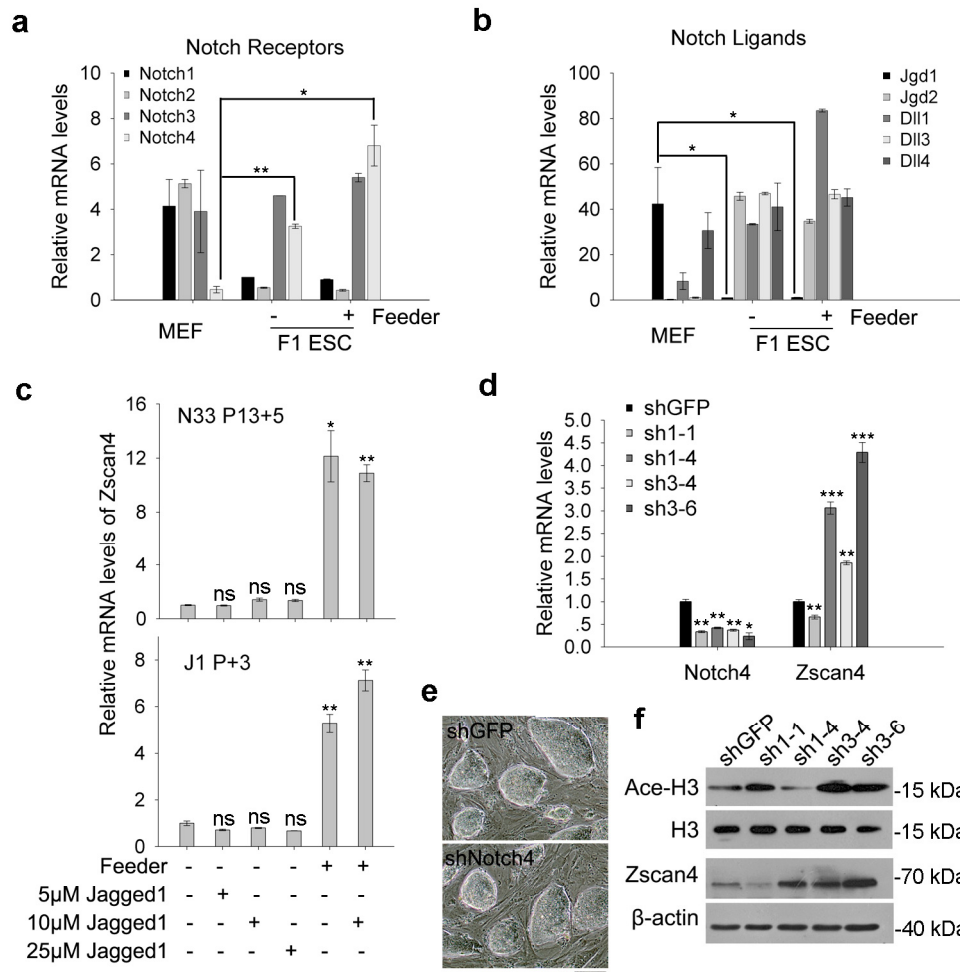

**Supplementary Figure 6 Notch signaling and up-regulation of *Zscan4* following knockdown of *Notch4* by shRNAs.** **a-b**, Relative expression level by qPCR analysis of Notch receptors (**a**) and ligands (**b**) in MEFs, and ESCs cultured with or without feeders. **c**, Expression of *Zscan4* in ESCs after treatment with Jagged1 peptides. **d**, Expression by qPCR analysis of *Zscan4* and *Notch4* after *Notch4* knockdown. **e**, Representative images of ESCs after transfection with a control shRNA construct (shGFP) or shRNAs targeting *Notch4*. Scale bar, 100 μm. **f**, Protein levels of *Zscan4* and Histone H3 acetylation by Western blot. Data represent Mean ± s.e.m. from three independent experiments. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , ns, not significant ( $p > 0.05$ ), compared between two selected groups for **a** and **b**, or compared with control groups for **c** and **d**. ANOVA with PLSD was used for the statistical analysis.

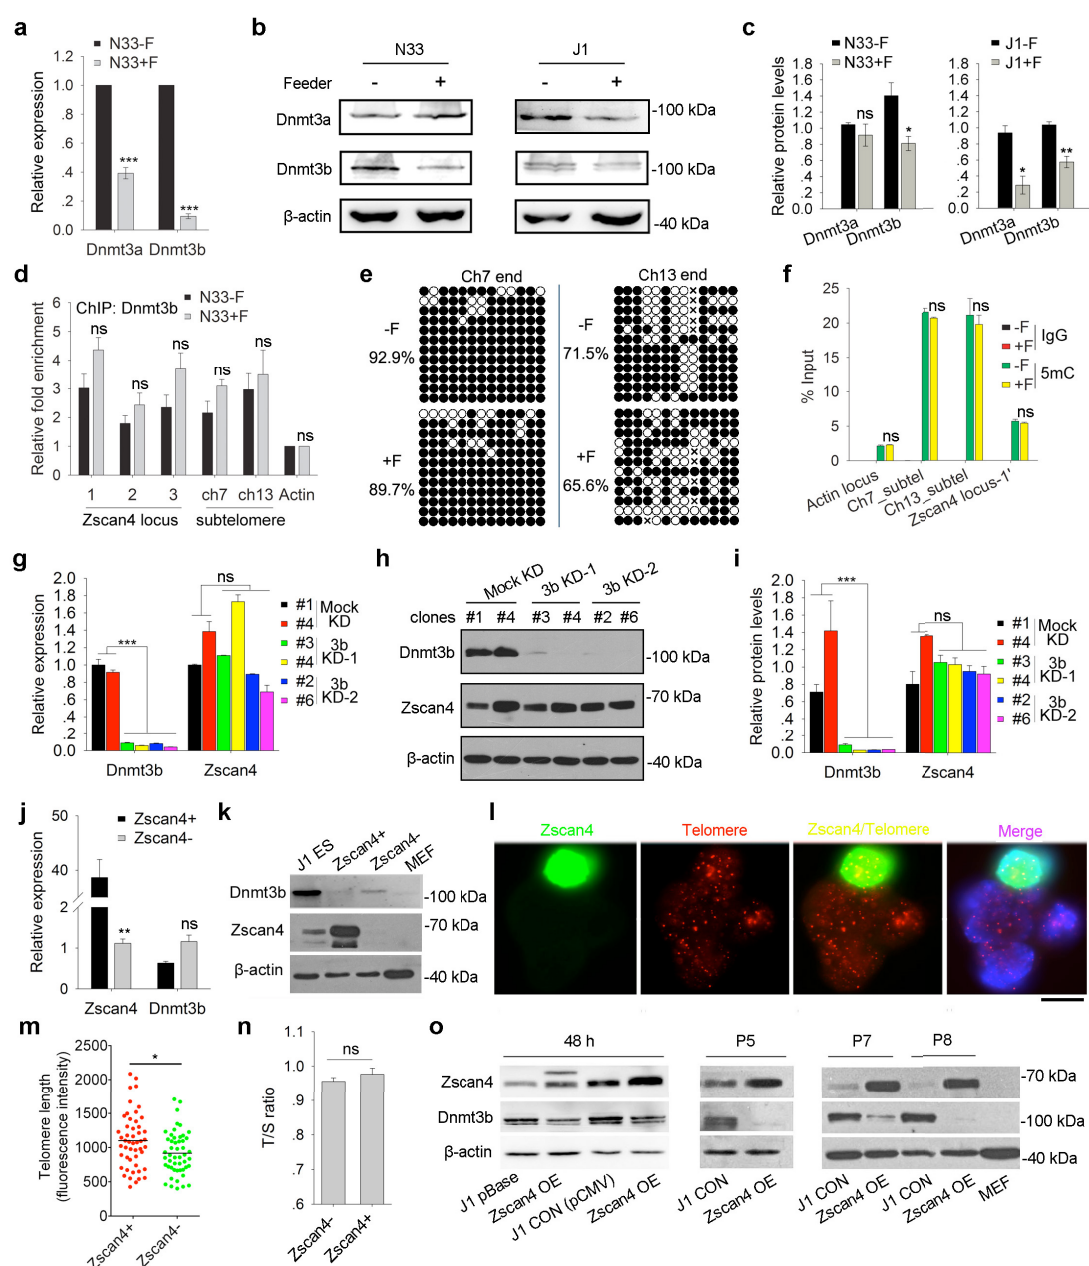

**Supplementary Figure 7 Feeders decrease *Dnmt3b* expression in ESCs. a**, Expression of *Dnmt3a* and *Dnmt3b* by qPCR. **b**, Western blot analysis of *Dnmt3a* and *Dnmt3b* protein levels in N33 and J1 ESCs. **c**, Relative protein levels of *Dnmt3a* and *Dnmt3b* normalized to  $\beta$ -actin by ImageJ software. **d**, ChIP-qPCR analysis of *Dnmt3b* occupancy at three proximal regions of *Zscan4c* promoter, subtelomere of chr7 and chr13. The  $\beta$ -actin locus served as control. **e**, Bisulfite sequencing analysis of DNA methylation at subtelomeric regions of chr7 and chr13. White circles indicate unmethylated cytosines; Black circles methylated cytosine and crosses mutation of cytosine. **f**, MeDIP-qPCR analysis of 5mC levels at subtelomeres of chr7, chr13 and *Zscan4c* promoter in -F and +F ESCs. The  $\beta$ -actin locus served as control. **g**, Expression of *Dnmt3b* and *Zscan4* after stable knockdown (KD) of *Dnmt3b* for 9 passages. Two different shRNA sequences against *Dnmt3b* were used. #, clones

picked. **h**, Western blot analysis of Dnmt3b and Zscan4 protein levels. **i**, Relative protein levels of Dnmt3b and Zscan4 in mock KD and *Dnmt3b* KD ESCs normalized to  $\beta$ -actin by ImageJ software. **j,k**, Expression levels of Zscan4 and Dnmt3b in Zscan4<sup>+</sup> and Zscan4<sup>-</sup> ESCs sorted by flow cytometry followed by qPCR (**j**) and by Western blot analysis (**k**). J1 ESCs and MEF served as positive and negative controls for *Zscan4* expression, respectively. **l**, Representative IF-FISH images of Zscan4 (green) and telomere (red). Scale bar, 10  $\mu$ m. **m**, Relative telomere lengths (fluorescence intensity) of Zscan4<sup>+</sup> and Zscan4<sup>-</sup> ESCs estimated by ImageJ. 50 cells were counted for each group. **n**, Relative telomere length shown as T/S ratio by qPCR. **o**, Changes of Dnmt3b protein levels following overexpression of *Zscan4*. Overexpression of *Zscan4* using two different vectors (Pbase or Pcmv) for 48 h immediately reduces Dnmt3b protein levels and stable overexpression of *Zscan4* also leads to reduced levels of Dnmt3b after several passages. Mean  $\pm$  s.e.m. from three independent experiments. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , ns, not significant ( $p > 0.05$ ). Student's t-test.

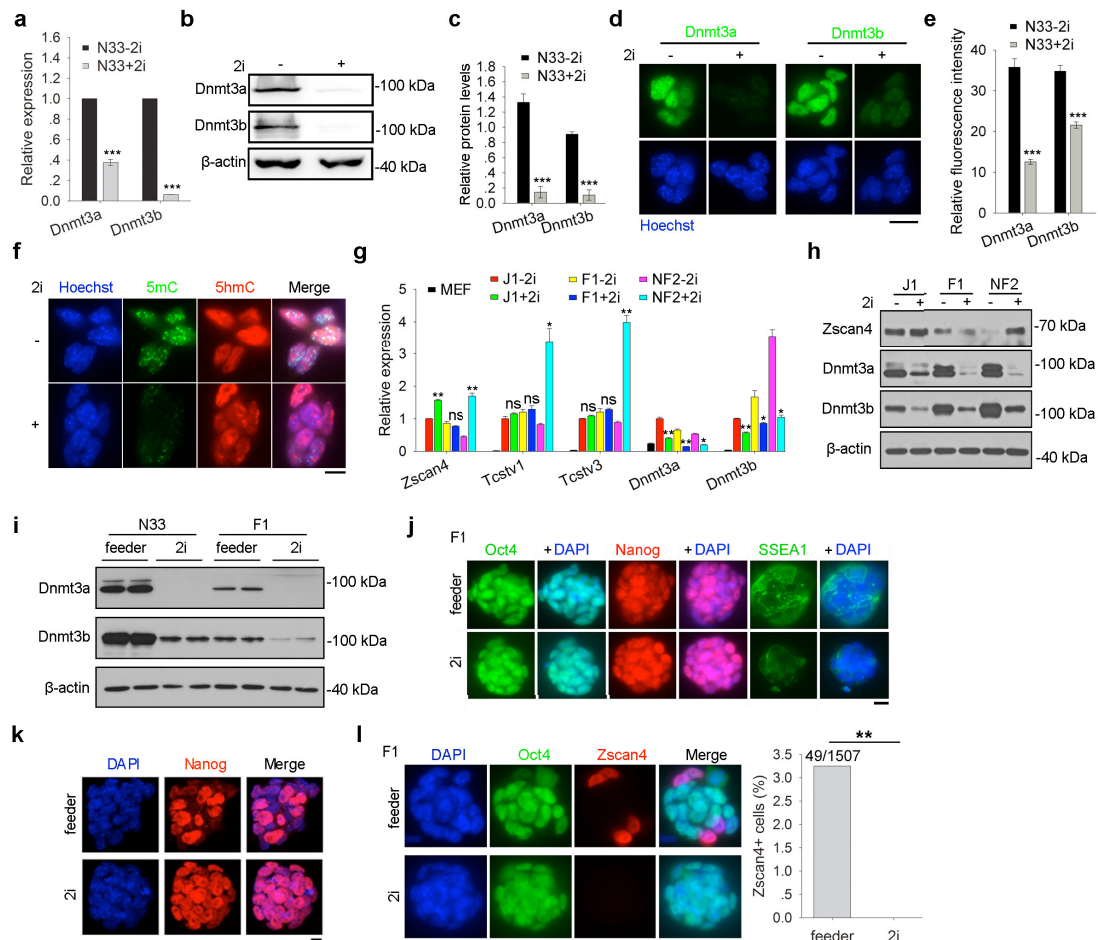

**Supplementary Figure 8 2i repress Dnmt3a/3b, SSEA1 and Zscan4.** 2i, PD0325901 (Mek inhibitor) and CHIR99021 (Gsk3 $\beta$  inhibitor). **a-h**, ESCs cultured under serum+feeder conditions added with 2i (+2i) or DMSO control (-2i) for 5 passages. **a**, Expression by qPCR analysis. **b**, Western blot analysis. **c**, Relative protein levels of Dnmt3a/b normalized to  $\beta$ -actin by ImageJ software. **d**, Immunofluorescence of Dnmt3a and Dnmt3b. Scale bar, 10  $\mu$ m. **e**, Relative fluorescence intensity of Dnmt3a and Dnmt3b by ImageJ. **f**, Immunofluorescence of DNA methylation by 5mC and DNA hydroxymethylation by 5hmC. Scale bar, 5  $\mu$ m. **g**, Gene expression by qPCR of three ESC lines. P values, compared with ESCs cultured without 2i (-2i). **h**, Western blot of Dnmt3a, Dnmt3b and Zscan4. **i**, N33 and F1 ESCs cultured for 5 and 3 passages, respectively, in serum+feeder+LIF or N2B27+2i+LIF conditions and protein levels of Dnmt3a/3b by Western blot. **j**, Immunofluorescence of Oct4, Nanog and SSEA1 in F1 ESCs (3 passages). Scale bar, 10  $\mu$ m. **k**, Immunofluorescence of Nanog by Confocal Laser Scanning Microscope indicating more homogenous expression of Nanog in 2i culture. Scale bar, 10  $\mu$ m. **l**, Immunofluorescence of co-staining of Oct4 and Zscan4 in F1 ESCs. Scale bar, 10  $\mu$ m. Right panel, Percentage of Zscan4<sup>+</sup> cells in approximately 1,500 ESCs counted. Mean  $\pm$  s.e.m. from three independent experiments. \* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  < 0.001, ns, not significant ( $p$  > 0.05).  $\chi^2$  test for l, and Student's t-test for a, c, e, g.

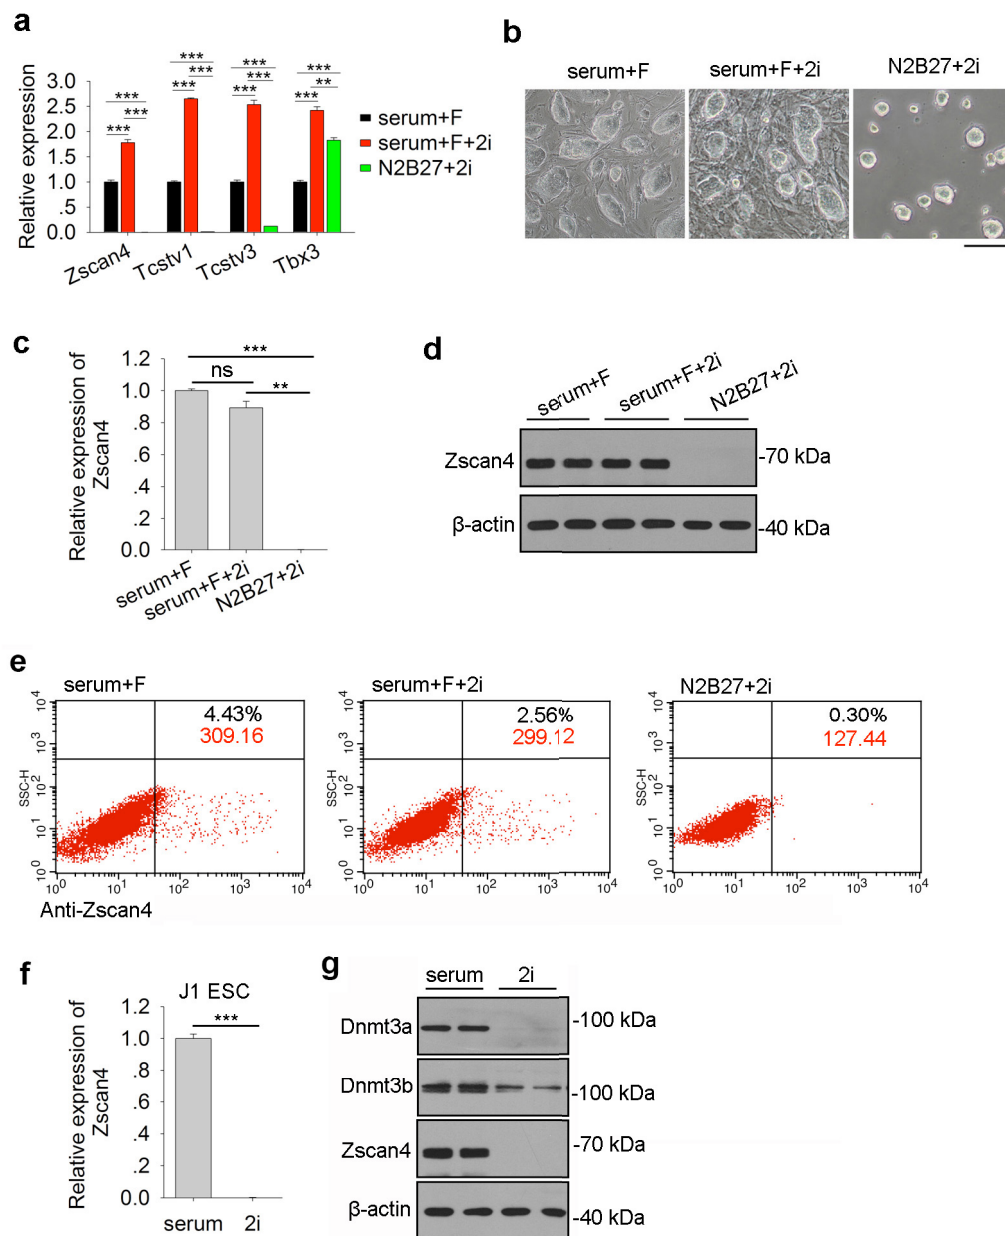

**Supplementary Figure 9 Zscan4 is repressed in ESCs cultured in N2B27+2i/L medium.** **a**, Expression by qPCR of indicated genes of N33 ESCs cultured for 5 passages in three conditions. **b**, Morphology of N33 ESC colonies under bright field with phase-contrast optics. Scale bar, 100  $\mu$ m. **c**, Relative expression of *Zscan4* as measured by qPCR analysis of ESCs cultured for four passages. **d**, *Zscan4* protein levels by Western blot. **e**, Flow cytometry quadrantal diagram indicating proportion and mean fluorescence intensity of *Zscan4*<sup>+</sup> cells in a ESC population. **f**, qPCR analysis of *Zscan4* mRNA levels of J1 ESCs cultured in serum+feeder and 2i/L conditions for four passages. **g**, Western blot analysis of Dnmt3a, Dnmt3b and *Zscan4* protein levels.  $\beta$ -actin served as loading control. Mean  $\pm$  s.e.m. from three independent experiments. \*\* $p$  < 0.01, \*\*\* $p$  < 0.001, ns, not significant ( $p$  > 0.05). ANOVA with PLSD for a,c, and Student's t-test for f.

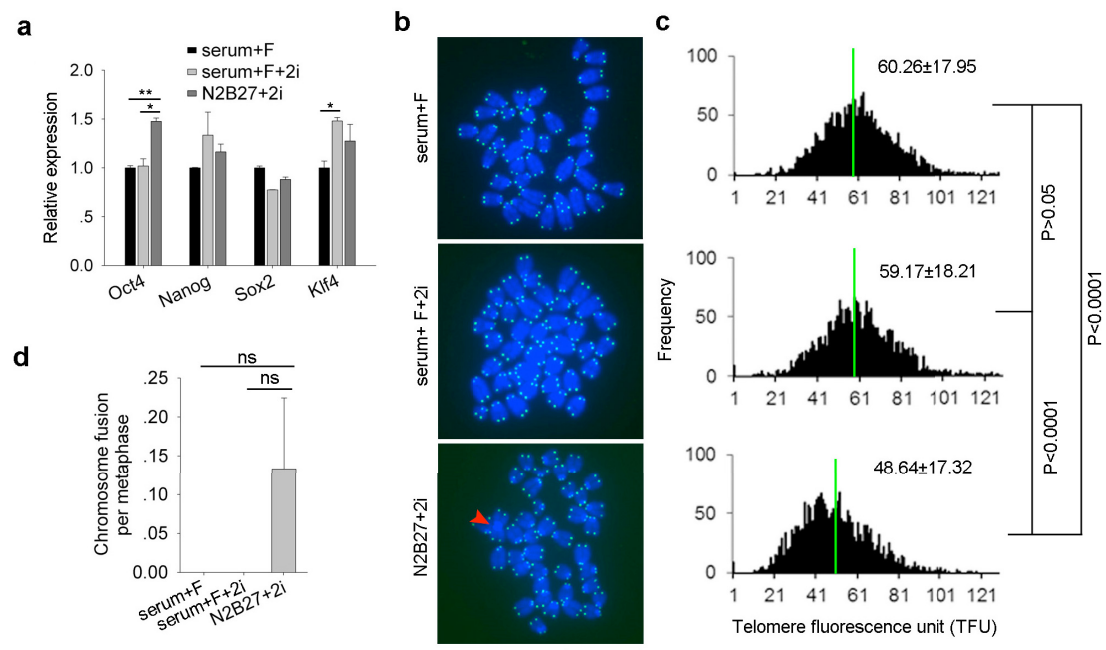

**Supplementary Figure 10 Shorter telomeres in N33 ESCs cultured in N2B27+2i/L media compared with cultures with feeders.** **a**, Expression levels of pluripotency-associated genes by qPCR of ESCs cultured for five passages. Mean  $\pm$  s.e.m. from three independent experiments. \*p < 0.05, \*\*p < 0.01. ANOVA with PLSD. **b**, Representative telomere Q-FISH images. Blue, chromosomes stained by DAPI; Green dots, telomeres. Red arrowhead indicates chromosome fusion. **c**, Histogram displaying distribution of relative telomere length shown as TFU. Green line indicates medium telomere length. Mean  $\pm$  s.d. of telomere length is shown at right corner of each panel. Wilcoxon-Mann-Whitney rank sum test. **d**, Frequency of chromosomal fusion per metaphase. ns, not significant (p > 0.05). ANOVA with PLSD.

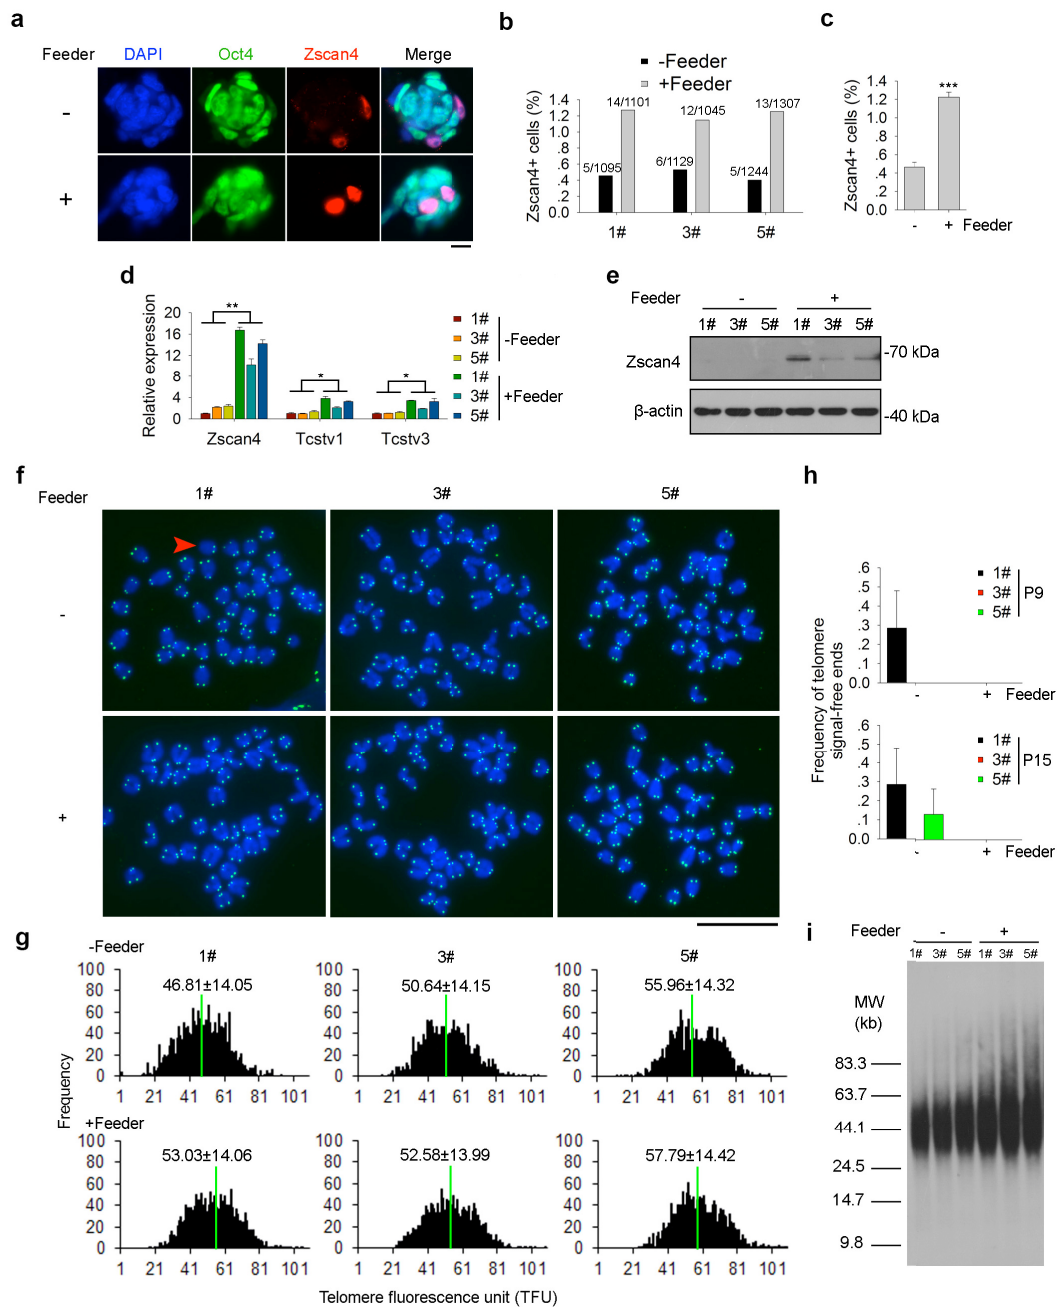

**Supplementary Figure 11 Zscan4 expression and telomere elongation in 129xC57/B6 ESCs cultured with feeders compared to those without feeders.** ESCs were initially maintained in serum+feeder+LIF condition for 4 passages, and then were split onto plates with or without feeders for 5 passages (P9) or 11 passages (P15). Three independent ESC lines (1#, 3#, 5#) were used for analysis of gene expression and telomere lengths. 129xC57/B6 ESCs exhibited high developmental pluripotency as determined by TEC assay. At passage 5, 23 embryos were transferred following injection of the ESCs into tetraploid albino embryos, and of 8 live pups born, four ESC-pups live to adults (over 5 weeks). At passage 14, 7 live pups were born from 40 embryos and 6 of them were still alive. **a**, Immunofluorescence co-staining of Oct4 and Zscan4. Scale bar, 10  $\mu$ m. **b**, Percentage of Zscan4<sup>+</sup> cells for

each cell line (shown are number of ESCs counted). **c**, Percentage of *Zscan4*<sup>+</sup> cells for all cell lines. Mean  $\pm$  s.e.m, \*\*\* $p < 0.001$ . Student's t-test. **d**, Relative expression levels by qPCR of *Zscan4*, *Tcstv1* and *Tcstv3*. Mean  $\pm$  s.d, \* $p < 0.05$ , \*\* $p < 0.01$ . Student's t-test. **e**, Western blot of *Zscan4* in ESCs cultures with or without feeders. **f**, Representative telomere Q-FISH images of ESCs cultured on gelatin or feeders at P9. Blue, chromosomes stained by DAPI; Green dots, telomeres; Red arrowhead indicate telomere signal-free ends. **g**, Histogram shows distribution of relative telomere length displayed as TFU by Q-FISH analysis. Green line indicates medium telomere length. Mean  $\pm$  s.d. of telomere length is shown above each panel. Scale bar, 10  $\mu$ m. **h**, Frequency of telomere signal-free ends indicative of shortest telomere per metaphase at P9 and P15. Mean  $\pm$  s.e.m. **i**, Telomere length distribution shown as TRF by Southern blot analysis at P9.

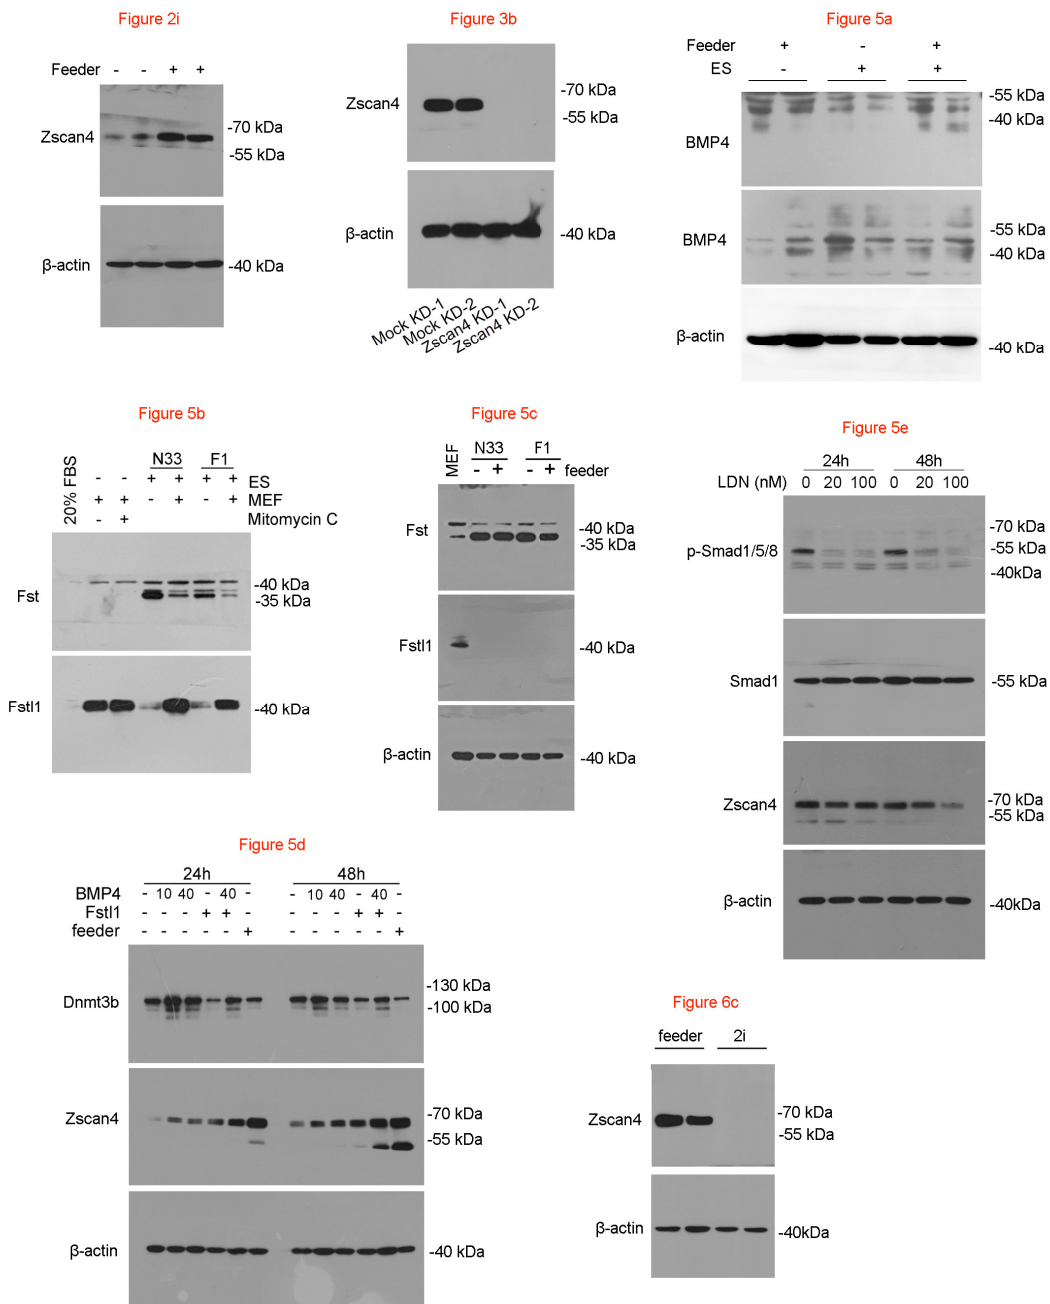

**Supplementary Figure 12 Uncropped scans of Western blot with molecular weight markers. Related figure is indicated in red.**

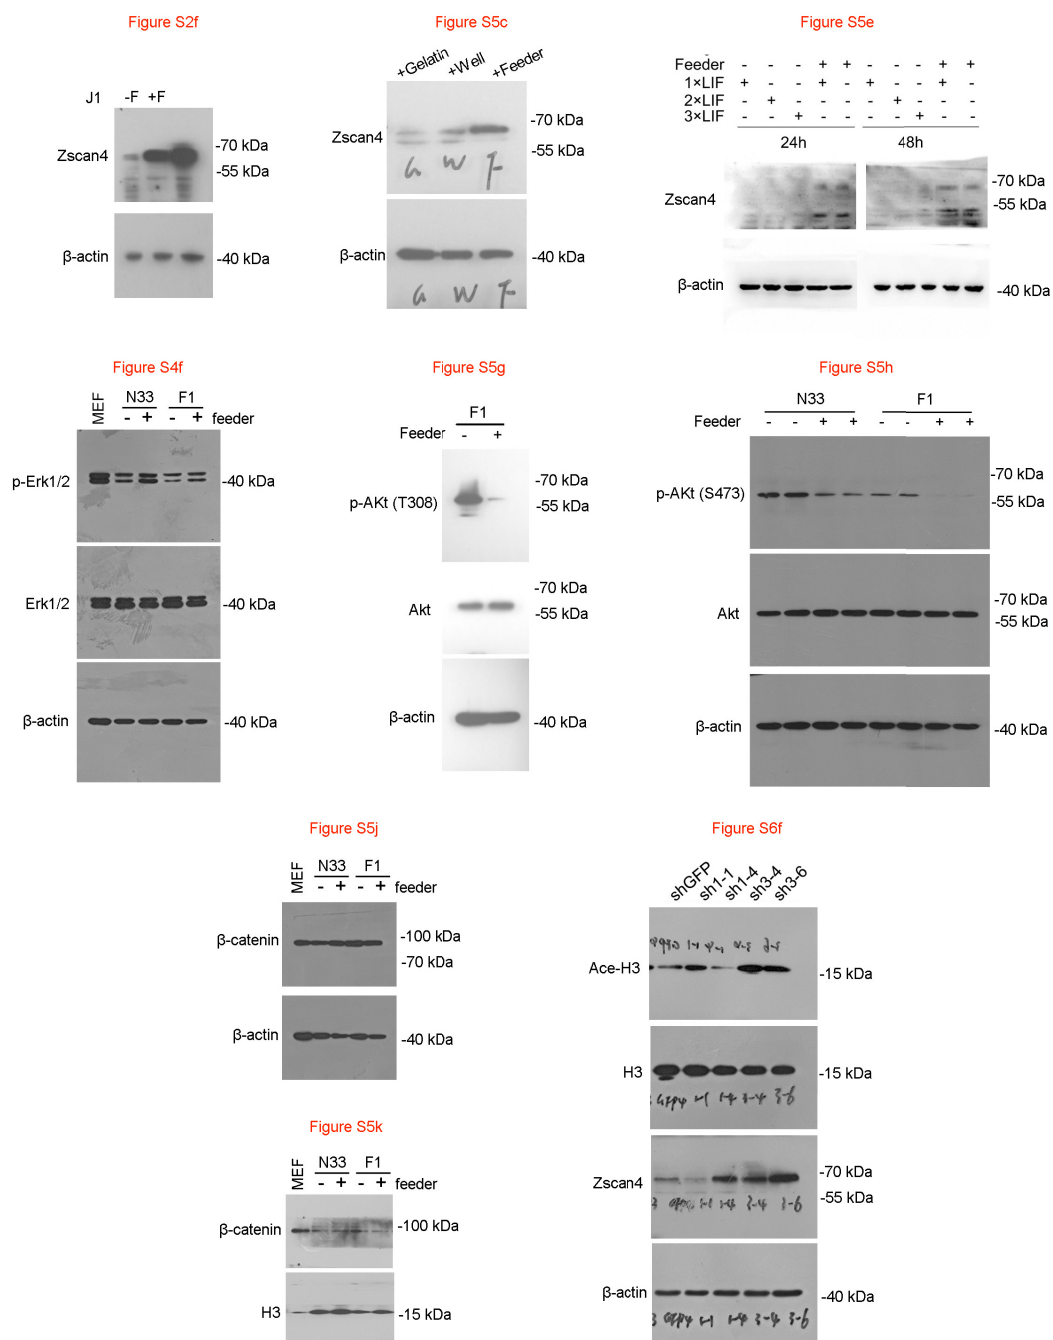

**Supplementary Figure 12 (continued) Uncropped scans of Western blot with molecular weight markers.** Related figure is indicated in red.

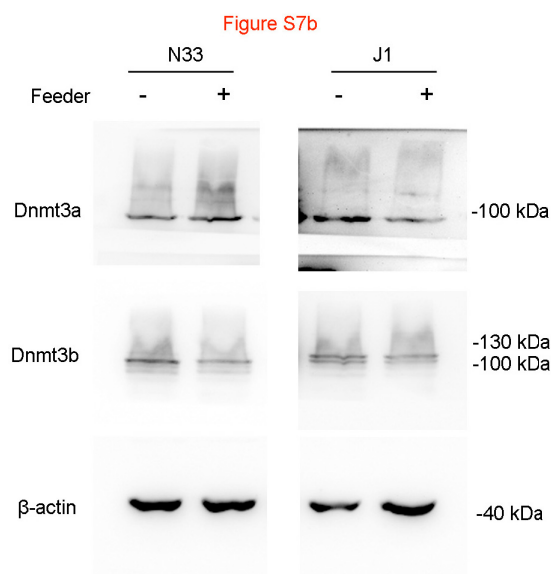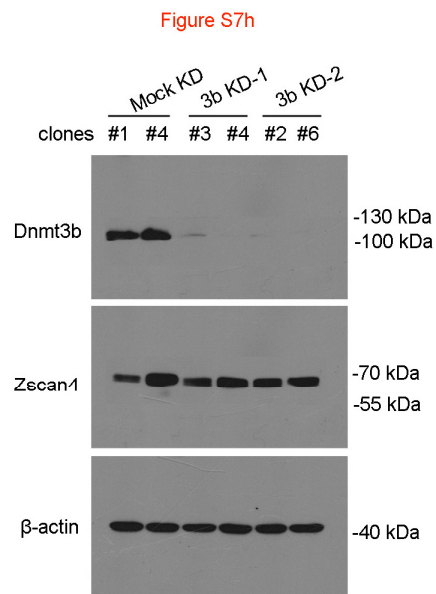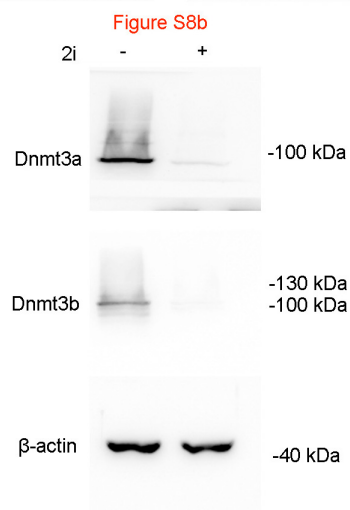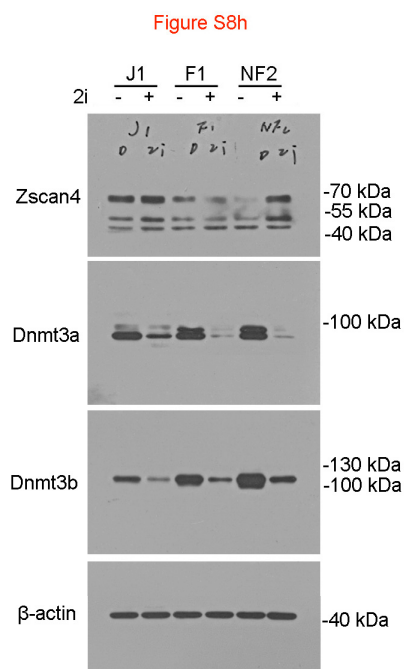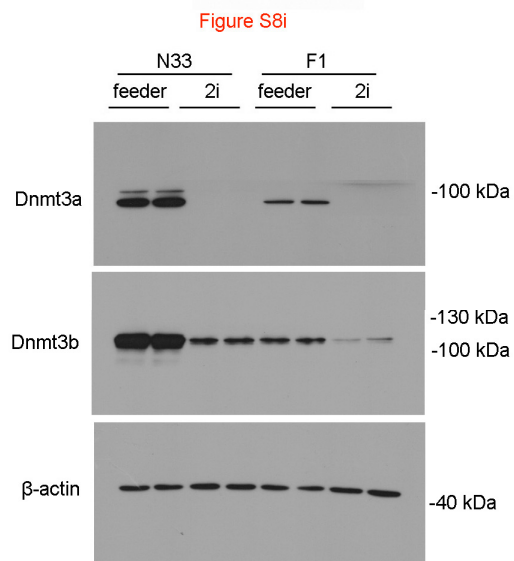

**Supplementary Figure 12 (continued) Uncropped scans of Western blot with molecular weight markers.** Related figure is indicated in red.

Figure S9d

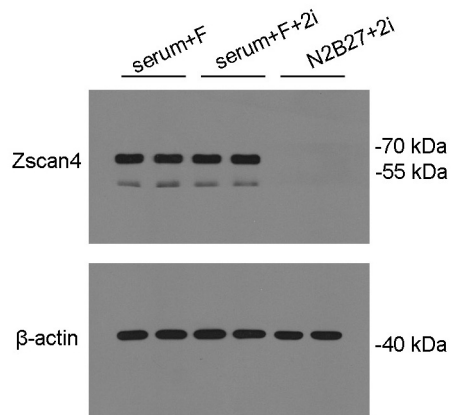

Figure S9g

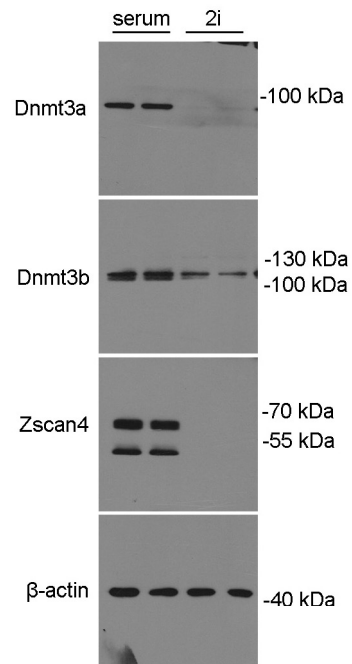

Figure S11e

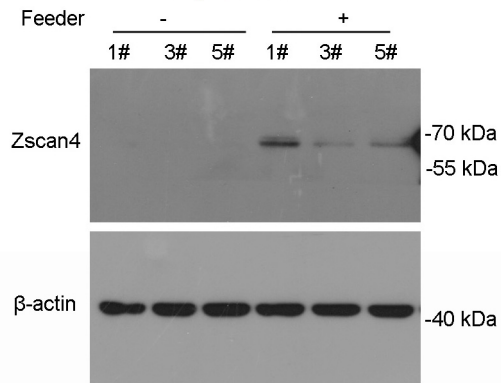

**Supplementary Figure 12 (continued) Uncropped scans of Western blot with molecular weight markers.** Related figure is indicated in red.

**Supplementary Table 1 Efficiency in production of chimeras**

| Cultures | No. embryos<br>Injected | Pups born<br>(%) | No. Chimeras (%) | No. GT mice (%) |
|----------|-------------------------|------------------|------------------|-----------------|
| -F       | 39                      | 8(20.5)          | 1(12.5)          | 0               |
| +F       | 61                      | 12(19.7)         | 9(75)            | 2(16.7)         |

ESC were injected into four- or eight-cell embryos. AG-B3 ESCs were cultured with or without feeder for 4 passages prior to injection. -F, without feeders; +F, with feeders; GT: germline transmission.

**Supplementary Table 2 Primers for qPCR analysis**

| <b>Genes</b> | <b>Forward</b>            | <b>Reverse</b>            |
|--------------|---------------------------|---------------------------|
| Oct4         | TTGGGCTAGAGAAGGATGTGGTT   | GGAAAAGGGACTGAGTAGAGTGTGG |
| Sox2         | GCACATGAACGGCTGGAGCAACG   | TGCTGCGAGTAGGACATGCTGTAGG |
| Nanog        | TTGCTTACAAGGGTCTGCTACT    | ACTGGTAGAAGAATCAGGGCT     |
| Utf1         | TTCGCCGCCGCTCTACT         | CAGGGGCAGGTTTCGTCAAT      |
| Tert         | ACTGGTGGAGATCATCTTTCTGGG  | ACCTGAGGAGTCTGACATATTGGC  |
| Terc         | CATTAGCTGTGGGTTCTGGTCT    | TCCTGCGCTGACGTTTGT        |
| Dmc1         | CAGATCCAGGAGCAACTATGA     | CGATCCTCAGTTCTCCTCTT      |
| Rad50        | TGATAAGTTGTCTTGGGGTTTCC   | CTGTGTCTGACGCACCTGT       |
| Spo11        | GCTGGACAGCATCCTGAAGAGG    | GGGTAAGTACACTCTGGACA      |
| Zscan4       | AAATGCCTTATGTCTGTTCCCTATG | TGTGGTAATTCCTCAGGTGACGAT  |
| Tcstv1       | TGAACCCTGATGCCTGCTAAGACT  | AGATGGCTGCAAAGACACAAGTGC  |
| Tcstv3       | AGAAAGGGCTGGAACCTGTGACCT  | AAAGCTCTTTGAAGCCATGCCCAG  |
| Klf4         | CCATCGGACCTACTTATCTGC     | AAAACCTCAAACCAAAACCC      |
| Stella       | CCCAATGAAGGACCCTGAAAC     | AATGGCTCACTGTCCCGTTCA     |
| Rex1         | ACGAGTGGCAGTTTCTTCTTGGA   | TATGACTCACTTCCAGGGGGCACT  |
| Tbx3         | CCACCCGTTCCCTCAATTTGAACAG | CGGAAGCCATTGATGGTAAAGCTG  |
| Dnmt3a       | CAGCACCATTCCTGGTCATGCAAA  | TCCTGTGTGGTAGGCACCTGAAA   |
| Dnmt3b       | GCACAACCAATGACTCTGCTGCTT  | AGGACAAACAGCGGTCTTCCAGAT  |
| Cdx1         | CAACGCCTAGAGCTGGAAAA      | GATCTTTACCTGCCGCTCTG      |
| Axin2        | CCAACACTTTGGCACAGCTA      | TTCCTGTCCCTCTGCTGACT      |
| Notch1       | AGTGTGAGAGGCCAGCAAGAAGAA  | TGATTGTCGTCCATCAGAGCACCA  |
| Notch2       | TTCATGACATGCAGCCTTTGGCTC  | AGGAACTGGATGTAACCTGCCCAA  |
| Notch3       | AAATACAGGGCAGAAGGTGGGAGT  | AAAGGACTGTGACCAGGTGCCATA  |
| Notch4       | CCAGAATGCGAGACAGAACTG     | CAGGTGCAGGAATAGCCCTC      |
| Jagged1      | TAGTGAATGTGCCCTGGTGTCCAT  | ATGATCCTAAGGCTGCCATCACCA  |
| Jagged2      | CGTATGGTGGACACGAAAGCG     | GGTTGCGGATGGGATTGAGC      |
| Delta-like1  | ACGGAGAAGGTTGCTCTGTGTTCT  | TCATCACACCCTGGCAGACAGATT  |
| Delta-like3  | AGTTCGTGCGCTGACTGGAATCAT  | AGGATCAGGCCTCTCGTGCATAAA  |
| Delta-like4  | TTCGCCAAATCTTACCCACA      | CACCAACTCCTTCGTCTGCA      |
| Gapdh        | TCAACAGCAACTCCCACTCTTCCA  | ACCACCCTGTTGCTGTAGCCGTAT  |

**Supplementary Table 3 Antibodies**

| Antibody           | Source                   | Cat. No.          | Dilution (IF) | Dilution (WB) |
|--------------------|--------------------------|-------------------|---------------|---------------|
| Nanog              | Abcam                    | ab80892           | 1/200         |               |
| Oct3/4             | Santa Cruz Biotechnology | sc-5279           | 1/200         |               |
| SSEA1              | Millipore                | MAB4301           | 1/200         |               |
| Zscan4             | Millipore                | AB4340            | 1/200         | 1/1000        |
| Trf1               | Alpha Dragroscopic       | TRF12-S           | 1/10000       |               |
| γH2AX              | Millipore                | 05-636            | 1/200         |               |
| β-actin            | Abmart                   | P30002            |               | 1/1000        |
| Tbx3               | Santa Cruz Biotechnology | sc-31657          | 1/200         | 1/500         |
| p-Akt (Thr308)     | Cell Signalling          | 2965              |               | 1/1000        |
| p-Akt (Ser473)     | Cell Signalling          | 4060              |               | 1/1000        |
| pan-Akt            | Cell Signalling          | 4691              |               | 1/1000        |
| β-catenin          | Abcam                    | ab16051           |               | 1/2000        |
| p-ERK1/2           | Cell Signalling          | 9101              |               | 1/1000        |
| ERK1 (K23)         | Santa Cruz Biotechnology | sc-94             |               | 1/2000        |
| BMP4               | Abclonal                 | A1565             |               | 1/500         |
| Follistatin        | Abcam                    | ab64490           |               | 1/1000        |
| Follistatin like 1 | R&D Systems              | AF1738            |               | 1/1000        |
| p-Smad1/5/8        | Cell Signalling          | 9511              |               | 1/1000        |
| Smad1              | Cell Signalling          | 9743              |               | 1/1000        |
| Ace-H3             | Millipore                | 06-599            |               | 1/3000        |
| H3                 | Abcam                    | ab1791            |               | 1/5000        |
| Dnmt3a             | Abcam                    | ab13888           |               | 1/500         |
| Dnmt3b             | Abcam                    | ab13604           |               | 1/1000        |
| 5mC                | Millipore                | NA81 (for IF)     | 1/100         |               |
| 5mC                | Active Motif             | 39649 (for MeDIP) |               |               |
| 5hmC               | Active Motif             | 39769             |               |               |

IF: immunofluorescence; WB: Western blot; MeDIP: methylated DNA immunoprecipitation

**Supplementary Table 4 ChIP-qPCR primers for Zscan4 loci and sub-telomeres**

| Primer          | Forward                   | Reverse                   |
|-----------------|---------------------------|---------------------------|
| Zscan4 locus-1  | CAGTGAGGTGGAGGAATAGG      | AAGCTTCCAAAAGGCAATAT      |
| Zscan4 locus-1' | GGGCTGAGCTGAGACTGATGACC   | CACTTCAGCATCCACACTGGAGAGA |
| Zscan4 locus-2  | GCATTATCTGTTCTCTGGGTC     | AACTCCTGTTCTCTGGGTGGG     |
| Zscan4 locus-3  | TCCCTAGAATACAGTCCTCA      | GTAAGAATCCTTGATAGTGGG     |
| subtel_chr7     | GGGGGTCTTGATACAACTTCAGAA  | TGCTGTTTCCCACCTTGACCTGTCC |
| subtel_chr13    | GCACACTTGGTGGGCTAAGAAGATG | TTAAATCCTGACCAAAATGCCTGGC |
| $\beta$ -actin  | CGTGTGACAAAGCTAATGAGGCTG  | CTAAGTTCAGTGTGCTGGGAGTCT  |

**Supplementary Table 5 Primers for bisulfite sequencing**

| Primer   | Forward                   | Reverse                   |
|----------|---------------------------|---------------------------|
| Ch7 end  | GGGGGTTTTGATATAATTTTAGAA  | ATAAAAAACAACCCTTAACACATAC |
| Ch13 end | TTGGTATATTTGGTGGGTAAAGAAG | AATCCACAATTCTCCTTCAAAAATA |

**Supplementary Table 6 Knockdown sequences**

| shRNA                 | Sequence                                                                    |
|-----------------------|-----------------------------------------------------------------------------|
| control shRNA forward | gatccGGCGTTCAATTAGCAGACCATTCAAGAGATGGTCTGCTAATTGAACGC<br>CTTTTTTAAGCTTg     |
| control shRNA reverse | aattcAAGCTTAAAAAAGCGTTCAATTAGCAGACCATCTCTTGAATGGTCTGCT<br>AATTGAACGCCg      |
| Dnmt3b sh-1 forward   | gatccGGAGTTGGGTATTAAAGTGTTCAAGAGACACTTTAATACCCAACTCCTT<br>TTTTTAAGCTTg      |
| Dnmt3b sh-1 reverse   | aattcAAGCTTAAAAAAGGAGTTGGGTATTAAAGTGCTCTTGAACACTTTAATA<br>CCCAACTCCg        |
| Dnmt3b sh-2 forward   | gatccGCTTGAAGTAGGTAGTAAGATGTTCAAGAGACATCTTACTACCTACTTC<br>AAGCTTTTTTAAGCTTg |
| Dnmt3b sh-2 reverse   | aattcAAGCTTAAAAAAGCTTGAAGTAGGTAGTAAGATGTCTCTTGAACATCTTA<br>CTACCTACTTCAAGCg |
| Notch4 sh-1 forward   | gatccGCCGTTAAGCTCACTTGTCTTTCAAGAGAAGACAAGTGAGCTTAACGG<br>TTTTTAAGCTTg       |
| Notch4 sh-1 reverse   | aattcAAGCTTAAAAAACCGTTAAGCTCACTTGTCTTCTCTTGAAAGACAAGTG<br>AGCTTAACGGCg      |
| Notch4 sh-3 forward   | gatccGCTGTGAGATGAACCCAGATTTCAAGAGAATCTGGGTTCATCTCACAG<br>TTTTTAAGCTTg       |
| Notch4 sh-3 reverse   | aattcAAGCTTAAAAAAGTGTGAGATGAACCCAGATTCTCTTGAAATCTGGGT<br>CATCTCACAGCg       |

---

|                     |                                                                       |
|---------------------|-----------------------------------------------------------------------|
| Zscan4 sh-1 forward | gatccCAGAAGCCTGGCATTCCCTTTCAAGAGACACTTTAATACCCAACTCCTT<br>TTTTAAGCTTg |
| Zscan4 sh-1 reverse | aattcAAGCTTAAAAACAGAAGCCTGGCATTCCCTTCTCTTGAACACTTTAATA<br>CCCAACTCCg  |
| Zscan4 sh-2 forward | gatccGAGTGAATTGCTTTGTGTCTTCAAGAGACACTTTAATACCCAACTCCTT<br>TTTTAAGCTTg |
| Zscan4 sh-2 reverse | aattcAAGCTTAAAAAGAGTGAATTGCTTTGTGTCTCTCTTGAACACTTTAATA<br>CCCAACTCCg  |

---

How the deposited data were processed for this re-analysis (not part of the article)

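N33 ESCs were sequenced in 4 culture conditions with 2 replicates each: without feeders in serum (−F), with feeders in serum (F), with feeders, serum and 2i (F2i), and in N2B27 with 2i and neither feeders nor serum (NB2i). Samples were assigned to conditions and replicates from their labels and the Methods of the paper. The authors sequenced poly-A RNA as single-end reads of 50 bases on a BGISEQ-500, mapped the reads to mm10 with Bowtie2 and quantified genes with RSEM. The authors deposited for each sample a list of genes with 2 measures, and no sample was pooled with another. The expected count deposited by the authors is RSEM's estimate of the number of reads from a gene, not normalized and not always whole, and 29.8% of the values were not whole. The FPKM deposited by the authors is that estimate divided by transcript length and by the sample's depth. Total expected counts were from 20129641 to 20664488 per sample with a median of 20438563, so that the deepest sample had 1.0266 times the counts of the shallowest.

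Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest). TMM normalization factors lay between 0.9775 and 1.0283. All 8 samples entered one fit with the condition as its factor and no block, which leaves 4 residual degrees of freedom before the tests share information across genes. Genes with at least 10 counts in at least 2 samples were kept, 15287 of 20278. P-values were adjusted by Benjamini and Hochberg's method within each comparison, and genes past an adjusted p of 0.05 and a fold change of at least 2 were counted, the thresholds of the paper. The standard error of a log2 fold change was taken from the estimate and its F statistic. The biological coefficient of variation was 3.254%, so the adjusted p-values are very small for moderate changes and rest on the model, since 2 samples against 2 cannot reach an exact permutation p under 0.3333. For a gene without counts in a group, the size of the fold change depends on the prior count that edgeR adds. Counts of the Zscan4, Usp17l and Tcstv families were also summed and tested as added rows, because their members are near-identical and RSEM divides shared reads among them. Such sums were left out of the numbers of genes. Means and SDs of FPKM, Z-scores on log2(FPKM + 1) and Pearson's r across genes were computed without a test.

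The scripts were tested on simulated data with 200 changed genes among counts drawn from the means and depths of the real samples. In this check edgeR recovered 200 with 1 false call, DESeq2 200 with 0, and limma 199. The changes were planted only in genes with many counts, lay well past the fold change threshold and had one fixed spread, so high recovery was likely. Genes with few counts, or silent in one group, were not covered by it. Replicates were compared with a chi-square test of their counts, which gave 1.837 to 3.546 per degree of freedom within conditions. This is above the 1 of repeated sequencing of one library, so every sample was kept as its own replicate. The test cannot tell separate cultures from separate libraries of one culture. Replicate numbers are shared between groups in the labels, and whether they pair the samples was checked by the correlation of deviations from the group means (mean r −0.0035). A fit with the replicate number as a block was run beside the main fit.

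The sample table, the design of each test, the rule for the genes named and all but 2 of the alternatives were written before the processed files arrived. The alternatives were DESeq2 1.42.0, DESeq2's size factors in the edgeR fit, no filter on low counts, at least 10 counts in every sample, only the groups compared in the fit, the replicate block, each replicate left out in turn, an adjusted p under 0.01, edgeR's glmTreat test against a log2 fold change of 1, and limma 3.58.1 on log2(FPKM + 1) or log2(FPKM + 0.1). The limma fits kept genes of at least 0.5 FPKM in at least 2 samples, and a fold change on these scales understates the change of a gene with low FPKM. After the data had been seen, 2 alternatives were added: DESeq2 with shrunken fold changes, fitted to all samples and to only the groups compared. Z-scores and correlations were recomputed with other pseudocounts, without log, with families summed, for genes of at least 1 FPKM, and as Spearman's rho. Genes named in the text include those that the paper shows or names for the RNA-seq. Others are up to 5 members past the threshold in F against −F from each family counted. The rest are the genes with the largest rises and falls past the threshold. Of the last kind there are up to 5 each way in F against −F and up to 3 in the other comparisons, with a mean of at least 1 FPKM in the higher group and every sample of one group above every sample of the other. Not every gene that met these rules is named. Gene coordinates are from the GENCODE annotation of mm10, counted from 1.

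The gene lists behind the Z-scores of Fig. 4c and Fig. 7d, the LIF targets of Supplementary Fig. 4a and the KEGG pathways are not in the files analysed here, so the genes named in the figures and families of genes were used and no enrichment was tested. Telomere, protein, methylation and qPCR measurements of the paper are not in the files analysed here. Groups of 2 allow no test for a single aberrant sample and no count over other divisions of the samples. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.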

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

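Feeders were present in F and F2i and absent from −F and NB2i, which gives a pair of comparisons, F against −F in serum and F2i against NB2i in 2i. The difference between their log2 fold changes was tested as an interaction in edgeR's quasi-likelihood fit with Benjamini-Hochberg adjustment. F2i and NB2i also differ in serum and medium, so the interaction is not one of feeders and 2i alone. Of 54 tested genes that the paper shows or names, 42 had an interaction adjusted p under 0.05, as did 7475 of all 15287 genes tested. Since so many passed, genes are listed only where both comparisons also passed an adjusted p of 0.05 in opposite directions, a narrowing chosen after this number was seen, which left 11 genes. Higher with feeders in serum and lower in F2i than in NB2i were Gata4, with a difference of 1.4866 (adjusted p = 2.2e-05), Id4 with 1.9662 (adjusted p = 4.8e-10), Hes1 with 1.7439 (adjusted p = 6.0e-13), Sox1 with 0.96701 (adjusted p = 7.6e-04), Tead4 with 0.96448 (adjusted p = 2.8e-07) and Uhrf1 with 0.58317 (adjusted p = 6.3e-08). Lower with feeders in serum and higher in F2i than in NB2i were Dnmt3l, with −3.9565 (adjusted p = 2.3e-20), Id1 with −3.6967 (adjusted p = 1.4e-11), Hand1 with −2.4794 (adjusted p = 0.0067), Tet3 with −1.1432 (adjusted p = 2.1e-06) and Sox2 with −0.25967 (adjusted p = 0.0012). The largest, Dnmt3l, had log2 fold changes of −0.71 in F against −F and 3.24 in F2i against NB2i, and Id1 had −0.96 in F against −F and 2.73 in F2i against NB2i. The interaction was not refitted with samples left out, and each group has 2 replicates. The medium is confounded with feeders in F2i against NB2i, and none of the 4 conditions separates them, so no biological explanation was tested.

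The paper does not report on fibroblast markers as such, and 19 of 20 fibroblast markers of a fixed list were higher in F than in −F past a 2-fold change by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 20 were higher in F2i than in NB2i, and 13 were lower in NB2i than in −F, although neither of these had feeders. Their FPKMs summed to 51.1 in −F, 399.62 in F, 877.62 in F2i and 4.36 in NB2i. Xist, which XY cells such as N33 express at a low level, had a log2 fold change of 2.1237 (adjusted p = 1.6e-12) in F against −F and 4.2372 (adjusted p = 6.0e-17) in F2i against NB2i. It was at 0.26 ± 0.014 FPKM (SD, n = 2) in −F, 0.96 ± 0.11 FPKM in F, 1.35 ± 0.042 FPKM in F2i and 0.09 ± 0 FPKM in NB2i. If RNA of feeder cells, which can be female, had stayed in the feeder cultures, Xist would be above its level in −F and NB2i in every F and F2i sample, and most markers would be higher in both comparisons. The lowest Xist FPKM of the F and F2i samples was 3.259 times the highest of the −F and NB2i samples, and 19 markers were higher in both. These values restate the rises given above and are no separate test of them. RNA of feeder cells remains a candidate explanation. Depth is not one, because the totals of F and −F samples differed by at most 1.009 times. Fibroblast genes in −F above NB2i could also come from differentiating cells in serum or from feeders carried over from earlier passages, which was not tested.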

How the results depend on the processing

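Of 266 log2 fold changes of named genes, 216 kept their direction and their side of an adjusted p of 0.05 in every alternative fit that gave a value, whatever their size. Of 173 past both this and 2-fold in the main fit, 115 stayed past both under every alternative run gene by gene. Under limma on log2(FPKM + 1), which shrinks changes at low FPKM, 47 did not, and under some other alternative 20. Over 2974 values recomputed for them, 117 lost significance, 8 gained it and 21 changed sign, all 21 in 13 results whose main adjusted p was above 0.05. With the replicate block, 263 kept direction and significance and 3 lost significance, and the numbers of genes were 847 higher and 245 lower in F against −F. The labels give the pairing, and samples sharing a number had a mean correlation of −0.0035 between their deviations. DESeq2 kept both for 239, and the filter of 10 counts in every sample had values for 120, all with both kept, since it drops genes absent from a condition. Genes with no row under an alternative had no value there. The glmTreat test, the adjusted p under 0.01 and both DESeq2 fits with shrunken fold changes were used for the numbers of genes only.

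Some changes of sign were small. That of Mixl1 in NB2i against F2i was large, from −0.01856 in the main fit to 1.07 without F2i replicate 1. In F against −F, limma on log2(FPKM + 1) gave −0.001072 for Zfp42 and −0.001345 for Gbx2, and limma on log2(FPKM + 0.1) gave −0.001097 and −0.001498. With each sample left out in turn, the log2 fold change ran from −0.01936 to 0.06795 for Pou5f1, −0.04521 to 0.02369 for Eomes, −0.03663 to 0.07704 for Gbx2, −0.2745 to 0.1075 for Gata3 and −0.1244 to 0.3782 for Cdx2. For Mixl1 it ran from −0.07499 to 1.12 in NB2i against F, −0.6401 to 1.07 in NB2i against F2i and −0.671 to 1.139 in F2i against F. It ran from −1.544 to 0.2019 for Fgf5 in NB2i against F2i, and in F2i against F from −0.1805 to 0.4254 for Sox17, −0.02804 to 0.008178 for Dnmt1 and −0.1243 to 0.118 for Tet3. Mixl1, Fgf5, Cdx2, Gata3 and Sox17 have few counts, so that single reads move them and the depth limits what can be said of them.

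The numbers of genes moved by more than 1.5 times under some alternatives. Requiring 10 counts in every sample removes genes silent in one condition, and left 306 higher and 87 lower in F against −F, 1368 lower in NB2i against F and 562 higher and 951 lower in NB2i against F2i. It left 528 higher and 582 lower in F2i against F, 1410 lower in NB2i against −F and 974 higher and 879 lower in F2i against −F. The glmTreat test asks for changes significantly above 2-fold, and gave 456 higher and 21 lower in F against −F and 503 higher and 1349 lower in NB2i against F2i, and 462 higher and 519 lower in F2i against F and 930 lower in F2i against −F. Limma on log2(FPKM + 1) shrinks changes of genes with low FPKM, and gave 280 higher and 29 lower in F against −F, 783 higher and 1124 lower in NB2i against F and 391 higher and 703 lower in NB2i against F2i. On this scale there were 355 higher and 376 lower in F2i against F, 880 higher and 1103 lower in NB2i against −F and 785 higher and 667 lower in F2i against −F. On log2(FPKM + 0.1) limma gave 148 lower in F against −F, and DESeq2 gave 141 lower in F against −F. Both fits with shrunken fold changes were chosen after seeing the data. Shrinkage pulls changes of low counts towards 0, and the fit to all samples gave 116 lower in F against −F, while the fit to only the groups compared gave 328 higher and 25 lower in F against −F, 593 higher in NB2i against F2i and 640 higher and 679 lower in F2i against F. With each sample left out in turn, 762 to 813 genes were higher and 190 to 238 lower in F against −F, all within 1.5 times of the main numbers.

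The mean Z-scores of the 2C genes in F, F2i and NB2i were 0.4301, 0.8301 and −1.2602 on log2(FPKM + 0.1), and 0.0503, 1.0575 and −1.1078 without log, where the highest samples weigh more. Pearson's r for F2i and F, F2i and NB2i, and F and NB2i was 0.9726, 0.9574 and 0.9426 on log2(FPKM + 0.1), 0.993, 0.9875 and 0.9812 without log, 0.9644, 0.9443 and 0.9177 for genes of at least 1 FPKM, and 0.9664, 0.9496 and 0.9355 as Spearman's rho. A smaller pseudocount gives low genes more weight, FPKM without log gives it to the few highest genes, and leaving out silent genes removes values that match at 0. The order of the conditions was the same each time.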

Differences from the paper's values

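The paper's text gives 104 genes downregulated in F against −F, and 252 were found here. Of the alternatives set before the files arrived, DESeq2 with 141, at least 10 counts in every sample with 87 and limma on log2(FPKM + 0.1) with 148 came within 1.5 times of the paper's number. The others did not: DESeq2's size factors gave 264, no filter 221, the replicate block 245, only the groups compared 241, an adjusted p under 0.01 178, glmTreat 21, limma on log2(FPKM + 1) 29, and leaving out a replicate 190 to 238. Among the fits chosen after seeing the values, shrunken DESeq2 fold changes gave 116, within 1.5 times, and 25 with only the groups compared, which was not. For upregulated genes the paper's text gives 621 and 855 were found here, within 1.5 times, as under all alternatives but 10 counts in every sample with 306, limma on log2(FPKM + 1) with 280 and, chosen after seeing the values, shrunken fold changes with only the groups compared with 328.

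For NB2i against F, Fig. 7a shows about 1300 genes lower in NB2i, read by eye, and 2683 were found here. Requiring 10 counts in every sample gave 1368 and limma on log2(FPKM + 1) gave 1124, both within 1.5 times of the paper's number, and no other alternative came that close, including both fits chosen after seeing the values. About 2300 genes are higher in NB2i in Fig. 7a, against 1535 here, just within 1.5 times, as were no filter with 1595 and the fit without F replicate 1 with 1540. Every other alternative was outside: DESeq2 gave 1407, DESeq2's size factors 1522, the replicate block 1528, only the groups compared 1528, glmTreat 1072, limma on log2(FPKM + 0.1) 1267 and an adjusted p under 0.01 1452. Leaving out F replicate 2 gave 1521, and NB2i replicate 1 or 2 1459 or 1471. The settings that came close for the genes lower were outside here, 10 counts in every sample with 1062 and limma on log2(FPKM + 1) with 783, so no setting came close for both. Shrunken DESeq2 fold changes, chosen after seeing the values, gave 1329 and, with only the groups compared, 1325, also outside. As read by eye, Fig. 7a thus shows more genes higher than lower in NB2i, and here more were lower than higher. With its directions exchanged, the figure would lie close to the shrunken DESeq2 fit to all samples, with 1329 higher and 2367 lower. Whether the directions are exchanged in the figure or in its reading cannot be decided here, so a true reversal is not established.

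For NB2i against F2i, Fig. 7a shows about 570 genes higher and about 1300 lower in NB2i, read by eye, and 918 and 2038 were found here. The number higher came within 1.5 times of the paper's with DESeq2 at 778, 10 counts in every sample at 562, glmTreat at 503, limma on log2(FPKM + 1) at 391 and on log2(FPKM + 0.1) at 742. An adjusted p under 0.01 with 846 and fits without NB2i replicate 1 or 2, with 832 and 851, did so too, and the other alternatives did not. The number lower came within that range with DESeq2 at 1842, 10 counts in every sample at 951, glmTreat at 1349 and limma on log2(FPKM + 0.1) at 1443. Only the groups compared gave 1899, leaving out a replicate 1871 to 1927 and an adjusted p under 0.01 1841, also within it. Outside it were limma on log2(FPKM + 1) at 703, DESeq2's size factors at 2059, no filter at 2167 and the replicate block at 2026. Shrunken DESeq2 fold changes, chosen after seeing the values, gave 707 higher and 1689 lower in the fit to all samples and 593 and 1401 in the fit to only the groups compared, all within 1.5 times.

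For F2i against F, Fig. 7a shows about 600 genes higher and about 640 lower in F2i, read by eye, and 985 and 1070 were found here. Both numbers came within 1.5 times of the paper's with DESeq2 (820 and 904), 10 counts in every sample (528 and 582), glmTreat (462 and 519) and limma on log2(FPKM + 0.1) (703 and 873). The number higher alone did with an adjusted p under 0.01 (851) and without F2i replicate 1 (874) or 2 (889). The remaining alternatives, the replicate block with 981 and 1063 among them, did not. Shrunken DESeq2 fold changes, chosen after seeing the values, gave 769 and 838 with all samples and 640 and 679 with only the groups compared, each within 1.5 times.

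Some of the paper's statements on direction are not matched, or only in part, by the values here. Dusp9, listed as upregulated with feeders, had a log2 fold change of −0.074 (adjusted p = 0.26, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among Ras genes, given as raised, 1 of 6 was higher and 2 were lower at an adjusted p under 0.05, with log2 fold changes from −0.4539 to 1.3593. The paper describes Wnts as raised, and of 12 tested 2 rose and 2 fell past 2-fold. Where the paper reports BMP4-Smad signaling as higher, Bmp4 itself had −0.33 (adjusted p = 0.0074), and 6 of 16 BMP and Smad genes were lower against 2 higher. The value of Bmp4 ran from −0.43 to −0.23 with each sample left out in turn, so its size rests on single samples. The paper has Tet1 and Tet2 as seeming not to differ and Sox2 as similar, and their log2 fold changes were −0.16 (adjusted p = 0.0089), 0.46 (adjusted p = 1.6e-07) and −0.11 (adjusted p = 0.049). The paper states that 2i suppress 2C genes, although it also reports them further upregulated in F2i. Here all 16 were higher in F2i than in F, 13 of them at an adjusted p under 0.05, and they were low only in NB2i, without feeders or serum. In other samples the paper reports Dnmt3a as decreased on feeders by qPCR and Western blot, and here Dnmt3a had 0.20. By qPCR of N33 it reports less c-Myc when feeders were absent, and here Myc was lower with feeders. In Fig. 4 and Fig. 7, 68 FPKM bars were read by eye, and 0 were counted as different from the values here. Readings by eye are approximate, and small gaps were not counted. Tbx3 in −F was read as 8 against 6.96 FPKM, and Dnmt3a in NB2i as 2.5 against 2.93 FPKM.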

Other observations

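In F against −F, 855 genes were higher and 252 lower. The paper takes the excess as higher transcriptional activity, and RNA of feeder cells left in the feeder cultures was tested as another explanation. For Xist and the fibroblast markers, the ratio of 3.259 and the 19 markers higher in both comparisons are what such RNA would give. These are the values flagged above and make no separate test. The depth ratio of 1.009 speaks against a difference in depth. If the amount of feeder RNA differed between the F replicates, markers and other genes up would share a factor between them. The median log2 ratio of replicate 1 to 2 was −0.0325 over 19 markers with at least 40 counts, 8 of them higher in replicate 1 (exact sign test, p = 0.6476). Without a shared factor, this test can neither point to feeder RNA nor exclude it. The sign test and the minimum of counts were fixed after the data had been seen. Of the genes up in F against −F, 591 (69.12%) were lower in NB2i than in F past the threshold. Of all tested genes 17.55% were, and the F samples are shared by both comparisons. Genes picked as high in F tend to be lower in any other group, so the excess over 17.55% is partly built in. The share can come from RNA of cells absent from NB2i, but also from genes that respond to feeders or to serum. With 94 tested fibroblast markers, collagens, laminins, integrins and chemokines taken out, 817 genes were higher and 251 lower. Fewer genes were taken out than the excess holds, so this count decides nothing, and the excess cannot be told apart from fibroblast genes beyond these lists. The predictions for these last tests, on genes absent from NB2i and on genes taken out, were made only after the number of genes up had been seen. RNA of feeder cells thus remains a candidate explanation for part of the genes up. A biological response to feeders cannot be told apart from it with these samples, since there is no sample of feeders alone.

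For the 2C genes higher in F than in −F, RNA of feeder cells would make them rank in F2i against F as the fibroblast markers do and differ between the F replicates by the markers' factor. Their median log2 fold change in F2i against F was 0.98, beside 0.706 for the markers, so both sets were higher in F2i than in F. Their median log2 ratio of F replicate 1 to 2 was 0.0155, and the markers had no shared factor to compare it with. By these tests the pattern of the 2C genes cannot be told apart from RNA of feeder cells, and RNA of feeders alone is not in the files analysed here. For Zscan4 the paper has evidence of its own, since Supplementary Fig. 7 takes fibroblasts as the negative control of its expression, which speaks against feeder RNA as the source of Zscan4 reads. Reads shared among the members of the Zscan4, Usp17l and Tcstv families do not affect the family sums, which rose too.

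Comparisons with −F that the paper does not report were made in the same fit by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In NB2i against −F, 1696 genes were higher and 2456 lower past the threshold, and in F2i against −F 1786 and 1501. With the replicate block these were 1692 and 2441, and 1780 and 1494. Of the genes up in F against −F, 709 (82.92%) were also up in F2i against −F, against 11.68% of all tested genes, with the −F samples shared by both comparisons. The largest rises in NB2i against −F were those of Trpm1 (10.18 on the log2 scale), Gm13128 (9.90) and Sash3 (9.58), and the largest falls those of Enpp2 (−10.83), Cnn1 (−10.10) and Car4 (−9.66). In F2i against −F they were Prelp (11.74), Dnm3os (10.96) and Gm13040 (10.25), and Gm3317 (−8.34), H2-Q8 (−7.52) and Gna14 (−7.43).

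For genes that the paper measured in other samples by qPCR, or for Fst and Fstl1 by Western blot, the RNA-seq gave the following values in F against −F, from the same test. Tert had a log2 fold change of −0.18 (standard error 0.083, adjusted p = 0.082), at 6.66 ± 0.77 FPKM in −F and 5.77 ± 0.028 FPKM in F (SD, n = 2). Terc, at 0.405 ± 0.19 FPKM in F, had too few counts to be tested. Myc had a log2 fold change of −0.62 (standard error 0.084, adjusted p = 4.4e-06) and Utf1 one of −0.31 (standard error 0.044, adjusted p = 7.6e-06), both lower with feeders. For c-Myc in N33 the paper's qPCR went the other way, with less expression when feeders were absent. Fst rose by 2.32 (standard error 0.18, adjusted p = 7.2e-10) and Fstl1 by 1.05 (standard error 0.043, adjusted p = 2.0e-14), and Axin2 and Cdx1 rose by 0.78 and 2.18 (adjusted p = 3.4e-07 and 3.1e-10). Dppa3 had a log2 fold change of −0.22 (standard error 0.060, adjusted p = 0.0054).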
